# Synergic Effects of Temperature and Irradiance on the Physiology of the Marine *Synechococcus* Strain WH7803

**DOI:** 10.3389/fmicb.2020.01707

**Published:** 2020-07-24

**Authors:** Ulysse Guyet, Ngoc A. Nguyen, Hugo Doré, Julie Haguait, Justine Pittera, Maël Conan, Morgane Ratin, Erwan Corre, Gildas Le Corguillé, Loraine Brillet-Guéguen, Mark Hoebeke, Christophe Six, Claudia Steglich, Anne Siegel, Damien Eveillard, Frédéric Partensky, Laurence Garczarek

**Keywords:** marine cyanobacteria, *Synechococcus*, transcriptomics, light stress, temperature stress, UV radiations

## Abstract

Understanding how microorganisms adjust their metabolism to maintain their ability to cope with short-term environmental variations constitutes one of the major current challenges in microbial ecology. Here, the best physiologically characterized marine *Synechococcus* strain, WH7803, was exposed to modulated light/dark cycles or acclimated to continuous high-light (HL) or low-light (LL), then shifted to various stress conditions, including low (LT) or high temperature (HT), HL and ultraviolet (UV) radiations. Physiological responses were analyzed by measuring time courses of photosystem (PS) II quantum yield, PSII repair rate, pigment ratios and global changes in gene expression. Previously published membrane lipid composition were also used for correlation analyses. These data revealed that cells previously acclimated to HL are better prepared than LL-acclimated cells to sustain an additional light or UV stress, but not a LT stress. Indeed, LT seems to induce a synergic effect with the HL treatment, as previously observed with oxidative stress. While all tested shift conditions induced the downregulation of many photosynthetic genes, notably those encoding PSI, cytochrome *b_6_/f* and phycobilisomes, UV stress proved to be more deleterious for PSII than the other treatments, and full recovery of damaged PSII from UV stress seemed to involve the neo-synthesis of a fairly large number of PSII subunits and not just the reassembly of pre-existing subunits after D1 replacement. In contrast, genes involved in glycogen degradation and carotenoid biosynthesis pathways were more particularly upregulated in response to LT. Altogether, these experiments allowed us to identify responses common to all stresses and those more specific to a given stress, thus highlighting genes potentially involved in niche acclimation of a key member of marine ecosystems. Our data also revealed important specific features of the stress responses compared to model freshwater cyanobacteria.

## Introduction

All microorganisms are constrained to adjust their metabolism in order to maintain their ability to survive in constantly changing environments. These variations can occur at different timescales, from seconds to several cell generations. While long-term variations often induce adaptation, whereby the natural selection alters the genetic composition (e.g., by gene loss/gain or substitutions; Galhardo et al., 2007; Doré et al., under revision), short-term variations of the environment can be managed by phenotypic plasticity, involving physiological adjustments that allow to maintain cellular performance across varying environmental conditions (Dudley, 2004; Gabriel, 2005). Bacteria possess numerous mechanisms that enable acclimation to the variety of possible external stresses (Schimel et al., 2007). These range from up or downregulation of a single metabolic process to the activation of complex gene expression networks, e.g., through regulation by two-component sensory systems that translate extracellular signals into intracellular responses (Suzuki et al., 2001; Los et al., 2010). In this context, comparing global gene expression profiles on laboratory strains submitted to different individual stresses and for which conditions can be perfectly controlled, allows not only to uncover stress-specific global transcriptional responses but also to shed light on novel or unsuspected cellular stress responses.

Most transcriptomic studies so far have focused on model microorganisms, such as *Escherichia coli* (Kannan et al., 2008; Wang et al., 2009; Jozefczuk et al., 2010), *Bacillus subtilis* (Mostertz et al., 2004; Nicolas et al., 2012), *Caulobacter crescentus* (da Silva Neto et al., 2013), or *Chlamydomonas reinhardtii* (Nguyen et al., 2008). In the specific case of cyanobacteria, changes in whole transcriptomes have been extensively investigated in the unicellular freshwater strains *Synechocystis* sp. PCC 6803 and *Synechococcus* sp. PCC 7942 in response to various environmental conditions including light (Hihara et al., 2001; Huang et al., 2002), temperature (Suzuki et al., 2001; Mikami et al., 2002; Inaba et al., 2003), oxidative stress (Hihara et al., 2003; Singh et al., 2004), nutrient stresses (Singh et al., 2003; Suzuki et al., 2004; Krasikov et al., 2012; Blanco-Ameijeiras et al., 2017) and/or change in ambient CO_2_ levels (Schwarz et al., 2011; Jablonsky et al., 2016). However, none of these organisms are ecologically relevant, especially concerning the marine environment, which is affected by universal but also specific environmental parameters as compared to terrestrial and freshwater ecosystems.

In oceanic waters, the cyanobacterial community is largely dominated by two genera, *Prochlorococcus* and *Synechococcus*, which are only distantly related to their model freshwater counterparts. While *Prochlorococcus* mainly thrives in warm, nutrient-poor oceanic waters, *Synechococcus* can colonize a broader range of ecological niches, extending from the equator to subpolar waters as well as from estuaries to oligotrophic waters of the ocean (Flombaum et al., 2013; Xia et al., 2015; Paulsen et al., 2016). This abundance, ubiquity and the availability of many genomes and strains in culture make *Synechococcus* one of the most relevant model microorganisms to study the response to variations of environmental conditions in the marine ecosystem. Quite a few transcriptomic studies have been conducted on *Prochlorococcus* and *Synechococcus* strains (Tolonen et al., 2006; Lindell et al., 2007; Zinser et al., 2009; Tetu et al., 2009, 2013; Blot et al., 2011; Thompson et al., 2011; Mella-Flores et al., 2012; Reistetter et al., 2013; Voigt et al., 2014; Stazic et al., 2016; Lambrecht et al., 2019), but they have mainly focused on the effect of single environmental factors. Here, the well-characterized marine *Synechococcus* strain WH7803, a warm temperature-adapted ecotype, which also has the advantage of being axenic (Kana and Glibert, 1987a, b; Kana et al., 1988; Garczarek et al., 2008; Blot et al., 2011; Mella-Flores et al., 2012; Pittera et al., 2018), was selected to study the effect of various stress conditions, high light (HL), UV, low (LT) and high (HT) temperatures, on cultures previously acclimated to either low light (LL) or HL conditions, as well as to assess the effect of diel variations, as triggered by a modulated light/dark (L/D) cycle. These parameters are indeed well known to affect the physiology of this organism but the regulatory processes involved remain poorly studied. A comparison of global gene expression profiles allowed us to identify the common and specific transcriptomic responses to the different conditions. This study notably revealed that cells previously acclimated to HL seem to be better prepared than LL-acclimated cells to sustain an additional light stress but not a LT stress, which in contrast seems to induce a synergic effect with the HL treatment, as previously observed for oxidative stress (Blot et al., 2011).

## Materials and Methods

### Culture Conditions

*Synechococcus* sp. WH7803, an axenic strain retrieved from the Roscoff culture collection (RCC752)^1^, was grown in PCR-S11 culture medium (Rippka et al., 2000) supplemented with 1 mM sodium nitrate and 1 μg L^–1^ vitamin B12. Cultures were acclimated for at least 2 weeks at 22°C and 20 μmol photon m^–2^ s^–1^ (hereafter LL and μE m^–2^ s^–1^) or 250 μE m^–2^ s^–1^ (hereafter HL) provided by multicolor (cool white: 6500K, blue: 470 nm, green: 530 nm) LED systems (Alpheus, France). For each growth irradiance, a 9 L exponentially growing culture was split in 500 mL aliquots into either 1 L polycarbonate flasks (Nalgene, St. Louis, MO, United States) or 1 L Erlenmeyer quartz flasks (for UV treatments only; Atelier Jean Premont, Bordeaux, France) and left under their initial growth irradiance overnight before being submitted to light, UV or temperature stress conditions and sampled at different times (Supplementary Figure S1 and Supplementary Table S1) for various parameters (see below). UVA and UVB radiations, generated from UVA-351 and UVB-313 fluorescent bulbs (Q-Panel Lab products, Cleveland, OH, United States), were measured between 280–320 and 320–400 nm, respectively using a USB2000 spectroradiometer (Ocean Optics, EW Duiven, Netherlands). In order to estimate the cell recovery capacities, HL and UV stressed cultures were then shifted back to their initial growth condition and sampled after 1h (R1) and 24h (R24) of recovery. Low (13°C, hereafter LT) and high temperature (30°C, hereafter HT) stresses were performed in temperature-controlled chambers (Liebherr-Hausgeräte, Lienz, Austria). All of these experiments were conducted in triplicate.

For diel cycle experiments, run at two temperatures (21 and 27°C), a bell-shaped 12/12 h L/D cycle, triggering a proper synchronization of cell division, was generated using the multicolor LED systems and the Ether software (Alpheus, France). The maximal irradiance (at virtual noon) was set at 669 μE m^–2^ s^–1^. Two replicate cultures per temperature were acclimated to L/D cycles for at least 2 weeks prior to starting monitoring the different parameters. During the experiment, cultures were diluted with a continuous input of fresh medium, in order to maintain cells in exponential growth throughout the whole sampling period. In order to study the kinetics of the response of cells to light fluctuations, cultures were sampled at virtual 6:00, 9:00, 12:00, 15:00, 18:00, 20:00, 22:00, and 2:00 over 4–5 days for measuring a variety of parameters described below and samples from two out of these days were selected for transcriptomic analyses (see Table 1). Additionally, for flow cytometric analyses, 200 μL samples were transferred every hour using an Omnicoll Fraction Collector (Lambda, Brno, Czechia) into microtubes maintained at 4°C by Peltier effect and containing 0.25% glutaraldehyde grade II (Sigma Aldrich, St Louis, MO, United States), then stored at −80°C until analysis.

**TABLE 1:** Description of the samples used for transcriptomic analyses.

Acclimation condition	Stress condition	Sampling times (hours)	Number of replicates
LL	HL	0, 0.3, 1, 3, 6	3
LL	LLUV	0, 0.3, 1, 3, 6	3
LL	LLLT	0, 12, 24, 48, 72	3
LL	LLHT	0, 12, 24, 48, 72	3
HL	HLUV	0, 0.3, 1, 3, 6	3
HL	HLLT	0, 4, 8, 16, 24	3
HL	HLHT	0, 4, 8, 16, 24	3
L/D 21°C	n.a.	6, 9, 12, 15, 18, 20, 22, 2	4
L/D 27°C	n.a.	6, 9, 12, 15, 18, 20, 22, 2	4

*For shift experiments, triplicate cultures were acclimated to medium temperature (22°C) and either low light (LL, 20 μE m^–2^ s^–1^) or high light (HL, 250 μE m^–2^ s^–1^) conditions and submitted to low temperature (LT, 13°C), high temperature (HT, 30°C), ultraviolet radiations (UV-A, 3 W m^–2^; UV-B, 0.3 W m^–2^ as well as HL for the LL-acclimated culture only; Supplementary Figure S1). Expression values measured on cultures harvested at T0 were used as references to measure differential gene expression at different time points (Supplementary Table S2). For 12 h/12 h L/D cycle experiments, sampling times correspond to the time of the day, with light period starting at 6:00 and dark period at 18:00 and the four biological replicates consist in two replicate cultures and two different days for each temperature condition (Supplementary Table S1). Differential gene expression at different time points was calculated using as references either the 6:00 time point for each temperature condition or the corresponding time at 21°C when comparing the two temperature conditions (Supplementary Table S2).*

### Flow Cytometry

*Synechococcus* cell concentration was measured by flow cytometry as previously described (Marie et al., 1999) using a FACSCanto II flow cytometer (Becton Dickinson, San Jose, CA, United States) with a laser emission set at 488 nm and distilled water as sheath fluid (Supplementary Table S1).

### *In vivo* Fluorescence Measurement

PSII quantum yield (F_V_/F_M_) was measured for all samples (Supplementary Table S1) upon excitation at 520 nm with a Pulse Amplitude Modulation fluorometer (Phyto-PAM I, Walz, Effeltrich, Germany) equipped with a chart recorder (Vernier, LabPro, Beaverton, OR, United States), as previously described (Mella-Flores et al., 2012). Briefly, after 3 min acclimation in the dark, cultures were exposed to modulated light and basal level fluorescence (F_0_) was then measured. The maximal fluorescence levels (F_M_) were measured after adding 100 μM of PSII blocker 3-(3,4-dichlorophenyl)-1,1-dimethylurea (DCMU) and by triggering saturating light pulses (655 nm; 2000 μE m^–2^ s^–1^). The PSII quantum yield was calculated as:

F/VF=M(F-MF)0/FM

Fluorescence emission spectra were recorded for all samples (Supplementary Table S1) between 545 and 750 nm upon excitation at 530 nm (λ_max_ absorption of phycoerythrobilin) with an LS-50B spectrofluorometer (Perkin-Elmer, Waltham, MA, United States) equipped with a red sensitive photomultiplier as previously described (Six et al., 2004). In order to determine the coupling of phycobiliproteins and to observe any dismantlement of phycobilisome (PBS) rods, fluorescence emission spectra were then used to calculate the phycoerythrin (PE, λ_max_ = 565–575 nm) to phycocyanin (PC, λ_max_ = 645–655 nm) ratio as well as the PC to PBS terminal acceptor (TA; 680 nm). The latter ratio reflects the energy transfer from phycocyanin to reaction center chlorophylls (Pittera et al., 2017).

### PSII Repair Rate Measurements

PSII repair rate was calculated for all samples (Supplementary Table S1) but in two different ways, depending on stress duration. For short-term stresses (HL and UV stress, 6-h stress experiments), PSII repair rate was estimated over the 6 h of stress. Two aliquots of 20 mL were sampled at T0. While the first one was used as a control, lincomycin (protein synthesis inhibitor) was added to the second one to a final concentration of 0.5 mg mL^–1^ and the F_V_/F_M_ parameter was monitored at each timepoint. The difference between the coefficients of the exponential curves fitted on F_V_/F_M_ measurements was used as proxy of the PSII repair rate. For the long-term (1 to 4-days) experiments (LT and HT stress) and for L/D cycles, six aliquots of 2 mL were taken at each timepoint, placed in 8-wells plates and lincomycin was then added to three of them, as described above. All aliquots were placed in the same conditions as the rest of the culture and F_V_/F_M_ was monitored after 15, 30 min, and 1 h, respectively.

### Pigment and Lipid Analyses

Pigment content was measured by HPLC for all treatments except the L/D cycles (Supplementary Table S1) using the protocol described in Pittera et al. (2018). Furthermore, previously published lipid data, corresponding to the LLLT and LLHT treatments (see Supplementary Figures S3,S4 in Pittera et al., 2018) were also used for correlation analyses (see below).

### RNA Extraction

RNA extractions were performed from 150 mL of culture harvested by centrifugation in an Eppendorf 5804R (7 min, 10,414 × g, 4°C) then in an Eppendorf 5417R centrifuge (2 min, 20,817 × g, 4°C). The cell pellet was then resuspended in 1 mL Qiazol (Qiagen, Valencia, CA, United States) and quickly frozen in liquid nitrogen. The total duration of cell harvesting was kept below 15 min. After thawing the tubes at 65°C, followed by incubation and vortexing for 5 min at this temperature, total RNA was extracted using the Direct-Zol kit (Zymo Research Corp, Proteigene) as recommended by the manufacturer. Three successive DNase treatments were performed on the Zymo-Spin^TM^-IIC Column using the Qiagen RNase-free DNase Set (Qiagen), followed by elution from the column in 30 μL DEPC-treated water. RNA quantification and quality check were performed using a NanoDrop^®^ ND-1000 (Thermo Fisher Scientific) and a BioAnalyzer 2100 with the RNA 6000 Nano Kit (Agilent, Santa Clara, CA, United States), respectively. RNA samples were then frozen in liquid nitrogen and stored at −80°C.

### Library Preparation and Sequencing

Ribodepletion was performed at the Genotoul platform (Toulouse, France) from 5 μg of total RNA using the Ribo-Zero Bacteria Magnetic Kits (Illumina) in the presence of RiboGuard RNase Inhibitor (Epicentre) and treated RNA samples were purified and concentrated using RNA Clean & Concentrator^TM^-5 columns (Zymo Research). Ribo-depleted RNA was then quantified by Qubit (RNA HS Assay Kit, Thermo Fisher Scientific) and quality check was performed using a Bioanalyzer (RNA Pico kit) or a Labchip GX. Libraries were then prepared from 100 to 400 ng of RNA using the Illumina TruSeq Stranded mRNA kit and sequenced as 150 bp paired-end reads on Illumina HiSeq 3000 System (Illumina, San Diego, CA, United States) at Genotoul (Toulouse, France). 18.5 ± 4.7 × 10^6^ paired-end reads were generated per sample.

### RNA-Seq Analysis

Reads quality check was performed with the FastQC tool (Andrews, 2015). Reads smaller than 50 nt and with a mean quality score lower than 25 were excluded using Prinseq v0.20.4 (Schmieder and Edwards, 2011). Illumina adapters, constituting 23.5 ± 4.5% of reads, and rRNAs, constituting 5.0 ± 5.9% of all reads, were removed with Cutadapt v1.8.3 (Martin, 2011) and SortMeRNA v2.1 (Kopylova et al., 2012), respectively. The remaining reads were then mapped to the reference genome of *Synechococcus* sp. WH7803 using Bowtie2 v2.2.9 software (Langmead and Salzberg, 2012) with ‘–non-deterministic –end-to-end –sensitive’ parameters and by selecting only the properly paired reads (i.e., SAM flagged as 99, 147, 163, or 83). Read count tables were obtained using HTSeq Count v0.6.0 (Anders et al., 2015) with following parameters: ‘–stranded = reverse -a 10 -m intersection-nonempty’. Gene expression levels between stress and control conditions as well as adjusted p-values based on the Benjamini–Hochberg procedure (Benjamini and Hochberg, 1995) were determined using SARTools v1.4.0 (Varet et al., 2016) with embedded DESeq2 v1.14.1 (Love et al., 2014). Genes were considered as differentially expressed (DE) if the adjusted *p*-value was ≤0.05 and the absolute value of log_2_ fold change (log_2_FC) was ≥1. The RNA-seq dataset is available as raw and processed data in the SRA and GEO databases, respectively (see section Data Availability Statement) and can be visualized using JBrowse (Buels et al., 2016) in the Cyanorak v2.1 database^2^.

### Co-expression Network Model Analysis

Weighted gene correlation network analysis (WGCNA; Langfelder and Horvath, 2008) was performed on shift experiments to define gene subnetworks, called modules, based on gene expression patterns. A signed adjacency matrix between genes was calculated and Pearson correlations were weighted by taking their absolute value and raising them to the power β = 12 to optimize the scale-free topology network fit. In order to identify groups of genes, whose expression was correlated to the biological, physical or chemical traits available for this experiment (including previously published lipid data; Pittera et al., 2018), the pairwise Pearson correlation coefficients between the principal component of each module, referred to as the module *eigenvalue* (ME), and these traits was then calculated using the R package WGCNA (Langfelder and Horvath, 2008). Modules were then filtered using a partial least square (PLS) regression, a dimensionality-reduction method that aims at determining predictor combinations with maximum covariance with the response variable. The predictors were ranked according to their value importance in projection (VIP), as previously described (Guidi et al., 2016). Furthermore, the UpSet R package was used to count and plot the number of genes per module that were DE in a given set of conditions (e.g., LLHT and HLLT) by considering only genes significantly DE in at least one time point of each condition for this set of conditions.

### Relationship Between Genomic Features and Transcriptomic Responses to Different Stresses

Transcriptomic data were synthesized as a circos plot integrating: (i) core genes, as determined based on the comparison of the 81 non-redundant genomes of the Cyanorak v2.1 database^2^ (Doré et al., under revision), (ii) WGCNA module and submodule membership, (iii) predicted operons as extracted from ProOpDB (Taboada et al., 2012), (iv) ‘cyanorons’ that we defined as suites of ≥4 adjacent genes on the genome that belong to the same WGCNA module and displayed at least half of all time points for a given stress with a similar expression pattern (e.g., all 4 adjacent genes belonging to module Blue and all displaying either a Log_2_FC > 1 or < 1).

## Results

### Photophysiological Response of *Synechococcus* sp. WH7803 to Variations in Light and Temperature Conditions

Cultures pre-acclimated under LL (20 μE m^–2^ s^–1^) or HL (250 μE m^–2^ s^–1^) and 22°C were subjected to a series of light or temperature shifts, as detailed in Supplementary Figure S1 and Supplementary Table S1. The quantum yield of the PSII reaction center (F_V_/F_M_), used as a proxy for PSII activity, showed that UV stress induced a much stronger response than HL stress in LL-acclimated cultures of *Synechococcus* sp. WH7803, with a decrease of the F_V_/F_M_ after 6 h of stress of 60% and 20%, respectively (Figure 1A). This F_V_/F_M_ drop was much less pronounced in HL-acclimated culture under UV stress (20%), potentially related to the much faster D1 repair rate measured in control HL- than LL-acclimated cultures (sixfold, Figure 1B). D1 repair rates were also further enhanced by UV and HL treatments in LL-acclimated conditions and by UV in HL-acclimated cells. In all cases, cultures were capable of recovering most of their PSII activity after 24 h, showing that none of these stresses were lethal for the cultures (Figure 1A). As concerns thermal stresses, HT shift, induced by an 8°C temperature increase, only had a small effect on PSII activity for cells previously acclimated to both light conditions (Figure 1C), except at the end of the LL HT experiment when cultures reached the stationary growth phase (data not shown), and these HT conditions led to a fairly high induction of the D1 repair rate compared to the control at T0 (Figure 1D). In contrast, a shift to LT, corresponding to a 9°C temperature decrease, induced a strong PSII photoinactivation with a drop in F_V_/F_M_ of 45% followed by a stabilization for LL-acclimated cells after 1 day and a continuous decrease reaching about 70% within a day for HL-acclimated cells (Figure 1C), and none of these conditions led to a significant change of the D1 repair rate of the cells (Figure 1D). Thus, in contrast to light stresses, cells previously acclimated to HL do not seem to be better prepared for thermal stress than LL-acclimated cells.

**FIGURE 1:**
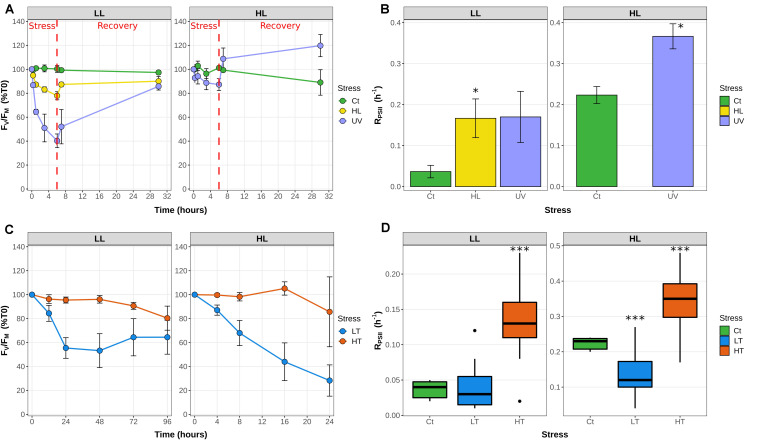
Variation of the photophysiological parameters in response to changes in light or thermal conditions in *Synechococcus* sp. WH7803 acclimated to low or high light. **(A,C)** PSII maximal photochemical yield (F_V_/F_M_) expressed as % of initial F_V_/F_M_ after a shift **(A)** to high light or UV radiations and **(C)** to low temperature (LT: shift from 22°C to 13°C) or high temperature (HT; shift from 22 to 30°C). The dashed line indicates the time (6 h) at which cultures submitted to light stresses were shifted back to their initial light conditions for recovery. **(B,D)** Cumulative photosystem II repair rate (RPSII), (B) during the 6 h of light stress and (D) during 1 h for low and high temperature shifts. While for panels **(A–C)**, data represent averages and standard deviations of three biological replicates, for **(D)**, boxplots represent distribution of all three independent measurements, with their medians and interquartiles. Asterisks in **(B,D)** indicate significantly different values between treatment and control conditions (Student’s *t*-test) with a single asterisk indicating *p* < 0.05, double asterisks indicating *p* < 0.01 and triple asterisks indicating *p* < 0.001. The top gray banners indicate the culture acclimation condition. These data are based on at least three independent experiments. Ct, control; LL, low light; HL, high light; UV, ultraviolet; LT, low temperature; HT, high temperature.

Photoprotective and/or antioxidant pigments only showed low variations in response to light and temperature shifts. The ratios of the β-carotene (β-car), zeaxanthin (zea) and β-cryptoxanthin (β-crypto) to chlorophyll (chl) *a* only showed low variations in response to light and temperature shifts, with (i) a slight increase of the two latter ratios and decrease of the first one in response to HL in LL-acclimated cultures, (ii) an increase of the sole β-crypto/chl *a* ratio in response to UV and (iii) a decrease of β-car/chl *a* in response to LT in both light acclimated cultures (Supplementary Figure S2). Furthermore, variations of the ratios of the fluorescence emission peaks were used to assess the efficiency of the energy transfer within the PBS rods (PE/PC) as well as between the basal part of the rods and the PSII reaction center (PC/TA), as measured by fluorescence leaks between these phycobiliprotein subunits (Pittera et al., 2017; Supplementary Figure S3). While HL and UV had a rapid and stronger effect on the base of the PBS rods and/or on the connection of the PBS to the thylakoid membrane (PC/TA) than at the rod level (PE/PC, Supplementary Figures S3A,B), LT seemingly induced a progressive disruption of the PBS, both at the rod level and at the core level (Supplementary Figures S3C,D). In contrast, the shift to HT had virtually no effect on the PBS structure.

### Comparison of the Photophysiological Response of *Synechococcus* sp. WH7803 to a L/D Cycle at Two Temperatures

At both temperatures, the F_V_/F_M_ ratio showed a cyclic evolution, reaching a minimum value during the light period. However, while at 21°C the F_V_/F_M_ mirrored the light curve with a minimum at noon and fairly constant higher values during the whole dark period, at 27°C F_V_/F_M_ was already close to the minimal value at 9 a.m., reached a maximum at the light/dark transition and tended to decrease during the night (Figure 2). Consistently with the LT and HT stress experiments in continuous light conditions (Figure 1D), the D1 repair rate was much higher at 27°C than at 21°C at all time-points during the light period, reaching a comparable value at 9 a.m. for the 27°C treatment to the one measured at noon for the 21°C treatment.

**FIGURE 2:**
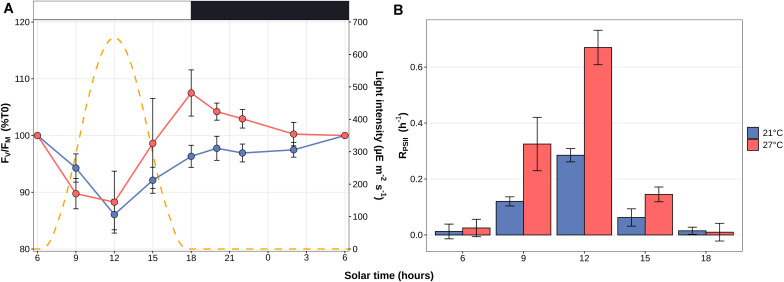
Daily variations of the photosystem II maximal quantum yield (F_V_/F_M_) and D1 repair rates for *Synechococcus* sp. WH7803 cells acclimated to a modulated 12 h/12 h L/D cycle at 21 or 27°C. **(A)** PSII maximal photochemical yield (F_V_/F_M_) expressed as % of F_V_/F_M_ at 6 a.m. **(B)** Photosystem II repair rate (RPSII). Note that this parameter was not measured during the night since a previous study showed that there is no repair during this period (Mella-Flores et al., 2012). Light and dark periods (μE m^–2^ s^–1^) are indicated by white and gray background on the figure and by a dashed line during the light period showing the modulation of light intensity. Error bars indicate standard deviation for four biological replicates.

### Global Description of Transcriptional Responses

Transcriptome analyses showed that 97.6 ± 1.2% of the reads were mapped to the reference WH7803 genome, resulting in average in 98.9% of the genome, including intergenic and gene coding regions, being covered by more than two reads in the different experiments, and 99.99% when considering all experiments altogether. 

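The shift experiments used cultures acclimated at 22 °C to LL (20 μE) or HL (250 μE). For each irradiance a large culture was divided into flasks, which were shifted to HL, to UV (UVA and UVB from fluorescent bulbs), to 13 °C (LT) or to 30 °C (HT), with the unshifted samples at T0 as the reference. In all, 90 samples were sequenced, 3 replicates at T0 and at each of 4 time points of 7 stresses. The authors trimmed the reads, removed ribosomal reads, mapped the rest with Bowtie2, counted properly paired reads per gene with HTSeq and normalized the counts with DESeq2. The deposited values are these normalized counts, rounded to whole numbers, for 2628 genes, and their sum per sample ranged from 4063555 to 8626027, with a median of 5282268. The 10 most abundant genes took between 10.6 and 37.7% of it. Log2 fold changes (log2FC) relative to T0 were computed here with limma on log2(value + 1) for the 2601 genes with a mean of 10 or more. A gene was called differentially expressed (DE) at a Benjamini-Hochberg adjusted p of at most 0.05 and an absolute log2FC of at least 1. The median standard error of a log2FC was 0.221. Values with ± are means of normalized counts with their SD (n = 3). Stresses applied to cells of the same acclimation share a T0 and were not tested against each other, whereas the responses of LL- and HL-acclimated cells were compared by an interaction term at 6 h of UV, 24 h of LT and 24 h of HT. Replicates bear the letters C, D and E in LL and C, D and F in HL. Log2 values were centred per gene on the mean of all shift samples and correlated across genes, which are not independent replicates. Replicate D of LLHT 72 h had a correlation of -0.297 with the other replicates of its group and of 0.959 with LLUV 3 h. For replicate D of LLUV 6 h, the correlation was -0.254 with its own group and 0.913 with LLLT 12 h. Both libraries were kept under their labels. One time point of HLHT is given as 16 h in the paper and in the labels of its samples, but as 14.5 h in their treatment protocol, and it is called 16 h here.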

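The number of DE genes was 370 at 0.3 h and 646 at 6 h in LLHL, and 469 at 4 h and 792 at 24 h in HLLT. In LLUV it was 341 at 0.3 h, 1010 at 3 h and 727 at 6 h (875 without replicate D), and in LLLT it was 737 at 12 h, 803 at 24 h and 677 at 72 h. The alternative that moved these counts most was the adjusted p without the fold limit, which gave 1455 genes in LLHL at 6 h. At the last time point of the 7 stresses, the number of DE genes was compared with F_V_/F_M_ in percent of T0 from the paper's Table S1, which ranged from 27.2 ± 9.52 (SD, n = 3 cultures) in HLLT to 90.6 ± 1.37 in LLHT. The cultures differed most in HLHT (84.6 ± 26.9) and LLLT (64.2 ± 14.5), so these points are the least certain. Pearson's r was -0.822 (exact permutation test, two-sided p = 0.0246) and Spearman's rho was -0.857 (exact permutation test, p = 0.0238), and no other relation of this kind was computed. Without HLLT and LLUV, the 2 stresses farthest from the median F_V_/F_M_, r was -0.811. With total-sum scaling r was -0.670 (exact permutation test, p = 0.110), and without LL replicate E it was -0.651 (exact permutation test, p = 0.0845), so that the relation did not pass 0.05 under either.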

Global analyses showed a transcriptional response proportional to the stress intensity as assessed from photophysiological measurements, i.e., there were more DE genes at the end of the stress than at the beginning (Figure 3). 

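At the end of the light shift of LL-acclimated cells, 287 genes were up and 359 down in LLHL, 24.6% of the 2628 genes. With total-sum scaling 555 were up and 224 down, so the larger of the 2 groups depends on the normalization. The highest log2FC among them were 5.21 for CK_Syn_WH7803_00846 and 4.52 for *crtW* (CK_Syn_WH7803_00928) (SE 0.50, adjusted p = 3.34e-11). The lowest was that of *mpeE* (CK_Syn_WH7803_00487), which encodes a phycoerythrin linker and fell from 52367 ± 8240 to 299 ± 103, a log2FC of -7.51 (SE 0.90, adjusted p = 3.90e-10). In LLUV, 536 genes were up and 474 down at 3 h, 38.4% of all genes, and 381 were up and 346 down at 6 h, 27.7%. In HLUV, 79 genes were up and 70 down at 6 h, 5.7% (63 and 103 with total-sum scaling). Without replicates C, D and F in turn, this count was 76, 74 and 79. Earlier counts in HLUV were 15 at 1 h and 62 at 3 h, and they too were lower with 1 replicate left out, between 6 and 12 and between 25 and 30. At 0.3 h a single gene was called, and limma called 0 without replicate C, D or F, when 12, 8 and 10 genes had an unadjusted p under 0.05. At 6 h of HLUV the highest log2FC was 5.00 for *umuD* (CK_Syn_WH7803_01081), a subunit of DNA polymerase V (SE 0.73, adjusted p = 4.78e-07), and *mpeB* (CK_Syn_WH7803_00493), a phycoerythrin subunit, fell, with a log2FC of -2.83.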

While light stresses (HL and UV) led to a high number of DE genes in LL-acclimated cultures (24 and 26 % of all genes at the end of stress, respectively), only a few genes were DE after UV stress in HL-acclimated cultures. Differences between LL- and HL-acclimated cultures were less conspicuous during thermal stress, both responding strongly to LT stress (25 and 29% of all genes were DE at the end of stress, respectively) and only weakly to HT stress (up to 12% and 4% DE genes, respectively). Thus, consistently with PSII activity (Figures 1A,C), the transcriptomic response showed that LL-acclimated cells were much more sensitive to UV stress than HL-acclimated cells, while LT but not HT shift seemed to constitute a very stressful condition whatever the initial light acclimation condition used.

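In LLLT, 339 genes were up and 338 down at 72 h, 25.8% of all genes, and in HLLT 353 were up and 439 down at 24 h, 30.1%. Total-sum scaling moved the median log2FC of all genes in LLLT at 72 h by 0.643, and gave 988 DE genes of which 860 were up, so the balance between up- and down-regulated genes in LLLT rests on the normalization. In HLLT at 24 h the same scaling moved the median by 0.133 and gave 445 genes up and 373 down, so there too the larger of the 2 groups depends on it. The largest increases in HLLT were 4.42 for *clpB1* (CK_Syn_WH7803_00748), from 1838 ± 285 to 39414 ± 6691, and 4.40 for CK_Syn_WH7803_02403, while *cpeB* (CK_Syn_WH7803_00485) fell from 19902 ± 3202 to 869 ± 684 (log2FC -4.77, SE 0.55, adjusted p = 6.77e-11). In LLLT, *comA* (CK_Syn_WH7803_02159) rose from 105 ± 32.0 to 1255 ± 533, a log2FC of 3.54. In LLHT there were 131 DE genes at 12 h (221 without replicate D), 152 at 24 h and 165 at 48 h. At 72 h there were 166 up and 124 down (106 and 204 with total-sum scaling), 290 in all or 11.0%, and this count was 463 without replicate C, 124 without replicate D and 555 without replicate E, while a fit of the 2 groups alone gave 0 (limma, 313 genes with an unadjusted p under 0.05). A gene that fell at 12, 24 and 48 h of LLHT was CK_Syn_WH7803_01706, with log2FC of -1.74, -2.58 and -2.92. In HLHT, 46 genes were up and 87 down at 24 h, 5.1%. This count was 37 without replicate D, and 0 in a fit of the 2 groups alone (limma, 569 genes with an unadjusted p under 0.05). A decrease that held in every fit with 1 replicate left out was that of *glgC* (CK_Syn_WH7803_01298), from 12450 ± 636 to 2889 ± 1076 (log2FC -2.18, SE 0.26, adjusted p = 1.58e-08).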

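The difference between the responses of LL- and HL-acclimated cells was tested for each gene. At 6 h of UV it was DE for 309 genes, of which the response was larger in LL-acclimated cells for 287. Across the tested genes, the log2FC in HL-acclimated cells followed those in LL-acclimated cells with r = 0.679 and a slope of 0.401, and 112 genes were DE in both with the same sign and 0 with opposite signs. The number of genes whose response differed was 533 without LL replicate D, 181 without LL replicate C or E, and 152, 118 and 171 without HL replicates C, D and F. At 3 h, a comparison chosen after the data were seen, it was 801. At 24 h of LT the response differed for 241 genes, and it was larger in LL-acclimated cells for 102 of them. Here 517 genes were DE in both acclimations with the same sign and 6 with opposite signs (r = 0.780). The count was 428 with total-sum scaling, 112 without HL replicate C and 161 without LL replicate E. At 24 h of HT the response differed for 71 genes (18 without HL replicate D and 140 without LL replicate D). Among genes that differed at 6 h of UV under every fit with 1 replicate left out, *dnaJ5* (CK_Syn_WH7803_02050) had an interaction term of 1.66 (SE 0.37, adjusted p = 0.00190, between 1.45 and 1.93 with 1 replicate left out). From the numbers of DE genes and PSII activity, the paper concludes that LL-acclimated cells were more sensitive to UV than HL-acclimated cells, and finds that LT but not HT seemed stressful for both.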

**FIGURE 3:**
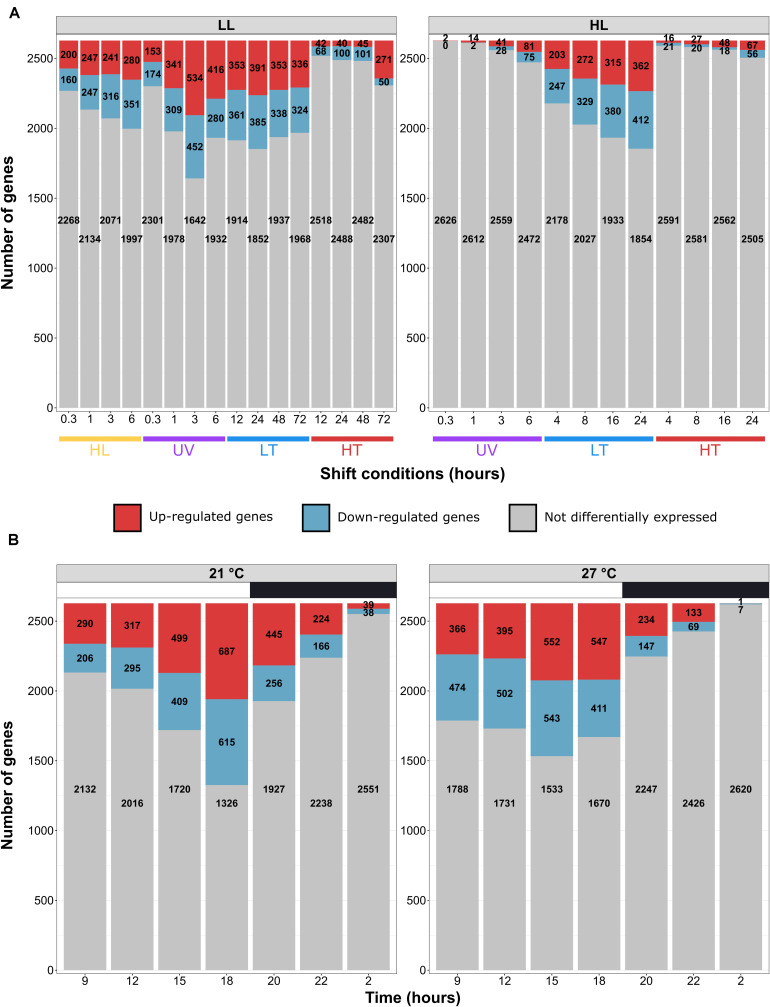
Number of differentially expressed (DE) genes in *Synechococcus* sp. WH7803 in the different tested conditions. For each condition, the number of induced, repressed and non-DE genes among the 2,634 genes of the *Synechococcus* sp. WH7803, are shown in red, blue and gray, respectively. **(A)** Shift experiments. The top gray banners indicate the prior acclimation condition of the culture: LL, low light; HL, high light. Data are based on three biological replicates. For each stress condition, numbers in x-axis correspond to ‘sampling time’ in hours and the colored bars to the ‘shift condition’ (UV, ultraviolet; LT, low temperature; HT, high temperature). **(B)** Light/dark cycle at 21 and 27°C. The top gray banners above graphs indicate the temperature used for the experiment, while the white and black banners indicate light and dark periods. Data are based on four biological replicates and differential expression was calculated relatively to the 6 a.m. data point.

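The L/D experiment followed cultures grown under a bell-shaped 12 h/12 h light/dark cycle at 21 or 27 °C. Samples were taken at 8 times of day from 2 replicate cultures per temperature. The 4 replicates at each time are 2 days of each culture (days 2 and 3 of C and 4 and 5 of A at 21 °C) and not 4 independent cultures. The normalized counts of the 64 samples, made by the authors as for the shift experiments, summed to between 3428187 and 7134279 per sample with a median of 4289009, of which the 10 most abundant genes took 13.9 to 51.5%. Log2FC relative to 6:00 at the same temperature were computed with the same test and limits for 2599 genes, with a median standard error of 0.165. At 21 °C the number of DE genes was 515 at 9:00, 623 at 12:00, 922 at 15:00, 1318 at 18:00, 713 at 20:00, 402 at 22:00 and 89 at 2:00. The count at 18:00 (693 up, 625 down) was 50.2% of all genes. At 27 °C it was 835 at 9:00, 902 at 12:00, 1110 at 15:00 (563 up, 547 down), 967 at 18:00, 391 at 20:00 and 212 at 22:00. At 2:00 it was 8, all down (4 without culture C on day 1, and 3 with the 2 days of each culture averaged). The counts at 9:00 to 22:00 moved by less than 1.5 times with 1 sample left out, and the adjusted p without the fold limit moved them most, to 2111 at 18:00 and 21 °C. Total-sum scaling shifted the median log2FC by -0.385 at 18:00 and 21 °C (515 up, 874 down), and by 0.594 at 12:00 and 27 °C. The largest changes at 18:00 and 21 °C were those of *ctaC* (CK_Syn_WH7803_01871), from 285 ± 94.8 to 42197 ± 402 (SD, n = 4; log2FC 7.26, SE 0.30, adjusted p = 6.85e-29), and CK_Syn_WH7803_02541, from 6622 ± 1262 to 17.8 ± 4.86 (log2FC -8.48, SE 0.21). At 15:00 and 27 °C, *pex* (CK_Syn_WH7803_00464) fell from 7572 ± 2430 to 32.0 ± 15.6 (log2FC -7.93, SE 0.28). An F-test over the 8 times called 2556 genes (98.3% of those tested) at 21 °C and 2547 (98.0%) at 27 °C, with a median range between highest and lowest mean of 1.91 and 1.66 (log2).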

As concerns the L/D cycle, there were large daily variations of the number of DE genes compared to the 6 a.m. time point, the highest number being reached at the light-dark transition at 21°C, while variations were less pronounced during the day at 27°C with a peak of DE genes at 3 p.m. (Figure 3B). 

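Between 27 and 21 °C at the same time of day, 438 genes were DE at 6:00 (262 up, 176 down at 27 °C), 74 at 9:00, 36 at 12:00, 99 at 15:00, 272 at 18:00, 139 at 20:00, 313 at 22:00 and 550 at 2:00 (316 up, 234 down). With 1 sample left out, these counts stayed between 397 and 513 at 6:00, between 29 and 43 at 12:00 and between 492 and 658 at 2:00. Total-sum scaling moved the median of all genes at 2:00 by -0.426 and left 163 genes up and 571 down, and at 6:00 it left 143 up and 407 down, so the direction of the difference rests on the normalization, whereas the counts at 9:00, 12:00 and 15:00 were the lowest under either scaling and with the authors' normalization. At 6:00, CK_Syn_WH7803_02576 was higher at 27 °C (1294 ± 418) than at 21 °C (65.5 ± 18.7; SD, n = 4; log2FC 4.27, SE 0.33, adjusted p = 3.83e-16), and *glgC* (CK_Syn_WH7803_01298) was lower (1148 ± 389 against 7717 ± 912; log2FC -2.80, SE 0.17, adjusted p = 1.72e-20).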

The direct comparison between 21 and 27°C at each time point showed that differences in number of DE genes between these treatments mainly occurred during the dark period and at the L/D and D/L transitions (Supplementary Figure S4).

### Correlation Between Gene Expression and Biophysical Parameters

In order to explore transcriptome-wide responses of WH7803 in all shift conditions, we used a WGCNA approach (Langfelder and Horvath, 2008; Guidi et al., 2016). This analysis delimited three modules and 13 submodules of co-expressed genes within the global co-expression network. Each (sub)module thus contains a subset of DE genes, whose pairwise expression was highly correlated, i.e., expression of genes gathered within a given (sub)module had a high probability of varying similarly over all stress experiments (Figure 4). To further reduce the complexity of these transcriptomic data, we first focused on (i) genes with VIP scores values higher than 1 (hereafter VIP genes), i.e., the minimum set of genes of a module to obtain an association (correlation or anti-correlation) with a given trait similar to that of all genes of the module (Supplementary Table S2), on (ii) genes in each module that were significantly up or down-regulated in specific sets of conditions (hereafter called UpSet genes; Supplementary Figure S5). This approach also allowed us to determine the metabolic pathways of WH7803, based on KEGG^3^, which were most affected in response to environmental changes, as detailed in the discussion part.

**FIGURE 4:**
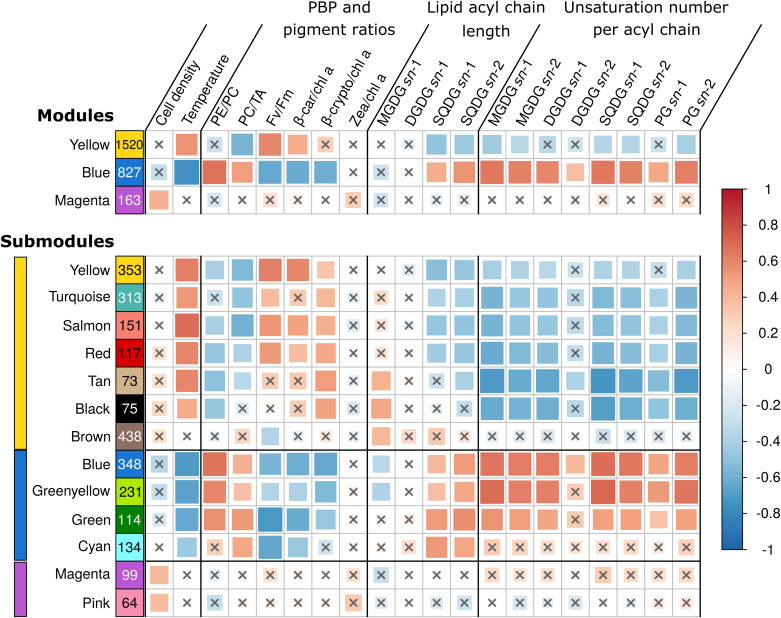
Correlations between WGCNA modules *eigengenes* and phenotypic traits. Each row represents either a gene module (top four rows) or submodules (bottom 14 rows) and number of genes in the module or submodule are specified in colored rectangles. Colored bars on left hand side indicate the corresponding module. Biophysical parameters are expressed as a percentage of the T0 of each experiment. The color scale reflects the Pearson correlation coefficient (*R*^2^). The size of the correlation squares is inversely related to the *p*-value. Genes that could not be clustered into one of the modules were assigned to the gray module (not shown), and non-significant correlations (Student adjusted *p*-value > 10^–3^) are indicated by a cross. PBP, phycobiliprotein; PC, phycocyanin; PE, phycoerythrin; TA, terminal acceptor; F_*V*_/F_*M*_, PSII maximal photochemical yield; β-car, β-carotene; chl, chlorophyll; β-crypto, β-cryptoxanthin; zea, zeaxanthin; MGDG, monogalactosyldiacylglycerol; DGDG, digalactosyldiacylglycerol; SQDG, sulfoquinovosyldiacylglycerol; PG, phosphatidylglycerol.

The yellow module was correlated to the β-car/chl *a* ratios, F_V_/F_M_, temperature and anti-correlated to the PC/TA ratios, to the glycolipid sulfoquinovosyldiacylglycerol (SQDG) *sn*-1 and *sn*-2 acyl chains lengths, as well as to the number of unsaturations on both *sn*-2 and/or *sn*-1 acyl chains of SQDG and most other glycolipids (Supplementary Table S2 and Figure 4). 

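Gene families were followed as sets at the last time point of each stress, with the rotation test fry of limma for 8 sets in 7 stresses. Of these 56 tests 36 passed an adjusted p of 0.05, while camera with the correlation between genes estimated from the data called 0, with 0 at an unadjusted p under 0.05, so each set call rests on the rotation test. The rotation test asks whether the genes of a set changed, and camera whether they changed more than the other genes. Every one of the 11 PSI genes had a lower mean than at T0 at the last time point of all 7 stresses, but in LLHT this rests on replicate D (median -0.96, and 0.0757 without it), and 4 of the 11 were lower at 48 h. In HLHT the set was not called (adjusted p = 0.262, and 0.993 without HL replicate D), and 7 of the 11 were lower at 16 h. The median log2FC of the PSI genes was -2.14 in LLHL (adjusted p = 2.36e-05), -1.42 in LLUV (0.00572; median -1.40 without replicate D), -2.01 in LLLT (7.38e-05) and -3.25 in HLLT (1.54e-08), and 10, 7, 11 and 11 of them were DE. Total-sum scaling moved these medians most in LLLT, to -1.37. For the 25 genes of PSII the median was -0.71 in HLLT (9 down, 3 up; adjusted p = 0.00109, and 0.0618 without replicate D) and -0.52 in LLLT (8 down, 3 up; adjusted p = 8.11e-04), but in LLLT it was 0.12 with total-sum scaling, which reverses its direction. In LLHL, with 4 genes up and 4 down, it was -0.35, and 0.00 with that scaling.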

Among the 1,520 genes of this module, 102 were VIP and were dominantly photosynthetic genes notably involved in the synthesis of pigments, PSI and PSII, cytochrome *b*_6_/*f*, plastocyanin as well as PBS subunits and linkers, most of them being downregulated and belonging to the turquoise submodule. Of note, most genes coding for PBS components were gathered into two ‘cyanorons’, i.e., were co-expressed and adjacent on the genome (Figure 5, sections B and H). 

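The 28 PBS genes fell as a set in LLHL, with 26 lower than at T0 and 21 DE, all down, and a median of -2.01 (adjusted p = 3.24e-08). The decrease was there at 0.3 h, when 23 were DE and the median was -2.46. In LLUV the median was -2.73 at 1 h and -1.15 at 6 h (-1.21 without replicate D), in LLLT -2.06 and in HLLT -2.61, with 17, 23 and 21 genes down at the last time point. In HLUV it reached -1.10 at 6 h (14 down; adjusted p = 0.00562), from -0.30 at 0.3 h. The 7 genes of the cytochrome *b*_6_/*f* complex also fell, with medians of -1.47 in LLHL, -1.75 in LLLT and -1.93 in HLLT, while in LLUV (-1.11, adjusted p = 0.0362) the call was lost without replicate D (adjusted p = 0.159). The direction of the PBS median was the same under total-sum and quantile scaling in each stress, and so was that of the cytochrome, except in HLHT (0.0609, and -0.0366 with quantile scaling). In LLHT, no PBS gene was DE at 12 h or 24 h and 2 at 48 h (median 0.10). At 72 h 11 were down with a median of -0.74, which was -0.02 without replicate D.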

The fact that many genes involved in the light-dependent reactions of photosynthesis were downregulated in HL, UV, and LT treatments suggests that these stresses all had a strong inhibitory effect on this central metabolic process. Notable exceptions, all clustered in the brown submodule, were in contrast upregulated in response to most treatments (Supplementary Table S2). These include genes involved in the turnover of the PSII reaction center (a D1:2 encoding *psbA* gene, a *psbD* gene copy and the D1 repair gene *ftsH2*), but also three genes coding for high-light-inducible proteins (HLIPs) as well as *ubiH* involved in plastoquinone biosynthesis. 

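The *psbA* gene CK_Syn_WH7803_02084, named D1.2 in Table S2, went from 7.67 ± 4.62 to 423 ± 101 in LLUV at 3 h, a log2FC of 5.71 (SE 0.68), and was also up in LLLT (3.79 at 72 h). Its counts are low and it shares a cluster number with 2 other *psbA* copies, so reads could be lost or misassigned between them and the size of its change is uncertain. *ftsH2* (CK_Syn_WH7803_01216) was up in LLUV (1.93 at 1 h, 2.25 at 3 h) but in no other stress, unless replicate C or E of LLHT at 72 h is left out (1.34 and 1.15). It was down in LLLT, from 12528 ± 958 to 3531 ± 284 at 72 h (-1.83, adjusted p = 3.22e-06), and was 0.12 at 6 h of LLHL and 0.02 at 6 h of HLUV. *ubiH* (CK_Syn_WH7803_01442) rose in LLHL (3.76), LLLT (3.20) and HLLT (4.18, from 1739.7 ± 1044 to 28362 ± 2299), and at 3 h of LLUV (4.43), and so did the *hli* gene CK_Syn_WH7803_01441, between 2.71 in LLLT and 3.79 in HLLT at the last time points. In HLHT *ubiH* was not DE (0.97 at 24 h, SE 0.64).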

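Of 31 genes of chaperones and proteases taken as a set, 14 were up in LLHL and 12 in HLLT at the last time point, with medians of 0.46 (adjusted p = 5.35e-05) and 0.73 (2.22e-06), and in LLUV 23 were up at 1 h and at 3 h (1.76). *dnaK3* (CK_Syn_WH7803_02514) rose from 8164 ± 605 to 37029 ± 5084 in LLHL (log2FC 2.18, adjusted p = 6.39e-11), and was up by 1.71 in LLLT and 1.60 at 16 h of HLLT. *groL1* (CK_Syn_WH7803_01998) was up by 2.63 in LLHL and 1.46 in LLLT, and *groL2* (CK_Syn_WH7803_01863) by 2.21 and 1.65 in LLHL and HLLT. The files name 6 genes as sigma factors *rpoD*, without the numbers the paper uses for 3 of them. Of these CK_Syn_WH7803_00153 was up in LLHL (3.14) and at 3 h of LLUV (4.75) and *rpoD8* (CK_Syn_WH7803_01544) in LLHL (1.30) and HLLT (1.32). In contrast, CK_Syn_WH7803_00742 was down in LLHL (-3.44) and HLLT (-3.37). Over the day at 21 °C, CK_Syn_WH7803_00153 peaked at 12:00 with a range of 3.71 (log2), and CK_Syn_WH7803_00742 at 18:00, from 114 ± 20.4 at 9:00 to 44068 ± 3099 (SD, n = 4).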

VIP genes of this submodule also included several chaperones and proteases (GroL1, GroL2, ClpB1, ClpC, DnaK3 and a small heat shock protein, HSP20) as well as three genes coding for sigma factors (*rpoD4, 6 and 7*), all three latter genes also showing a notable diel expression (Supplementary Table S2).

**FIGURE 5:**
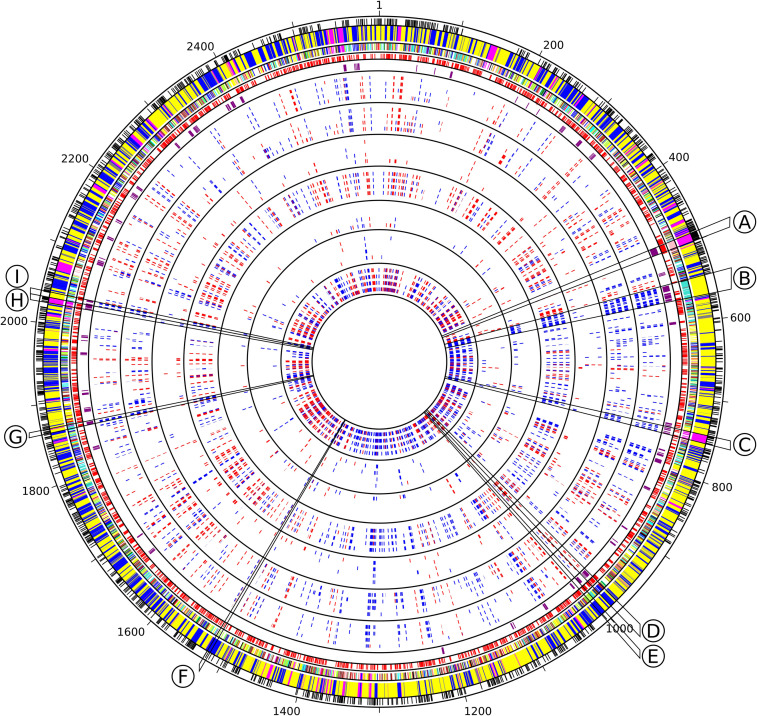
Circos representation of *Synechococcus* sp. WH7803 genomic features and transcriptomes in response to different stresses. Circles from outside to inside, separated by black lines, include core genes (black), WGCNA module and submodule membership (cf. Figure 4 for the corresponding colors), predicted operon using ProOpDB (red), Cyanorons (purple) and heatmap for differential gene expression [Log2(FC)] in all tested stress conditions displayed in the following order: LLHL (0.3, 1, 3, 6), LLUV (0.3, 1, 3, 6), LLHT (12, 24, 48, 72), LLLT (12, 24, 48, 72), HLUV (0.3, 1, 3, 6), HLHT (4, 8, 16, 24), HLLT (4, 8, 16, 24), with number between brackets indicating ‘sampling time’ in hours. Slices delineated by black lines indicate group of genes mentioned in the text involved in specific functions: **(A)** ribosomal proteins, **(B)** phycobilisome rod biosynthesis, **(C)** CO_2_ fixation (carboxysomes and RuBisCO), **(D)** multiprotein Na^+^ antiporter subunits, **(E)** ABC-type Mn^2+^/Zn^2+^ transport system, **(F)** exodeoxyribonuclease V (RecBCD complex), **(G)** cytochrome *c* oxidase subunits, **(H)** ATP synthase, **(I)** Allophycocyanin. Graduations correspond to the position of the genes on the genome.

When looking at the 1,039 UpSet genes of this module, one can see that 149 were induced (brown submodule, 110 genes) or repressed (turquoise submodule, 39 genes) specifically in LLUV and 60 more were mostly induced in LLUV and LLHT, the latter gene set being upregulated mainly at the last data point of the high temperature stress, corresponding to cells in stationary phase (Supplementary Figure S5). These categories notably included genes coding for five ATP-dependent Clp proteases (ClpP1-4, ClpS), the stress-inducible DNA-binding protein DpsA, as well as seven out the 20 subunits of the NADH dehydrogenase I (Supplementary Table S2). Furthermore 42 UpSet genes were DE in all stress conditions except HT treatments, while 84 others were DE in all but HT and HLUV, the latter conditions previously shown to be the least stressful conditions in this experimental setup (Figure 3A). Both sets of genes were mainly downregulated and essentially encompassed genes involved in the abovementioned photosynthetic light reactions, but also a few genes involved in heme/vitamin biosynthesis (five genes), cell division (four genes) as well as the universal stress family protein UspG.

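The modules of the paper were not rebuilt here, so the stresses in which a gene was DE at 1 time point or more were listed for all 2601 tested genes. DE in LLUV alone were 227 genes, 164 of them up at each of their calls and 63 down. DE in LLUV and LLHT and in no other stress were 49 genes, 32 up and 14 down in both (the rest changed direction). Of these 49, 7 were DE at 12 h of LLHT, 10 at 24 h, 13 at 48 h and 41 at 72 h (31 up), when their median log2FC was 1.04. Without replicate D of the LL shifts, the first group had 246 genes (178 up, 68 down) and the second 26 (9 up, 9 down), and only 13 of the 49 were still DE at 72 h, with a median of 0.43. The rise of this group at the last point of LLHT therefore rests mostly on the library whose profile matched LLUV.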

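At 3 h of LLUV *clpP1* (CK_Syn_WH7803_01214), *clpP2* (CK_Syn_WH7803_00070), *clpP3* (CK_Syn_WH7803_01764) and *clpP4* (CK_Syn_WH7803_01763) were up by 1.45, 1.67, 1.59 and 1.91. The last of them went from 4261 ± 244 to 15993 ± 716 (SE 0.24, adjusted p = 1.06e-09). In LLHT none of the 4 was DE at 12 h, 24 h or 48 h, and at 48 h they lay between -0.29 and -0.06. At 72 h of LLHT 11 genes of the chaperone and protease set, which holds these 4, were up, and 3 without replicate D. Of the *clpS* genes, CK_Syn_WH7803_01210 was DE only at 1 h of LLUV (1.08), with 0.96 without replicate C and 0.95 without replicate D, neither of them called, and CK_Syn_WH7803_00369 was down in LLLT (-2.01 at 72 h). The DpsA gene, *mgrA* (CK_Syn_WH7803_02460) in the files, was up at 1 h and 3 h of LLUV (1.36 at 3 h) and was 0.48 at 48 h of LLHT.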

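Among all tested genes, 144 were DE in LLHL, LLUV, LLLT and HLLT and in no other stress (54 up and 84 down in each of the 4), and 28 more were DE in these and in HLUV (9 up, 19 down). Without replicate D of the LL shifts these groups had 164 genes (67 up, 87 down) and 61 genes (27 up, 34 down). In all, 836 genes were DE in none of the 7 stresses, 518 in a single stress and 13 in all 7.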

The blue module, gathering 827 genes, exhibited a mirrored correlation pattern compared to the yellow one, except that a significant correlation was found for several parameters, which were anticorrelated with the yellow module but not significantly (Figure 4). Although the WGCNA analysis resulted in four submodules within the blue module, their analysis did not reveal any clear trend with regard to the different treatments. Among the 135 VIP genes of this module, most of them were upregulated and numerous genes were involved in central metabolism, including DNA replication and repair, protein fate, oxidative stress response, fatty acid biosynthesis as well as sugar catabolism (Figure 6). Also notable in this module were several two-component systems, three genes of the SUF (sulfur utilization factor) system (Banerjee et al., 2017), as well as several members of the DNA/RNA helicase family, which by rearranging the secondary structure of nucleic acids, could play a role in the response to variations of environmental conditions (see e.g., Chamot et al., 1999; Chamot and Owttrim, 2000; Owttrim, 2006). This includes CrhR, an ortholog of Slr0083, known to be upregulated by cold stress in *Synechocystis* sp. PCC 6803 (Georg et al., 2019), which was indeed also the case for HL-acclimated WH7803 cells.

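*crhR* (CK_Syn_WH7803_01511) was up in HLLT at each time point, from 5479.7 ± 433 to 15107 ± 3868 at 24 h, with log2FC between 1.43 and 1.57 (adjusted p at 24 h = 1.19e-10). It was also DE in LLLT at 12 h (1.24) but no longer at 72 h (0.55, or 1.20 and DE with total-sum scaling), and in LLHL at 1 h (1.24). Over the day at 21 °C it was highest at 6:00 and lowest at 18:00, with a range of 4.02 (log2).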

**FIGURE 6:**
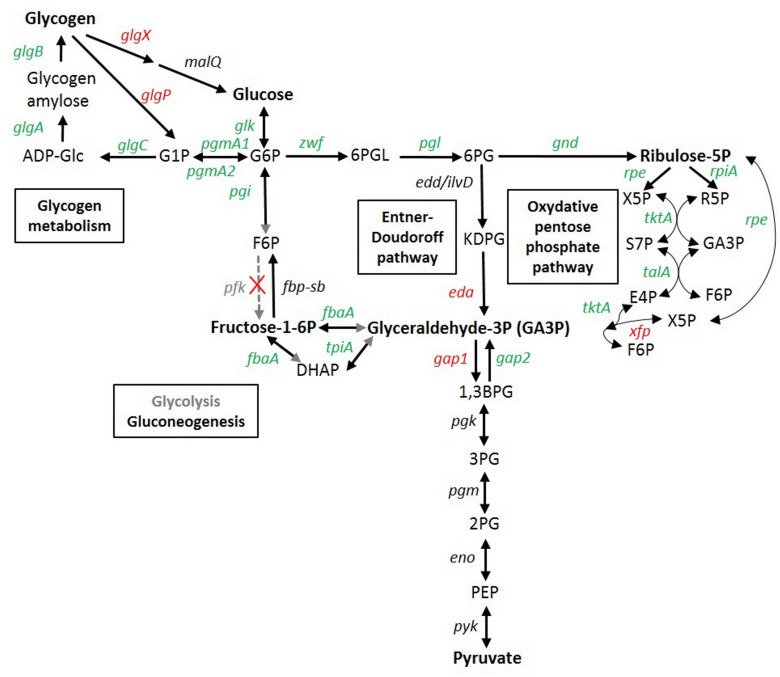
Transcriptomic response of glycogen and glucose metabolism genes in *Synechococcus* sp. WH7803. In red, genes induced in at least one stress condition (usually LLLT); in green, genes repressed in at least one stress condition; in black, genes not significantly differentially expressed whatever the condition; in gray, no obvious candidate was found in the genome for this function, so the reactions shown by gray arrows or arrowheads likely do not occur in this strain. Gene products are the following: *glgA*, glycogen synthase; *glgB*, 1,4-alpha-glucan branching enzyme; *glgC* glucose-1-phosphate adenylyltransferase; *glgP*, glycogen phosphorylase; *glgX*, glycogen isoamylase; *malQ*, 4-alpha-glucanotransferase; *pgmA*, phosphoglucomutase; *glk*, glucokinase; *pgi*, glucose-6-phosphate isomerase; *fbp*, fructose-1,6-bisphosphatase; *pfk*, phosphofructokinase; *fbaA (a.k.a. cbbA)*, fructose-bisphosphate aldolase; *tpiA*, glycogen isoamylase; *zwf*, glucose-6- phosphate dehydrogenase; *pgl* (a.k.a *devB*) 6-phosphogluconolactonase; *edd/ilvD* (potential bifunctional 6-phosphogluconate dehydratase/dihydroxy-acid dehydratase); *eda*, 2-keto-3-deoxygluconate-6-phosphate aldolase; *gnd*, 6-phosphogluconate dehydrogenase; *rpiA*, ribose-5-phosphate isomerase; *rpe*, pentose-5-phosphate-3-epimerase; *talA*, transaldolase; *tktA*, transketolase, *xfp*: xylulose 5-phosphate/fructose 6-phosphate phosphoketolase; *gap1*, glyceraldehyde-3-phosphate dehydrogenase (catabolic reaction) *gap2*, glyceraldehyde-3-phosphate dehydrogenase (anabolic reaction); *pgk* phosphoglycerate kinase; pgm (=*gpmB)*, phosphoglycerate mutase; *eno*, enolase; *pyk*, pyruvate kinase. ADP-Glc, ADP-glucose; G1P, glucose-1-phosphate; G6P, glucose-6- phosphate; F6P, fructose-6-phosphate; DHAP, Dihydroxyacétone phosphate; GA3P, glyceraldehyde-3-phosphate; 6PGL. 6-phosphogluconolactone; 6PG, 6-phosphogluconate; KDPG, 2-keto-3-deoxygluconate-6-phosphate aldolase; X5P, xylulose-5-phosphate; R5P, ribose-5P; S7P, sedoheptulose-7-phosphate; E4P, erythrose-4-phosphate; 1,3 BPG, 1,3, bisphosphoglycerate; 3PG, 3-phosphoglycerate; 2PG, 2-phosphoglycerate; PEP, phosphoenolpyruvate. Adapted from Osanai et al. (2007), Chen et al. (2016), and the KEGG database (www.genome.jp/kegg/pathway.html).

Consistently with the fact that the blue module was strongly anticorrelated to temperature, UpSet genes of this module gathered 55 genes seemingly specific to LT stresses (LLLT and HLLT), while 41 more genes were found only in LLLT and 49 only in HLLT conditions (Supplementary Figure S5 and Supplementary Table S2). 

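In the listing of all tested genes by the stresses in which they were DE, 94 genes changed in LLLT and HLLT only (57 up and 36 down in both), 79 in LLLT only (41 up, 38 down) and 97 in HLLT only (40 up, 57 down). Without replicate D of the LL shifts these numbers were 95, 106 and 88. For LLLT the balance of genes up and down moves with the scaling.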

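*ctpA* (CK_Syn_WH7803_01476) was up at 12 h and 24 h of LLLT (1.47 and 1.17), from 5856 ± 158 to 16280 ± 2041 at 12 h (adjusted p = 3.77e-09), and below the limit at 72 h (0.47, or 1.11 and DE with total-sum scaling). In HLLT it passed the limit at 8 h only (1.07, and 1.00 without a call under quantile scaling). *crtL-b* (CK_Syn_WH7803_01588) was up at 12 h and 24 h of LLLT (1.59 and 1.35) and at 4 h and 8 h of HLLT (1.26 and 1.18).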

Genes among these categories were mostly upregulated and notably included *ctpA*, encoding the carboxyl-terminal processing protease involved in the maturation of the PSII core subunit D1, the lycopene β-cyclase encoding gene *crtL-b*, several genes involved in DNA replication recombination and repair, numerous glycosyltransferases, potentially involved in cell wall biosynthesis as well as genes involved in biosynthesis and regulation of vitamins, including biotin (B7; Rodionov et al., 2002) and pseudocobalamin (B12; Helliwell et al., 2016). Also notable were several transporters constituting ‘cyanorons’ on the circos representation : an ABC-type Mn^2+^/Zn^2+^ transporter (Figure 5, section E) as well as several subunits of the multiprotein Na^+^/H^+^ antiporter (*mrpCDF*, Figure 5, section D), the latter genes being mostly downregulated during the day and upregulated during the night. 

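The ABC transporter next to *znuC* (CK_Syn_WH7803_00989) comprises CK_Syn_WH7803_00988 and CK_Syn_WH7803_00990. The 3 genes were up in LLLT at 12 h by 1.91, 2.04 and 2.06, and in HLLT none was DE (at most 0.40, at 4 h). For CK_Syn_WH7803_00990 the difference between the LL and HL responses at 24 h of LT was 2.06 (SE 0.48, adjusted p = 0.00185; 1.82 to 2.34 with 1 replicate left out). Of the antiporter genes, *mrpD* (CK_Syn_WH7803_00971), *mrpE* (CK_Syn_WH7803_00970) and *mrpF* (CK_Syn_WH7803_00969) were up at 24 h of HLLT by 1.78, 2.05 and 1.46, and *mrpC* (CK_Syn_WH7803_00972) by 1.36. *mrpE* went from 105 ± 4.93 to 453 ± 147. In the L/D cycle at 21 °C *mrpD*, *mrpE* and *mrpF* were highest at 20:00 and lowest at 15:00, with ranges of 2.28, 2.56 and 2.48 (log2), and *mrpC* was highest at 18:00.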

Interestingly, the blue module also encompassed 49 genes differentially regulated specifically in LL-acclimated cultures submitted to UV stress. 

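*ftsZ* (CK_Syn_WH7803_01759) fell in LLUV at 1 h, from 6196 ± 649 to 2848 ± 156 (log2FC -1.12, SE 0.19, adjusted p = 1.20e-06). By 6 h its log2FC was -0.39 (-0.76 without replicate D). It was DE in no other stress, save at 72 h of LLHT without replicate E (-1.06).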

While half of them were downregulated, including *ftsZ* involved in ring formation during cell division, the other half were upregulated and included a few photosynthetic genes and several ABC transporters (Supplementary Table S2).

The magenta module, which encompasses 163 genes, including 12 VIP, was significantly correlated with only one parameter, namely the variation of cell density compared to T0. 

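*rbcL* (CK_Syn_WH7803_00678) was up in LLHL at 0.3 h and 1 h, by 1.41 and 1.25, and down at 3 h of LLUV (-2.28), 72 h of LLLT (-2.22) and 24 h of HLLT, where it fell from 22919 ± 1143 to 4235 ± 90.3 (log2FC -2.43, adjusted p = 1.97e-07). At 6 h of LLHL it was 0.91, below the limit, but DE with total-sum (1.26) or quantile scaling (1.43) and without replicate D (1.03). *rpoA* (CK_Syn_WH7803_00411), *rpoB* (CK_Syn_WH7803_02062), *rpoC1* (CK_Syn_WH7803_02061) and *rpoC2* (CK_Syn_WH7803_02060), for 4 subunits of RNA polymerase, were DE in no stress with the authors' normalization, with the highest log2FC 0.93 for *rpoA* in HLUV and 0.71 for *rpoB* in LLHL. In the L/D cycle *rpoB*, *rpoC1* and *rpoC2* peaked at 20:00 at both temperatures, with ranges from 2.65 to 2.87 (log2) at 21 °C.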

VIP genes notably include two genes involved in the response to oxidative stress, two coding for subunits of the DNA-directed RNA polymerase (the other two subunits being also clustered in the magenta module) as well as *rbcL*, encoding the large subunit of the RuBisCO, the latter being upregulated in response to the LLHL treatment but downregulated in LLUV, LLLT, and HLLT. Additionally, a large number of UpSet genes (24), mainly found in the pink submodule, seemed to be upregulated significantly in LLHL but non-significantly in other conditions (Supplementary Table S2). This included genes coding for 19 out of the 53 ribosomal proteins, while 19 others were also in the pink submodule, all these genes constituting the second largest ‘cyanoron’ of the WH7803 genome (Figure 5, section A). In contrast, the magenta submodule essentially gathered genes upregulated in LLHL but downregulated or not DE in most other shift conditions. It contains (i) not only the abovementioned *rbcL* gene but also genes encoding the second subunit of the RuBisCO (*rbcS*) and most carboxysome shell proteins, altogether constituting another large ‘cyanoron’ (Figure 5, section C), (ii) all genes coding for the different subunits of the ATP synthase (Figure 5, section G) as well as (iii) numerous genes involved in nitrogen uptake (*focA*, *amt1*, *nrtP*), assimilation (*cynH, S, glnA, nirA, narB, mobA*) and regulation (*ntcA*). Thus altogether, it seems that all critical pathways involved in CO_2_ fixation, ATP production and nitrogen metabolism were specifically activated in response to HL treatment (and showed a peak of expression at 9 a.m. in L/D), while being downregulated in response to other treatments.

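The 53 ribosomal protein genes were higher as a set in LLHL, with 24 of them DE at 1 h, 20 at 3 h and 14 at 6 h, all up, and medians of 0.95, 0.93 and 0.86 (adjusted p at 6 h = 3.12e-11). With total-sum scaling 38 were up at 6 h of LLHL and the median was 1.21, so their number depends on the scaling. The 53 genes were also higher as a set in HLUV (0.57, 3 up) and LLUV (0.60, 7 up and, without replicate D, 1). In LLHT (0.28, adjusted p = 0.00975) and HLHT (0.27, adjusted p = 0.0181) the set was called up without a DE gene, but not with total-sum or quantile scaling. In LLLT 1 was up at 72 h and the median was -0.03 (adjusted p = 0.900), but 0.62 with total-sum scaling, which turns its direction. In HLLT 3 were down and 1 up (-0.25).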

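The 9 genes of the carboxysome and RuBisCO were up as a set in LLHL, with 8 DE at 0.3 h and 5 at 6 h and medians of 1.51 and 1.09 (adjusted p at 6 h = 0.00572). All 9 were down in LLUV at 3 h (-2.35), and in HLLT 8 were down at 24 h (-1.96). In LLLT 7 were down at 72 h (median -1.43), and 3 with total-sum scaling (-0.79), when the set was not called (adjusted p = 0.0599). In HLUV and HLHT none was down (-0.04 and 0.65). In LLHT 0 were down at 48 h and 8 at 72 h, when the median was -1.28, or -0.39 without replicate D (limma, adjusted p = 0.0781). *rbcS* (CK_Syn_WH7803_00679) differed between the LL and HL responses at 6 h of UV by -2.23 (adjusted p = 0.00250). Of the nitrogen genes, *nrtP* (CK_Syn_WH7803_02480) rose in LLHL at 3 h from 767 ± 100.5 to 13135 ± 1232 (log2FC 4.10, adjusted p = 3.29e-15), and *nirA* (CK_Syn_WH7803_02492), *focA* (CK_Syn_WH7803_02493), *cynS* (CK_Syn_WH7803_02495), *narB* (CK_Syn_WH7803_02481) and *cynH* (CK_Syn_WH7803_02496) by 2.96, 3.12, 2.24, 1.95 and 1.89. *ntcA* (CK_Syn_WH7803_00319) was up at 0.3 h (1.26). *glnA* (CK_Syn_WH7803_01347) was not DE in LLHL, with a highest log2FC of 0.54.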

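The 10 genes of the ATP synthase were not called as a set in LLHL (median 0.21, adjusted p = 0.293), but were called up with total-sum scaling (0.56, adjusted p = 0.0156). A single one of them was up there, at 0.3 h, when the median was 0.78. All 10 were down at 24 h of HLHT (-1.41, adjusted p = 4.10e-07) and at 12 h of LLHT (-1.23), and 3 in HLLT (-0.71). In LLLT the median was -0.52, and 0.12 with total-sum scaling, so its direction depends on the scaling. In LLUV the nitrogen genes *nirA* (CK_Syn_WH7803_02492), *glnA* (CK_Syn_WH7803_01347) and *amt1* (CK_Syn_WH7803_00297) were down at 3 h (-2.87, -2.06 and -2.43), and in HLLT *nirA* fell from 1206 ± 441 to 139.7 ± 24.0 (-3.04) and *ntcA* changed by -2.07. In the L/D cycle at 21 °C *nirA*, *nrtP*, *narB*, *focA* and *cynS* peaked at 9:00, while *rbcL*, *rbcS* and *ntcA* peaked at 12:00 and *amt1* at 18:00. The range of *nirA* was 5.23 (log2).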

## Discussion

### General Response of Marine *Synechococcus* to Various Stress Conditions

Understanding how marine phytoplankton will react to variations in the physico-chemical properties of the marine ecosystem, some of which being triggered by the ongoing global changes, constitutes one of the major current challenges in microbial ecology. For this reason, we investigated the response of WH7803, one of the best physiologically characterized marine *Synechococcus* isolates (Kana and Glibert, 1987a, b; Kana et al., 1988; Garczarek et al., 2008; Blot et al., 2011; Mella-Flores et al., 2012; Pittera et al., 2018) to various ecologically realistic stresses, i.e., stresses that cells could experience in the field, e.g., during mixing events, as well as to L/D cycles. Physiological responses to these conditions showed that a shift from 22°C to 30°C (LLHT and HLHT) actually did not constitute a stress for this strain, as shown by a moderate change in F_V_/F_M_ (Figure 1C) and the low number of DE genes (Figure 3A). In contrast, a shift from 22 to 13°C induced a strong stress response, whatever the initial light acclimation conditions, although the cells were seemingly able to maintain ∼60% of their F_V_/F_M_ over the time course of the experiment when they were initially acclimated to LL, while HL-acclimated cells appear to be more strongly affected, with a sharp and continuous decrease of their F_V_/F_M_. Consistent with a previous study of the oxidative stress response of WH7803 cells after a pre-acclimation at LL or HL (Blot et al., 2011), a synergic effect seems to occur between light history and low temperature stress. While this behavior was attributed to the generation of reactive oxygen species (ROS), inducing both direct damages to the reaction centers and inhibition of their repair cycles, the deleterious effect of ROS could be even amplified by the slowing down of the metabolism, and thus of the D1 turnover, at LT. In contrast, cells acclimated to HL seem to be better prepared to sustain UV stress than LL-acclimated cells since a much lower number of genes were DE at all time points of UV stress in HL- than in LL-acclimated cultures (Figure 3A) and there was a much smaller drop in F_V_/F_M_ in HL conditions, partially attributable to a sharp increase in the D1 repair capacity of the cells (Figure 1A). As concerns the L/D cycle, the F_V_/F_M_ ratio varied strongly during the day, as previously described (Mella-Flores et al., 2012). The comparison between 21 and 27°C revealed that the amplitude of variations of both F_V_/F_M_ and D1 repair rate was more pronounced at higher temperature (Figure 2). In contrast, the number of DE genes varied much more at 21°C with a peak at the L/D transition (18:00), while a large number of genes were DE during the whole light period at 27°C (Figure 3B), which tends to support the synergic effect of light and temperature observed in continuous light conditions. Analyses of the 154 transcriptomes also revealed the common and specific responses to the different tested conditions and the respective roles of various metabolic pathways (based on KEGG) either particularly represented in the WGCNA modules based on TIGR roles and Cyanorak functional categories or previously known to be involved in stress responses. These pathways are detailed in the following sections.

### Chaperones

Chaperone- and protease-encoding genes were among the most strongly induced genes in response to all stressful conditions (HL, UV, and LT) but also at the end of the exponential growth phase (LLHT-D3). Among these, the two *clpB1* gene copies as well as genes encoding the GroEL/ES system (*groS, L1, L2*), the small heat shock protein (HSP20), HtpG, three out of seven DnaJ (*dnaJ1*, *2* and *5*), one out of three DnaK (*dnaK3*) as well as the serine endoprotease *degQ*, were activated in all stressful conditions, while *clpP1*-4 and *clpC* seem to be more specific to UV. 

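As a set, the chaperone and protease genes had a median log2FC of 1.28 in LLUV at 6 h, with 18 up (adjusted p = 1.17e-07), and 22 up without replicate D. In LLLT at 72 h 12 were up and 2 down, with a median of 0.23 (adjusted p = 0.00572, and 0.0528 without replicate C). In LLHT 0 were DE at 48 h and 11 were up at 72 h, with a median of 0.80, but without replicate D at 72 h only 3 were up and the median was 0.14. The set was still called then (rotation test, adjusted p = 0.00670), but not in a fit of the 2 groups alone. In HLUV 8 were up (adjusted p = 0.0244), a call lost without replicate C, D or F (adjusted p between 0.0943 and 0.111), and in HLHT 0 were up.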

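The *clpB1* copies CK_Syn_WH7803_00748 and CK_Syn_WH7803_00749, between which reads could be lost or misassigned, were up in LLHL (2.17 and 1.98) and at 3 h of LLUV (5.35 and 4.95), and their changes are uncertain in size. *htpG* (CK_Syn_WH7803_01238) rose in LLHL from 2342 ± 400 to 8109 ± 937 (log2FC 1.80, adjusted p = 3.36e-06), was up by 2.21 at 3 h of LLUV and 1.45 at 16 h of HLLT, and in LLLT was no longer DE at 72 h (0.48, or 1.13 and DE with total-sum scaling). *dnaJ1* (CK_Syn_WH7803_00023), the *dnaJ* gene CK_Syn_WH7803_02100 and *dnaJ5* (CK_Syn_WH7803_02050) were up in LLHL (1.84, 1.74 and 1.29), LLLT (1.80, 1.81 and 1.48) and HLLT (1.87, 2.30 and 1.59). *dnaJ4* (CK_Syn_WH7803_02233) and *dnaK2* (CK_Syn_WH7803_01246) were DE in no stress, with -0.04 and 0.67 at 3 h of LLUV. Of the *degQ* genes, CK_Syn_WH7803_02187 was up in LLHL, LLLT and HLLT (1.89, 1.52 and 1.38), and CK_Syn_WH7803_02067 only in LLUV (2.03 at 3 h). *groES* (CK_Syn_WH7803_01999) was up by 2.81 in LLHL and 2.14 in LLLT.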

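*clpX* (CK_Syn_WH7803_00064) was down in LLHL at 6 h (-1.46) and in LLUV at 3 h, from 6732 ± 1542 to 1641 ± 465 (log2FC -2.05, SE 0.39, adjusted p = 4.71e-06). In HLLT it was down at 24 h (-1.20), but not called without replicate C (-1.05) or D (-1.01). In the L/D cycle at 21 °C it was lowest at 12:00 and highest at 18:00 (18541 ± 1166; SD, n = 4).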

Consistent with previous studies, the expression of *clpX*, encoding a regulatory ATPase/chaperone interacting with ClpP, was repressed under LLHL, LLUV, and HLLT (Schelin et al., 2002; Blot et al., 2011).

### Photosynthesis Light Reactions

As expected from the central role of photosynthesis in the metabolism of cyanobacteria, photosynthetic genes were among the most DE in the various stresses. 

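Of 4 genes of phycobilin lyases, *rpcE* (CK_Syn_WH7803_00477), *rpcF* (CK_Syn_WH7803_00476) and *rpcT* (CK_Syn_WH7803_00478) had their highest log2FC in LLUV at 1 h, 0.68, 0.80 and 0.54, and *cpcU* (CK_Syn_WH7803_01725) was -0.24 there. None passed the limit of 1 in any stress. For comparison, the linker gene *cpcG2* (CK_Syn_WH7803_00505) fell from 10020 ± 756 to 73.7 ± 20.6 at the same time point (log2FC -7.10, SE 0.75, adjusted p = 3.53e-12). At T0 *cpcG2* was already lower in HL- than in LL-acclimated cells, by a log2FC of -4.80 (adjusted p = 2.34e-06).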

Most genes encoding PSI, cytochromes *b*_6_/*f* and phycobilisomes were strongly downregulated in LL-acclimated cells in response to HL, UV and LT stresses, with the notable exception of the four phycocyanin-specific phycobilin lyases *cpcS* and *rpcE-F-T* (Six et al., 2007), which were slightly upregulated by UV stress. In contrast, genes involved in PSII biosynthesis displayed a much more variable response to stress, likely due to the particular sensitivity of PSII reaction centers to photodamage (Supplementary Table S2). Indeed, two competing processes are at work in the transcriptional response of PSII genes to stress: (i) the *de novo* assembly of all PSII subunits and its cofactors and (ii) the replacement of damaged D1 proteins, so-called ‘PSII repair’, which involves partial disassembly and subsequent rebuilding of PSII (Nickelsen and Rengstl, 2013; Mabbitt et al., 2014; Supplementary Figure S6). 

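At 3 h of LLUV 7 of the 25 PSII genes were up and 3 down, with a median of 0.53 and values from -4.62 to 5.80. At 6 h the median was 0.35 (adjusted p = 0.135) and the set was called without replicate D (adjusted p = 1.72e-06). In HLUV it was 0.01 and -0.10 with total-sum scaling, and in HLHT 0 of the genes were DE (median -0.13).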

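Of 11 genes of PSII subunits followed here by name, *psbM* (CK_Syn_WH7803_00520) was down in LLHL, LLLT and HLLT and at 3 h of LLUV, and *psbU* (CK_Syn_WH7803_02203) in the last 3. The values of *psbM* were -1.41, -1.91, -2.38 and -1.67, and it fell in HLLT from 1839 ± 227 to 395 ± 248 (adjusted p = 9.58e-07). For *psbU* the values were -1.97 in LLLT, -2.21 in HLLT and -1.87 in LLUV, while in LLHL (-1.21) it was called with the authors' normalization only (-0.86 with total-sum and -0.95 with quantile scaling). In HLLT *psbB* (CK_Syn_WH7803_00518), *psbO* (CK_Syn_WH7803_00353) and *psbV* (CK_Syn_WH7803_01977) were also down (-1.45, -1.33 and -2.27), but at 3 h of LLUV *psbB* was 0.73 and not DE. In LLLT at 72 h *psbB*, *psbO*, *psbV*, *psbX* (CK_Syn_WH7803_02130) and *psbY* (CK_Syn_WH7803_01383) were down with the authors' normalization (*psbO* -1.45, *psbY* -1.43) and none of the 5 with total-sum scaling (*psbO* -0.81, *psbY* -0.79). Quantile scaling left *psbB* at 0.04 there, against -1.15. In HLUV and HLHT none of the 11 was DE, with *psbI* (CK_Syn_WH7803_00310) at -0.64 and *psbK* at -0.47 in HLUV.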

Like for other components of the photosynthetic apparatus, the neo-biogenesis of PSII components seems to be repressed in response to all stresses, as suggested by the downregulation of *psbB-I-K-M-O-T-U-V-X-Y-Z, cyanoP-Q* as well as *psb30* and *psb32* genes. Yet, the expression pattern of all other PSII genes was seemingly influenced by the D1 repair process. This includes the three *psbA* gene copies encoding the D1:2 isoform, which were strongly induced in all treatments in contrast to the sole gene encoding the more photosynthetically efficient but less stress-resistant D1.1 isoform (Garczarek et al., 2008; Kós et al., 2008). Similarly, as previously observed for *Synechococcus* sp. PCC 7942 (Bustos and Golden, 1992) and *Synechocystis* sp. PCC 6803 (Viczián et al., 2000), the two genes encoding D2 proteins displayed a distinct DE pattern. Indeed, while the *psbD* copy in operon with *psbC* was weakly but specifically induced by UV stress, the monocistronic *psbD* gene copy was in contrast almost as strongly upregulated as the pool of D1:2-encoding *psbA* genes under LLHL, LLUV, and LLHT conditions. This suggests that D2 needs to be synthesized at a similar rate as D1:2 in order to maintain the PSII active in LL-acclimated cells exposed to HL or UV radiations (Supplementary Figure S6). 

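The files give 4 *psbA* genes. CK_Syn_WH7803_00366, CK_Syn_WH7803_00790 and CK_Syn_WH7803_02084 share a cluster number, so their reads could be lost or misassigned, and how the changes divide between them is uncertain. CK_Syn_WH7803_00790 rose from 168 ± 24.0 to 2038 ± 624 in LLHL (log2FC 3.56, adjusted p = 3.33e-06), by 5.80 at 3 h of LLUV, 3.11 at 24 h of LLLT, 3.79 at 6 h of HLUV and 2.54 at 8 h of HLLT. It was not DE in LLHT at 48 h (0.46) nor in HLHT at 16 h (-0.46), and CK_Syn_WH7803_02084 was 0.65 at 24 h of HLHT. At T0, CK_Syn_WH7803_00790 was higher in HL- than in LL-acclimated cells by 2.57 (adjusted p = 0.00189). CK_Syn_WH7803_00784, which has another cluster number, fell in LLHL (-7.11, SE 0.60), in LLLT (-5.13), in HLLT (-3.96) and at 3 h of LLUV (-4.62), but was -0.10 in HLUV. For this gene the LL and HL responses at 6 h of UV differed by -4.01 (adjusted p = 0.00144).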

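The *psbD* genes CK_Syn_WH7803_01647, next to *psbC*, and CK_Syn_WH7803_02239 share a cluster number, so reads could be lost or misassigned between them and their changes are uncertain in size. CK_Syn_WH7803_01647 and *psbC* (CK_Syn_WH7803_01648) were up at 3 h of LLUV (1.91 and 1.88) and not in LLHL, where CK_Syn_WH7803_01647 was at 0.56 at 6 h. CK_Syn_WH7803_02239 was up in LLHL, from 1760 ± 92.9 to 12231 ± 2112 (log2FC 2.78, adjusted p = 1.57e-05), and by 5.03 at 3 h of LLUV. In LLHT it was at 0.32, 0.22 and 0.31 at 12, 24 and 48 h, not DE. At 72 h it was called at 2.09, but 0.53 without replicate D, and not called. Likewise, the *psbA* copy CK_Syn_WH7803_00790 was called there at 2.58, and without replicate D it was 1.10 and not called.

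**Figure D1:**
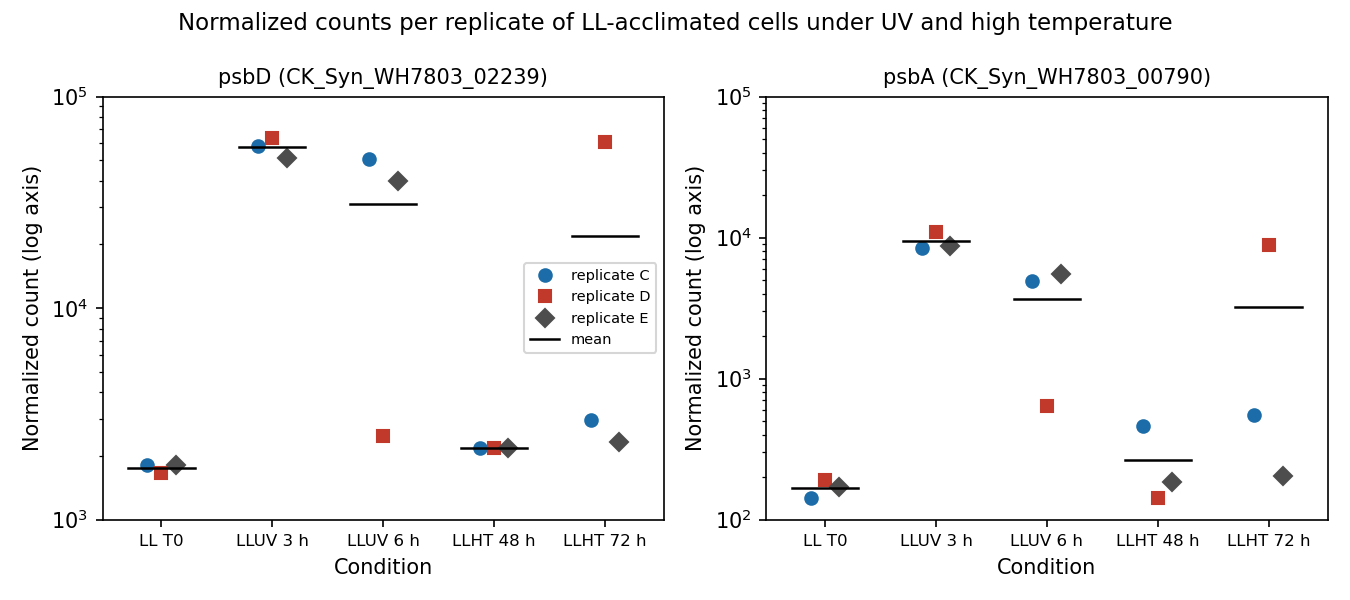
Normalized counts (log axis) of *psbD* CK_Syn_WH7803_02239 and *psbA* CK_Syn_WH7803_00790 in replicates C, D and E at LL T0, LLUV 3 h, LLUV 6 h, LLHT 48 h and LLHT 72 h, with a line at each mean. Replicate D of LLHT 72 h stands apart, with 8921 counts of *psbA* against 554 and 203 in the other replicates, and replicate D of LLUV 6 h has 634 against 4928 and 5521.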

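In LLLT at 72 h *psbD* CK_Syn_WH7803_01647 was at -0.16 and CK_Syn_WH7803_02239 at 0.58, neither DE, although the second was 1.22 and DE with total-sum scaling. In HLLT at 24 h CK_Syn_WH7803_01647 fell from 9925 ± 1070 to 3105 ± 718 (log2FC -1.69, SE 0.27, adjusted p = 2.03e-07) and CK_Syn_WH7803_02239 was -0.20. The *psbA* gene CK_Syn_WH7803_00366 was up by 2.40 in LLLT and 1.88 in HLLT, from 26.3 ± 7.51 counts at HL T0, and such low counts of a gene with near-identical copies leave its size uncertain.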

Of note, none of the *psbD* copies were DE in LLLT and the polycistronic copy was even downregulated in HLLT conditions, while all three *psbA* genes encoding the D1:2 isoforms were upregulated in these conditions, suggesting that these stresses induced different damages to the D1 and D2 subunits. 

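Of the genes of D1 processing, *ctpA* (CK_Syn_WH7803_01476) was 0.77 in LLHL at 6 h (not DE, but 1.12 and DE with total-sum scaling), 0.41 in LLUV at 3 h and 0.63 in HLUV at 6 h. At 21 °C in the L/D cycle its peak was at 18:00, with a range of 1.08 (log2), while the *psbA* copies CK_Syn_WH7803_00790 and CK_Syn_WH7803_02084 peaked at 12:00, the first with a range of 4.05.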

Consistently, the expression pattern of the *ctpA* gene, known to encode the D1 protein carboxyl-terminal processing peptidase, mimicked that of D1:2 but not D2 encoding genes, though being much less DE.

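At 3 h of LLUV *psbH* (CK_Syn_WH7803_00313), *psbJ* (CK_Syn_WH7803_00246), *psbL* (CK_Syn_WH7803_00247), *psbE* (CK_Syn_WH7803_00249) and *psbF* (CK_Syn_WH7803_00248) had log2FC of 0.51, 0.71, 0.63, 0.53 and 0.78. All 5 were positive at that time, under the limit of 1, and were called in no stress. The largest of them had an SE of 0.23 and an adjusted p of 0.00244.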

A number of other PSII genes, including *psbH-J-L* and *psbE-F1* encoding cyt *b*_559_, were specifically upregulated in the LLUV treatment, like the *psbCD* operon, but more faintly. Interestingly, this parallels the expression of several genes coding for PSII assembly factors. This includes *ALB3*, involved in the integration of precursor D1 proteins (pD1) into the thylakoid membrane (Ossenbühl et al., 2006), *ycf39* that encodes a component of a chl-binding protein complex also including HliC and HliD, which is involved in the delivery of chl *a* to newly synthesized D1 (Knoppová et al., 2014), *ycf48* that encodes a factor participating in both (i) the stabilization of newly synthesized D1 precursors and their subsequent binding to D2–cyt *b*_559_ pre-complexes and (ii) in selective replacement of damaged D1 during PSII repair (Komenda et al., 2012), as well as *psbN* that, by analogy with its homolog in plants, is assumed to be involved in both PSII dimerization during early biogenesis and in PSII repair (Plöchinger et al., 2016; Supplementary Figure S6). Additionally, *deg1*, involved in the degradation of the D1 protein during repair after photoinhibition (Kapri-Pardes et al., 2007) as well as three genes encoding a complex also specifically involved in PSII repair, *ftsH2-3 and psb29* (Bečková et al., 2017), were all specifically upregulated in the LLUV treatment. 

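*ALB3* (CK_Syn_WH7803_01901) was at 0.81 at 3 h of LLUV, under the limit, and *ycf48* (CK_Syn_WH7803_00250) and *psbN* (CK_Syn_WH7803_00312) were up by 1.38 and 1.17 (adjusted p = 2.09e-07 and 6.04e-07). *ycf39* (CK_Syn_WH7803_01640) was up as well, from 3555 ± 239.5 to 9378 ± 319. With quantile scaling *ycf39*, *ycf48* and *psbN* were at 1.00, 0.96 and 0.94, and none was called. In LLHL at 6 h they lay between -0.05 and 0.41, and *ycf48* was close to the limit in HLLT (1.02 at 8 h, called, and 0.85, 0.96 and 0.95, not called, with quantile scaling, with total-sum scaling and without replicate C).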

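Besides *ftsH2*, the files hold 3 genes named *ftsH*, without numbers. CK_Syn_WH7803_01116 was up in LLUV alone, from 1950.3 ± 140.1 to 7824 ± 1555 at 3 h (log2FC 1.99, SE 0.25, adjusted p = 9.73e-10). CK_Syn_WH7803_00355 and CK_Syn_WH7803_01689 were up at 3 h of LLUV (3.10 and 2.94) but also in LLHL (1.19 and 1.51) and HLLT (1.42 and 2.39). *psb29* (CK_Syn_WH7803_01213) was up at 3 h of LLUV by 1.22 (0.94 and not called with quantile scaling).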

Altogether, these data suggest that, in our experimental conditions, UV stress is more deleterious for PSII than the other tested treatments in WH7803, and that the full recovery of damaged PSII from UV stress might involve the neo-synthesis of a fairly large number of PSII subunits and not just the reassembly of pre-existing subunits after D1 replacement. In agreement with this hypothesis, several genes involved in key steps of the biosynthesis of chl *a*, which binds at very early steps of PSII assembly and that is required for stabilizing PSII pre-complexes (Komenda et al., 2012), were also more particularly upregulated in response to UV stress. This includes (i) two of the three genes encoding the protoporphyrin IX Mg-chelatase complex (*chlD* and *H*), which catalyzes the insertion of Mg^2+^ into protoporphyrin IX, (ii) *cycI1* that transforms Mg-protoporphyrin IX monomethyl ester into divinyl protochlorophyllide as well as (iii) *cvrA* that transforms divinyl-chlorophyll *a* precursor into monovinyl chl *a* (Islam et al., 2008). Furthermore, the strong UV-induced upregulation of the *pao* gene encoding the pheophorbide *a* oxygenase, responsible for opening of the chlorin macrocycle of pheophorbide *a*, likely indicates that an active chl breakdown occurs in this condition, potentially allowing cells to eliminate molecules of this potentially phototoxic pigment associated to damaged PSII proteins (Hörtensteiner and Kräutler, 2011).

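*chlH* (CK_Syn_WH7803_01438) rose at 3 h of LLUV from 15254 ± 181 to 45117 ± 4580 (log2FC 1.56, SE 0.27, adjusted p = 1.34e-06) and *cvrA* (CK_Syn_WH7803_01550) by 1.41. *chlD* (CK_Syn_WH7803_00258) was at 1.04 and *cycI1* (CK_Syn_WH7803_01102) at 1.11, called, but with quantile scaling they were 0.81 and 0.87 and not called, and without replicate E *chlD* was 0.96 and not called. *chlI* (CK_Syn_WH7803_01600) was -0.56. In HLUV at 6 h *chlH* was at -0.51, and in HLLT at 24 h it was down (-1.15).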

Another stress-specific response related to photosynthesis is the significant induction of genes coding for RuBisCo, most carboxysome subunits as well as all ATPase subunits only in response to HL stress, while being downregulated in response to all other stress conditions (Supplementary Table S2 and Figure 5, section C). This suggests that, although cells seemingly actively respond to the increase in irradiance by reducing the number of photosystems and their light harvesting capacity (as demonstrated by the downregulation of most genes involved in biosynthesis of phycobilisomes, PSI as well as PSII subunits not involved in the maintenance of the D1/D2 turnover), they are able to use the extra photons provided by the increase in light intensity to enhance carbon and energy production. 

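*rbcS* (CK_Syn_WH7803_00679) was up in LLHL at 0.3 h (1.26, adjusted p = 0.00430) and at 0.85 at 6 h, when it was called only with total-sum scaling (1.20). It was down at 3 h of LLUV (-2.60), 72 h of LLLT (-2.34) and 24 h of HLLT, from 4232 ± 200.3 to 708 ± 152 (-2.60), but not in HLUV (0.30) or HLHT (0.65).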

Although less striking, a few photosynthetic genes also seem to be more DE in response to LT stress, including genes coding for the three subunits of NADH dehydrogenase specifically involved in CO_2_ fixation (*cupB*, *ndhD4*/*F4*) as well as *ndhM* and *V*, the two latter subunits being essential for cyclic electron transport around PS I in *Synechocystis* sp. PCC 6803 (Gao et al., 2016; He et al., 2016), the expression pattern of these five genes differing from that of the other Ndh subunits.

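In LLLT at 72 h *cupB* (CK_Syn_WH7803_00687), the *ndhD* gene CK_Syn_WH7803_00686 and *ndhF4* (CK_Syn_WH7803_00685) had log2FC of -0.61, -0.64 and -0.63 (adjusted p = 0.00203, 7.01e-04 and 0.00135), short of the limit of 1, and in HLLT at 24 h -0.57, -0.22 and -0.16. With total-sum scaling the LLLT values were 0.04, 0.00 and 0.02. None of the 3 was DE in any stress.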

### Glucose and Glycogen Metabolism

As previously observed in response to nitrogen deprivation in *Synechocystis* sp. PCC 6803 (Azuma et al., 2011), sugar catabolism pathways were also strongly affected by the different stresses tested in this study. 

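*glgP* (CK_Syn_WH7803_00208) was up at each time point of LLLT, from 1934 ± 522 to 6191 ± 1710 at 72 h (log2FC 1.68, SE 0.22, adjusted p = 2.97e-09), and *glgX* (CK_Syn_WH7803_01930) likewise, by 1.80 at 72 h. In HLLT at 24 h they were at -0.38 and 0.53, not DE. The LL and HL responses at 24 h of LT differed by 1.91 for *glgP* (adjusted p = 6.31e-06; between 1.65 and 2.14 with 1 replicate left out) and by 1.35 for *glgX*. In LLHL *glgP* was DE at 1 h (1.06, but 0.98 and not called without replicate E) and *glgX* was 0.75.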

The two glycogen degradation pathways, either through the glycogen phosphorylase (GlgP) or through the isoamylase (GlgX), were indeed both strongly upregulated in LLLT and also slightly (0.5 < log_2_FC ≤ 1) in the LLHL, LLUV and/or HLLT treatments (Figure 6). Conversely, all genes involved in glycogen biosynthesis (*glgA-B-C*) were downregulated in all these conditions, while the two copies of phosphoglucomutase (*pgmA1/A2*), a metabolic branch point between storage and utilization of carbohydrates was also downregulated under UV and LT stresses. Furthermore, most genes of the upper glycolysis (including *pgi*, *fbaA*, and *tpiA*) and the oxidative pentose phosphate (OPP) pathways were slightly downregulated by the different treatments. Conversely, the *eda* gene, recently shown to be essential for the Entner-Doudoroff pathway in *Synechocystis* (Chen et al., 2016) was found to be strongly upregulated in LLHL, LLUV, LLLT, and HLLT treatments (Figure 6 and Supplementary Table S2). 

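*glgC* (CK_Syn_WH7803_01298) was down in LLHL (-1.60 at 6 h), LLUV (-2.27 at 3 h), LLLT (-2.05), HLUV (-1.32) and HLLT (-2.40, adjusted p = 1.00e-11), but also in LLHT (-1.74 at 48 h). *glgA* (CK_Syn_WH7803_01026) fell in LLUV from 2306 ± 438 to 669 ± 273 at 3 h (log2FC -1.84, SE 0.22), in LLHT (-1.36 at 48 h) and in HLHT (-1.74 at 24 h), and was not DE in LLHL (-0.76).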

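At 3 h of LLUV *pgi* (CK_Syn_WH7803_01259), *tpiA* (CK_Syn_WH7803_01435) and *gnd* (CK_Syn_WH7803_01297) were down (-2.38, -1.39 and -2.79), and in HLLT at 24 h *gnd* fell from 3251 ± 323 to 507 ± 198 (log2FC -2.74, adjusted p = 1.57e-08), with *pgi* at -2.62, *zwf* (CK_Syn_WH7803_01561) at -1.52, *pgl* (CK_Syn_WH7803_01296) at -1.38, *tktA* (CK_Syn_WH7803_00195) at -1.26 and *rpe* (CK_Syn_WH7803_01301) at -1.68. Of the aldolase genes, *cbbA* (CK_Syn_WH7803_01145) was down in LLLT (-1.73) and HLLT (-1.68), and *fbaB* (CK_Syn_WH7803_02152) in LLLT at 12 h (-1.52). *tal* (CK_Syn_WH7803_00634) was down in LLHL (-1.88), LLLT (-1.89) and HLLT (-2.45). *rpiA* (CK_Syn_WH7803_02066) was not down in any of them, with -0.44 in LLHL, 0.13 at 3 h of LLUV and 0.18 in HLLT.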

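*eda* (CK_Syn_WH7803_00356) rose in LLLT from 124 ± 25.4 to 419 ± 102 at 72 h (log2FC 1.74, SE 0.30, adjusted p = 1.89e-06) and was up at each time point of LLHL (1.43 at 6 h), LLUV (2.46 at 3 h) and HLLT (1.56 at 24 h). In HLUV it was 0.86 and in HLHT -0.10, not DE. It varied little over the day, with ranges of 0.89 and 0.49 (log2) at 21 and 27 °C.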

While the absence of activation of the OPP pathway is expected since this pathway is mostly active in the dark and in photomixotrophic conditions (Takahashi et al., 2008), these results also tend to support Chen et al. (2016) recent hypothesis that the absence in all marine picocyanobacteria genomes (including WH7803) of orthologs for *Synechocystis* phosphofructokinase genes *pfkA* and *pfkB* likely implies that these organisms are not able to perform the upper part of the glycolysis pathway that transforms glucose-6-phosphate (G6P) into glyceraldehyde-3P (GA3P). 

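The files name as *gap1* CK_Syn_WH7803_00789 and CK_Syn_WH7803_00029, and give *gap3* (CK_Syn_WH7803_01460) besides. CK_Syn_WH7803_00789 was up in LLHL (1.32) and LLLT, from 527 ± 103 to 2215 ± 606 (log2FC 2.05, SE 0.24, adjusted p = 2.60e-10), and the LL and HL responses at 24 h of LT differed by 2.67 (adjusted p = 1.23e-07). At T0 it was higher in HL- than in LL-acclimated cells (1.45). CK_Syn_WH7803_00029 was -0.24 in LLHL and down in HLLT (-1.55) and, at 12 h, in LLLT (-1.46). The paper gives *gap2* as not affected by LLHL and lowered in LLLT, and whether CK_Syn_WH7803_00029 is that gene was not settled here. *gap3* was 0.47 in LLHL and -0.09 in LLLT.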

The *gap1* gene encoding glyceraldehyde-3-phosphate dehydrogenase type I, the first enzyme of the lower part of the glycolysis pathway, which is shared between the three glucose degradation pathways, was strongly upregulated in both LLHL and LLLT treatments, while its anabolic counterpart *gap2* was unaffected in LLHL and downregulated in LLLT (Figure 6). Moreover, the upregulation of *xfp* that encodes a xylulose 5-phosphate/fructose 6-phosphate (Xu5P/F6P) phosphoketolase that catalyzes the conversion of F6P and inorganic phosphate (Pi) to erythrose 4-phosphate (E4P) and acetyl phosphate (AcP) and/or Xu5P and Pi to glyceraldehyde 3-phosphate (GA3P) and AcP, might provide an additional source of GA3P. 

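*xfp* (CK_Syn_WH7803_00209) was up at each time point of LLLT, from 1345 ± 254 to 4165 ± 1109 at 72 h (log2FC 1.62, SE 0.21, adjusted p = 4.01e-09), and in LLHL at 1 h (1.13). It was not DE in LLUV (0.44 at 3 h) or HLLT (-0.65), and the LL and HL responses at 24 h of LT differed by 1.92 (adjusted p = 4.09e-06). Over the day it peaked at 18:00 at either temperature, like its neighbour *glgP*, with a range of 3.09 (log2) at 21 °C.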

Altogether, these results indicate that all stress conditions favored the degradation of glycogen and then glucose into pyruvate mostly via the Entner-Doudoroff pathway, with the concomitant production of ATP, NAD(P)H and biosynthetic precursors for amino acids, nucleotides and fatty acids.

### Lipid Metabolism

Variations in the relative content of glycolipids are well known to be crucial for cell acclimation to temperature changes by modulating membrane fluidity. Thinner membranes (i.e., with a lower fatty acid average length) and/or highly unsaturated membranes, both favoring their fluidity, are indeed commonly observed in cold-adapted organisms (Chintalapati et al., 2007; Iskandar et al., 2013) and in response to cold stress, notably in marine *Synechococcus* (Varkey et al., 2016; Pittera et al., 2018; Breton et al., 2019). Here, although strong correlations and anticorrelations were found between length and saturation levels of the different lipids and blue and turquoise modules, respectively (Figure 4), most genes involved in fatty acid chain biosynthesis, in their insertion into membranes as well as in polar head biosynthesis were not significantly or only slightly DE. This suggests that these processes are likely co-regulated with other temperature-dependent response mechanisms and/or post-transcriptionally regulated. 

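In LLLT at 72 h *aar* (CK_Syn_WH7803_00655) was at 0.49 and not DE, except with total-sum scaling (1.13). In HLLT at 24 h it rose from 3780.3 ± 128 to 7730 ± 1342 (log2FC 1.02, SE 0.14, adjusted p = 1.15e-08), just over the limit of 1, and without replicate C or D it was 0.98 or 0.89 and not called.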

Still, the fatty acyl-ACP reductase, *aar*, was specifically induced in response to LT in HL-acclimated cultures. AAR is involved in alkane biosynthesis, a two-step pathway during which the acyl-acyl carrier protein (ACP) is first reduced to aldehyde by AAR, then the aldehyde is oxidized to alkane by the aldehyde-deformylating oxygenase (ADO; Schirmer et al., 2010). The AAR/ADO pathway was recently shown to be involved in cold stress resistance in *Synechocystis* sp. PCC 6803, since the lack of this pathway provoked an increased cyclic electron flow around PSI in the mutant and a significant growth rate reduction (Berla et al., 2015). Alkanes have thus an essential role in the regulation of the redox balance and reductant partitioning under cold stress.

The most striking observation in this functional category concerns the fatty acid desaturases, which by inserting unsaturations into acyl chains, were shown to play a crucial role in temperature stress response through adjustment of thylakoid fluidity (Ludwig and Bryant, 2012). Consistent with the data of Pittera et al. (2018) showing that after a shift from 22 to 13°C, the level of double unsaturations of the MGDG *sn*-1 chain increased, the delta-12 fatty acid desaturase gene *desA3* was found to be upregulated in response to LT, while it was downregulated in the opposite thermal shift (LLHT). 

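*desA3* (CK_Syn_WH7803_00589) was up at 24 h of LLLT by 1.44 (SE 0.32, adjusted p = 8.73e-05) and at 8 h of HLLT by 1.84. In LLHT it fell at 48 h from 1235 ± 330 to 354 ± 41.9 (log2FC -1.77, adjusted p = 1.63e-05), while at 24 h of HLHT it was -0.50, not DE.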

The gene encoding the delta-9-desaturase DesC4, which is absent from warm *Synechococcus* thermotypes (clades II and III; Varkey et al., 2016; Pittera et al., 2018; Breton et al., 2019), also appeared strongly DE at LT but also in other stress conditions. 

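*desC4* (CK_Syn_WH7803_02417) rose in LLLT from 3037 ± 482 to 129310 ± 36180 at 12 h (log2FC 5.38, SE 0.66, adjusted p = 7.97e-10) and in HLLT by 3.37 at 24 h. It was also up in LLHL (3.18 at 6 h), and at 3 h of LLUV it was 0.23, not DE.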

At last, genes coding for DesA2, a delta-12 desaturase mostly found in warm thermotypes (Pittera et al., 2018) and DesC3, a core delta-9 desaturase, were in contrast mostly responsive to UV stress, even though *desA2* was also upregulated in HLLT conditions. Thus, all four WH7803 desaturase genes displayed very different expression patterns in response to the various tested conditions, which might be related to the necessity to finely tune the fluidity of membranes, constituting the matrix for the photosynthetic machinery. Indeed, the membrane unsaturation level plays a role in the assembly and functional regulation of the PSII complex after photoinactivation, notably by influencing the maturation process of the D1 precursor (Kanervo et al., 1997; Mizusawa and Wada, 2012).

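*desA2* (CK_Syn_WH7803_01625) was up at 3 h of LLUV by 2.36 (adjusted p = 1.47e-08) and *desC* (CK_Syn_WH7803_02415) by 2.24, and neither was DE at 6 h of HLUV (0.43 and 0.02). In HLLT *desA2* rose from 461 ± 28.4 to 2499 ± 866 (log2FC 2.38), against -0.12 at 72 h of LLLT, and the LL and HL responses at 24 h differed by -2.07 (adjusted p = 0.00159).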

### DNA Repair

Many stresses are known to cause DNA damages to bacteria (including cyanobacteria) either directly (e.g., chemicals, gamma or UV-C radiations, etc.) or indirectly through the generation of ROS (e.g., induced by light, UV-A and B radiations, or temperature stress; He and Häder, 2002). Like other marine *Synechococcus*, WH7803 possesses a broad set of DNA repair proteins (Cassier-Chauvat et al., 2016). Some of them are involved in direct DNA damage reversal, such as DNA photolyases or members of the Odt/Ogt family (e.g., YbaZ, a 6-*O*-alkylguanine DNA alkyltransferase likely involved in G:C to A:T transversions; Mazon et al., 2009). WH7803 possesses four distinct putative photolyases, one of them being synthesized by an operon of two small genes, the first one coding for the FAD-binding domain (CK_00001541) and the second one for the photolyase domain (CK_00001540). Three of these photolyases were strongly upregulated in response to most stresses and more specifically to LLUV, while the fourth one (CK_00001460), whose C-terminal domain is only distantly related to the typical DNA photolyase domain, showed only a faint response in LLUV and HLLT conditions. In contrast, the *ybaZ* gene was most strongly upregulated in response to LLHL and LLLT. 

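CK_Syn_WH7803_00266 and CK_Syn_WH7803_00267 were up at 3 h of LLUV by 3.69 and 4.01, the latter from 185 ± 4.93 to 3002 ± 329.8 (SE 0.49, adjusted p = 3.78e-10), and in LLHL (2.24 and 2.15) and LLLT (1.92 and 1.82) as well. *phrA* (CK_Syn_WH7803_00262) was up by 2.51 at 3 h of LLUV and by 1.35 in LLHL, and *phr* (CK_Syn_WH7803_00636) by 2.31 at 3 h of LLUV. None of these 4 was DE in HLUV, where the highest value at 6 h was 0.45. CK_Syn_WH7803_01271 was 0.46 and 0.64 in LLUV and HLLT, under the limit of 1.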

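*ybaZ* (CK_Syn_WH7803_01780) was up at 12 h of LLLT by 3.34 (adjusted p = 8.03e-09) and at 6 h of LLHL, from 223 ± 16.8 to 1362 ± 236 (log2FC 2.60, SE 0.45). In HLLT it was 0.67, not DE, and the LL and HL responses at 24 h of LT differed by 2.42 (adjusted p = 0.00596).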

Altogether, it seems that the WH7803 genes involved in direct DNA damage reversal are activated in response to distinct stresses.

WH7803 also possesses many genes potentially involved in SOS response (Supplementary Table S2 and Supplementary Figure S7; see also Blot et al., 2011; Cassier-Chauvat et al., 2016). In *E. coli*, this pathway constitutes an essential response to stress-induced DNA damages, starting by the formation by either RecBCD or RecFOR complexes of single-strand DNA (ssDNA), recognized by RecA, which then catalyzes the auto-proteolysis of the SOS regulon repressor LexA (see Baharoglu and Mazel, 2014 for a review). In contrast, in *Synechocystis* sp. PCC 6803, the latter protein has been shown to regulate carbon assimilation and cell motility but surprisingly not DNA repair (Domain et al., 2004; Kizawa et al., 2016). Accordingly, this strain lacks several DNA repair genes present not only in *E. coli* but also in marine *Synechococcus* spp. (namely *mutY* and *recB*, *C*, *J*, and *Q*). It is therefore quite possible that marine *Synechococcus* display an SOS response, regulated by LexA, a hypothesis supported by the fact that in WH7803, both *recA* and *lexA* were strongly upregulated in response to UV shifts (both LLUV and HLUV) and more faintly to low temperature (either LLLT or HLLT) and high light (LLHL) shifts. 

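At 6 h of HLUV *recA* (CK_Syn_WH7803_00439) rose from 4450.3 ± 354 to 24916 ± 1353 (log2FC 2.49, SE 0.22, adjusted p = 1.71e-13) and *lexA* (CK_Syn_WH7803_01680) by 2.21 (adjusted p = 1.22e-11). At 6 h of LLUV they were up by 1.43 and 1.26 (1.83 and 1.26 without replicate D). In the LT and HL shifts neither was DE at any time point, but *recA* was 0.89 at 8 h of HLLT (adjusted p = 6.00e-04), and *lexA* in LLLT 0.91 at 12 h (adjusted p = 4.00e-04; 1.09 and DE without replicate D) and 0.83 at 72 h (1.47 and DE with total-sum scaling). *recA* was 0.43 at 24 h of HLLT and 0.18 in LLHL, and *lexA* was 0.53 in LLHL and below its control at 24 h of HLLT (-0.50).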

Interestingly, the biosynthesis of the RecBCD and RecF(O)R complexes, recognizing double-strand breaks and gaps in one DNA strand, respectively, did not seem to occur in the same conditions in WH7803. While the former encoding genes were slightly upregulated at LT, the latter were mostly upregulated during the LLUV shift, suggesting that these stresses induce different DNA damages. 

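Of the RecBCD genes, *recC* (CK_Syn_WH7803_01507) alone passed the fold limit at LT, at 12 h of LLLT (1.32, SE 0.30, adjusted p = 1.25e-04), with *recB* (CK_Syn_WH7803_01508) at 0.55 and *recD* (CK_Syn_WH7803_01509) at 0.56 (adjusted p = 0.0210 and 0.00489). At 1 h of LLUV *recC* fell from 756 ± 113 to 221 ± 10.3 and *recB* had a log2FC of -1.33. *recR* (CK_Syn_WH7803_01525) and *recF* (CK_Syn_WH7803_00452) were up at 3 h of LLUV (2.01 and 1.52, adjusted p = 4.87e-10 and 1.70e-07), and in HLUV they were not DE (-0.07 and 0.24 at 6 h).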

Of note, *recO* displayed a different expression pattern than *recF* and *recR*, questioning whether RecO is truly part of the same complex as RecF-R in marine *Synechococcus*, especially since WH7803 RecO-like sequence is less similar to *E. coli* RecO than the corresponding RecF and RecR counterparts. It is also interesting to note that *dprA*, which displaces SSB, loads RecA onto ssDNA, protects ssDNA from nucleases (Hovland et al., 2017) and was previously suggested to belong to the LexA regulon in WH7803 (Blot et al., 2011), is specifically and strongly induced under UV stress.

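*recO* (CK_Syn_WH7803_00576) was down at 1 h of LLHL (-1.37, adjusted p = 1.24e-04). At 3 h of LLUV it was -0.78, and -1.02 and called without replicate C.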

Additionally, the nucleotide excision repair (NER) pathway, driven by UvrABC, which allows the repair of lesions in double-stranded DNA (Sancar and Rupp, 1983), was also activated in WH7803 (Supplementary Figure S7). 

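*uvrB* (CK_Syn_WH7803_00080) rose at 3 h of LLUV from 951 ± 66.6 to 5171 ± 120.3 (log2FC 2.44, SE 0.28, adjusted p = 4.82e-11), *uvrC* (CK_Syn_WH7803_01269) by 1.46, and *uvrA* (CK_Syn_WH7803_02529) by 1.33, or 0.96 and not called with quantile scaling. At 24 h of HLLT *uvrC* was up by 1.46 (adjusted p = 1.49e-08), and *uvrA* and *uvrB* were 0.34 and 0.69, not DE. None of the 3 was DE in HLUV.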

Genes coding for the UvrA-B complex, which recognizes the DNA lesion, were most strongly upregulated in response to LLUV while UvrC, which makes incisions on both sides of the lesion before the UvrD helicase removes the ssDNA carrying the lesion (Kumura et al., 1985), also responded to the HLLT shift. Surprisingly, the gene encoding UvrD, which removes the ssDNA carrying the lesion, showed no differential expression whatever the stress, suggesting a post-transcriptional regulation. 

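Over the 28 comparisons of the shifts the log2FC of *uvrD* (CK_Syn_WH7803_00240) stayed between -0.35 at 0.3 h of LLHL and 0.17 at 24 h of HLLT.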

The combined action of the DNA polymerase I and a ligase then fills the gap (Husain et al., 1985). 

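*polA* (CK_Syn_WH7803_01617) was up at 3 h of LLUV by 2.19 (adjusted p = 1.59e-09), at 24 h of LLLT by 1.18 and at 24 h of HLLT by 1.37, and also in LLHL (1.53), but not in HLUV (0.25). *ligA* (CK_Syn_WH7803_02428) and *lig* (CK_Syn_WH7803_01194) were up at 3 h of LLUV by 1.33 and 1.54, and *ligA* rose in LLLT from 789 ± 27.8 to 1984 ± 468 (1.31, SE 0.23) and in HLLT by 1.45. In HLUV they were 0.05 and -0.02, not DE.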

In WH7803, both genes were upregulated by both UV and LT stresses.

The last pathway, involving translesion synthesis (TLS) polymerases, is known to be activated only when the SOS-inducing signal persists and allows highly mutagenic bypass of DNA lesions that are not effectively passed through by the standard replicative DNA polymerase Pol III (Patel et al., 2010). 

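*umuC* (CK_Syn_WH7803_01080) rose at 3 h of LLUV by 4.81 (SE 0.58, adjusted p = 1.99e-10) and at 6 h of HLUV from 226 ± 35.5 to 4842 ± 613 (4.42), and *umuD* rose by 6.04 at 3 h of LLUV. At 24 h of HLLT *umuC* was 1.92, and 1.79 and not called without replicate C, and *umuD* was 1.80, and 1.58, 1.89 and 1.94 and not called without C, D and F.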

In WH7803, the only polymerase potentially involved in this pathway is polymerase V, encoded by the *umuCD* operon, which like *recA* was most strongly upregulated under UV conditions and also responded to the HLLT shift. This suggests that UV and HLLT constitute the most damaging stresses for DNA that can still be repaired but at the expense of an increased frequency of spontaneous mutations.

### Compatible Solutes and Osmoregulation

Besides their role as osmolytes in salt-stressed cells, compatible solutes are also known to directly protect enzymes and membranes against denaturation caused by other environmental stresses and notably high or low temperatures (Diamant et al., 2003; Hincha and Hagemann, 2004; Pade and Hagemann, 2015). *Synechococcus* sp. WH7803 possesses all genes (*ggpP*, *S* and *ggtA-D*) involved in the synthesis and uptake of the heteroside glucosylglycerol (GG), and its ability to accumulate GG, considered as the main compatible solute in marine picocyanobacteria, has been experimentally verified in this strain (Scanlan et al., 2009). Still, all of these genes were downregulated in all stress conditions and showed minimal variations during the L/D cycle, except *ggpP*, displaying upregulation during the day with a peak at noon. 

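*ggtB* (CK_Syn_WH7803_01234) was down at 3 h of LLUV, from 745 ± 188 to 195 ± 60.5 (log2FC -1.94, SE 0.27, adjusted p = 9.57e-09), and at 72 h of LLHT (-1.55, and -1.30 without replicate D). It was also down at 3 h of LLHL (-1.24, and -0.95 with total-sum scaling) and at 72 h of LLLT (-1.20, and -0.87, not DE, without replicate E). In HLLT and HLHT it was not DE (-0.49 and 0.17). Its range over the day was 1.11 (log2) at 21 °C and 1.44 at 27 °C.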

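In LLHL at 6 h *proW* (CK_Syn_WH7803_00363) and *proX* (CK_Syn_WH7803_00364) were -0.85 and -0.95, below the limit of 1 (adjusted p = 0.00101 and 2.27e-04), and without replicate C *proX* was -1.11 and called. *proW* was DE in no comparison of the shifts. In HLHT at 24 h they were above their controls (0.13 and 0.39).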

Although WH7803 was found to accumulate a considerable amount of sucrose, also known to be involved in osmoregulation, the gene coding for the sucrose phosphate synthase and phosphatase fusion protein (*sps-sds*) was also downregulated in stress conditions and the same is true for most genes involved in synthesis (*gbmt1-2*) and transport/re-uptake (*proW-X*) of glycine betaine (GB), which was shown to be accumulated by WH7803 cells (Scanlan et al., 2009). In contrast, the gene coding for an additional mono-subunit GB uptake system (*betP*) was specifically upregulated under LT (LLLT and HLLT), while both genes (*gpgP*, *S*) potentially involved in glucosyl glycerate (GGA) synthesis, a negatively charged compatible solute, were specifically upregulated in response to HL stress, potentially explaining why it was not detected in extracts of WH7803 grown in standard conditions (Scanlan et al., 2009). 

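At 12 h of LLLT *betP* (CK_Syn_WH7803_00273) rose from 3076 ± 409 to 7091 ± 675 (log2FC 1.21, SE 0.22, adjusted p = 4.25e-06), and in HLLT it was at most 0.59, at 8 h, and not DE. *gpgS* (CK_Syn_WH7803_02475) was up in LLHL (1.63 at 6 h, adjusted p = 1.53e-07) and down at 6 h of LLUV (-1.12, and -1.09 without replicate D), and *gpgP* (CK_Syn_WH7803_02473) was 0.43 in LLHL and DE in no stress.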

Interestingly, genes involved in osmolyte synthesis and transport were also quite differently regulated by the L/D cycle with most genes involved in GG synthesis and transport showing only faint diel variations, GGA genes being most strongly expressed during the day, while GB genes displayed the most robust diel oscillation with a peak at the L/D transition and still a strong expression in the first part of the dark period.

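Over the day at 21 °C *gpgS* went from 114 ± 20.5 at 2:00 to 2027 ± 393 at 15:00, and *gpgP* was highest at 18:00, with a range of 2.24 (log2), against 0.89 at 27 °C, where it was highest at 15:00. *proV* (CK_Syn_WH7803_00362), *proW* and *proX* were highest at 18:00 at either temperature, with ranges of 3.51, 3.39 and 3.05 at 21 °C (adjusted p = 6.18e-27, 8.06e-28 and 4.37e-23).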

In summary, although WH7803 is able to accumulate GG, possibly GGA and to take up GG, sucrose and GB, these compounds appear to be involved in osmoregulation at different times of the cell cycle and to respond to distinct environmental conditions.

### Oxidative Stress Response and Photoprotection

#### General Oxidative Stress Response

One of the particularities of photosynthetic organisms is that in response to various environmental stresses, the photosynthetic electron transport can sometimes outpace the rate of electron consumption by CO_2_ fixation, leading to a rapid increase of intracellular ROS, which can produce deleterious effects on the cellular machinery, including DNA, lipids, proteins and notably PSII reaction centers (Nishiyama et al., 2006; Takahashi and Murata, 2008; Latifi et al., 2009). In WH7803, a different set of genes involved in ROS protection and detoxification mechanisms was DE in response to distinct stresses, suggesting that like in freshwater cyanobacteria, the different systems may function under a particular condition (Perelman et al., 2003). 

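*sodB* (CK_Syn_WH7803_01742) was up in LLHL at 6 h (1.08, adjusted p = 3.94e-05) and in LLUV at 3 h, from 11487 ± 1141 to 46364 ± 4259 (log2FC 2.01, SE 0.22). In HLUV it was not DE (0.34). The highest value of *sodC* (CK_Syn_WH7803_00951) was 0.75, at 24 h of HLLT.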

Among the two WH7803 genes coding for superoxide dismutase (SOD), which catalyzes the dismutation of the superoxide (O_2_^–^) radical into O_2_ and hydrogen peroxide (H_2_O_2_), only *sodB* encoding the Fe-SOD was significantly upregulated in LLHL and LLUV, while *sodC*, encoding the Cu/Zn-SOD was only faintly upregulated in HLLT. The gene coding for the glutathione peroxidase (Gpx), catalyzing the decomposition of H_2_O_2_ to water and O_2_, was downregulated in response to LT stress, while for comparison the two glutathione peroxidases present in *Synechocystis* sp. PCC 6803 were shown to be upregulated in response to HL and high salinity and to be essential for the protection of membranes against lipid peroxidation (Gaber et al., 2004; Cameron and Pakrasi, 2010). Similarly, the catalase-peroxidase, KatG, only present in a few picocyanobacterial strains and also acting on H_2_O_2_, was also downregulated in WH7803 but in all stressful conditions. In contrast, three out of the four peroxiredoxins (*ahpC*, *prxQ1*, and *prxQ2*), also potentially involved in H_2_O_2_ detoxification, were upregulated, the latter two responding to most stressful conditions, while *ahpC*, encoding a 2-Cys peroxiredoxin, seemed to be more specific to HL. 

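*katG* (CK_Syn_WH7803_00792) was down at 3 h of LLHL (-1.54), 3 h of LLUV (-1.53), 12 h of LLLT (-1.36) and 24 h of HLLT, from 3406 ± 412 to 854 ± 63.0 (log2FC -1.99, SE 0.22, adjusted p = 1.43e-11). At 6 h of HLUV it was -1.12, and -0.96 and not called without replicate F, and in LLHT and HLHT it was not DE (0.46 at 48 h and -0.19 at 24 h).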

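*ahpC* (CK_Syn_WH7803_01118) rose in LLHL from 6773 ± 832 to 41598 ± 3316 (log2FC 2.62, SE 0.23, adjusted p = 1.68e-14) and was 0.11 at 3 h of LLUV. The *prxQ* gene CK_Syn_WH7803_01236 was up in LLHL by 1.19, or 0.91 and not called without replicate D, and was 0.67 at 6 h of LLUV (0.42 without replicate D) and 0.16 in HLLT. Whether these genes named *prxQ* are the *prxQ1* and *prxQ2* of the paper is not certain. The other *prxQ* gene, CK_Syn_WH7803_02172, was not up in any stress. It was down at 24 h of HLLT (-1.10), though not called with total-sum scaling (-0.96) or without replicate C (-0.89).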

The differential expression of these genes may be in part because catalases mainly detoxify high levels of H_2_O_2_, while peroxiredoxins were shown to rather scavenge low levels of this compound (Stork et al., 2005).

Thioredoxins (TRX) and glutathiones (GSH) are also known to play a critical role in the maintenance of the redox homeostasis and protection from ROS in cyanobacteria (Cameron and Pakrasi, 2010; Sánchez-Riego et al., 2016). 

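Among *gst* genes, CK_Syn_WH7803_02216 was up at 3 h of LLUV by 1.10 (adjusted p = 1.03e-05), or 0.98 and not called with quantile scaling, and at 6 h it was 0.06 (0.53 without replicate D). At 12 h of LLHT it was down (-1.51). CK_Syn_WH7803_01528, the other one, was -0.16 at 3 h of LLUV and nearest the limit at 12 h of LLLT (0.97), where it was called with total-sum scaling (1.29) or without replicate C (1.01).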

Here, among the genes involved in the synthesis of these thiol molecules, the two gene copies encoding glutathione *S*-transferases (*gst*), were only transiently upregulated in response to LLUV stress, while two out of the six *gst* genes present in *Synechocystis* sp. PCC 6803, *sll1545* and *slr0236*, both homologs of CK_00000203, have been shown to operate in the protection against stresses such as high light and H_2_O_2_ (Kammerscheit et al., 2019). Additionally, the *Synechococcus* core *trxB* gene, involved in the NADPH-dependent thioredoxin reductase C (NTRC) system (Scanlan et al., 2009), was the only thiol-encoding gene to be significantly upregulated in all stressful conditions. 

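*trxB* (CK_Syn_WH7803_01634) was up in LLHL (2.21), LLUV (2.07 at 3 h), LLLT (1.92), HLUV (2.01) and HLLT, from 3143 ± 114 to 19905 ± 779.6 (log2FC 2.66, SE 0.25, adjusted p = 1.19e-13). At 48 h of LLHT and 16 h of HLHT it was 0.46 and -0.07, not DE. At 72 h of LLHT it was 1.02, but 0.56 without replicate D, 0.86 with total-sum and 0.86 with quantile scaling, none of them called. At 24 h of HLHT it was 1.00, or 0.39 without replicate D and 0.99 with total-sum scaling, and then not called. *srxA* (CK_Syn_WH7803_02510) was up in the same 5 stresses, by 2.81 in LLHL, 3.21 in LLLT, 2.24 in HLUV and 3.27 in HLLT.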

Interestingly, NTRC as well as sulfiredoxin, which in WH7803 displayed a similar gene expression pattern, have been shown in plants and *Anabaena* sp. PCC 7120 to be involved in the protection of the photosynthetic apparatus against oxidative stress damages through an effective reduction of 2-Cys Prx (Sánchez-Riego et al., 2016). Altogether, it seems that at least in the tested conditions, the ROS protection and detoxification systems in WH7803 resemble more to the ones described in PCC 7120 and in plants, formed by NTRC, 2-Cys Prx and sulfiredoxin, than to the ones of PCC 6803 that lacks both NTRC coding gene and sulfiredoxin and which strategy mainly relies on a high peroxidase/catalase activity (Sánchez-Riego et al., 2016). However, we cannot exclude that in other (e.g., more stressful) conditions, the peroxidase/catalase system could be activated for ROS detoxification in WH7803.

Another more unusual antioxidant system detected in this study is the cystein desulfurase SUF system. It is responsible for Fe–S cluster biosynthesis in conditions of Fe limitation or oxidative stress in many bacteria (Nodop et al., 2008; Bolstad and Wood, 2010; Dai and Outten, 2012) and constitutes the major pathway for Fe–S cluster assembly in cyanobacteria (Ayala-Castro et al., 2008; Banerjee et al., 2017). In marine picocyanobacteria, the *sufBCD* operon, which is highly conserved in cyanobacteria, is adjacent to the *sufR* transcriptional repressor and all sequenced picocyanobacterial genomes also possess a group I *sufS* (CK_00000030), homologous to the *Synechocystis* sp. PCC 6803 group I NifS-like cysteine desulfurase, Slr0387 (Tirupati et al., 2004). Here, the gene coding for the SufE protein, involved in the sulfur release from cysteine and that can stimulate the cysteine desulfurase activity of SufS, was found to be quite strongly upregulated in LT, while *sufBCDS* were mostly upregulated in LLLT but also in LLHL and late LLUV stresses. Thus, by analogy with *Anabaena* sp. PCC 7120, in which the SufS protein was suggested to enhance oxidative stress tolerance by decreasing the intracellular ROS (Banerjee et al., 2017), the SUF system could also be an important antioxidant system in marine picocyanobacteria in particular under LT stress. In this context, it is also worth noting that genes coding for two manganese transporters, the high-affinity MntABC transport system and another ABC-type Mn^2+^/Zn^2+^ transport system (SynWH7803_0988-90) were particularly upregulated under LT stresses, suggesting that like in *Anabaena* sp. PCC 7120, Mn could also play a role in protection against ROS due to its antioxidative properties or involvement as a cofactor in several antioxidative enzymes (Kaushik et al., 2015).

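*sufE* (CK_Syn_WH7803_01605) rose at 12 h of LLLT from 837 ± 41.4 to 3153 ± 484 (log2FC 1.90, SE 0.24, adjusted p = 1.66e-09). In HLLT it was -0.25 at 24 h, and the LL and HL responses differed by 1.90 (adjusted p = 4.38e-05). *sufC* (CK_Syn_WH7803_02149) and *sufD* (CK_Syn_WH7803_02148) were up in LLLT (1.17 and 1.37), LLHL (1.22 and 1.26) and at 6 h of LLUV (1.20 and 1.22, and 1.26 and 1.05 without replicate D). *sufB* (CK_Syn_WH7803_02150) was 0.52 in LLLT, or 1.17 and called with total-sum scaling. *iscS2* (CK_Syn_WH7803_02311), a cysteine desulfurase gene, was up at 3 h of LLUV (1.52) and not DE in LLLT (0.28).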

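*mntB* (CK_Syn_WH7803_00980) was up at 24 h of HLLT, from 1533 ± 150.3 to 3822 ± 1000 (log2FC 1.29, SE 0.16, adjusted p = 6.94e-10), and at 12 h of LLLT (1.07), and *mntA* (CK_Syn_WH7803_00979) was 0.73 and 0.64 there, not DE.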

#### Photoprotection

In cyanobacteria several mechanisms are involved in the dissipation of excess light as heat in order to limit the production of ROS. While WH7803 lacks the iron stress-induced protein IsiA, potentially involved in light energy dissipation (Havaux et al., 2005), as well as a plastoquinol terminal oxidase (PTOX), an oxidase which could be involved in the removal of electrons from the intersystem photosynthetic electron transport chain (Bailey et al., 2008), this strain possesses several other mechanisms potentially involved in photoprotection and conserved in most cyanobacteria, as detailed below.

Although the exact role of high-light-inducible proteins (HLIPs) is not fully understood, the four *hli* genes of *Synechocystis* sp. PCC 6803 seem to respond differentially to various stresses and their products are thought to prevent photodamages to chl protein complexes by quenching deleterious singlet excited states of chl *a* and/or singlet oxygen (Hirayama et al., 1994; Huang et al., 2002). More specifically, two of them, HliC and D, were recently shown to bind chl and β-car in *Synechocystis* sp. PCC 6803 that could be used for chl recycling (Niedzwiedzki et al., 2016; Shukla et al., 2018). Among the nine *hli* genes present in WH7803, two were highly expressed under most stress conditions, four (including CK_00000050, the closest homolog of PCC 6803 HliC) were more specifically induced by UV and HL treatments, two others were only faintly DE in response to stress, while the last one (CK_00001058, corresponding to the closest homolog of PCC 6803 HliD) did not respond to any monitored stress (Supplementary Table S2). 

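Reads could be lost or misassigned among the *hli* genes if their sequences are alike, which was not examined, so their separate values are uncertain. CK_Syn_WH7803_01441 and CK_Syn_WH7803_00937 were up at 3 h of LLUV by 5.12 and 4.84, at 6 h of LLHL by 3.49 and 3.03, at 24 h of LLLT by 2.96 and 2.71 and at 16 h of HLLT by 3.66 and 3.99. CK_Syn_WH7803_02191 rose at 1 h of LLUV from 3179.7 ± 1744 to 91308 ± 3456 (log2FC 4.99, SE 0.67, adjusted p = 4.92e-09), with 4.37 for CK_Syn_WH7803_00797, 4.19 for CK_Syn_WH7803_00931 and 2.52 for CK_Syn_WH7803_00823, and the latter was up in HLLT (1.94) too, as was CK_Syn_WH7803_00797 (3.00). CK_Syn_WH7803_01842 was up at 3 h of LLUV (1.55). CK_Syn_WH7803_02134 and CK_Syn_WH7803_02059 were 0.78 and -0.32 there, and not DE in any stress.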

Interestingly, while most *hli* genes were upregulated during the day and downregulated at night, the latter copy, a core and quite well-conserved picocyanobacterial gene, was specifically induced during the night. This somehow recalls the L/D expression patterns of *Prochlorococcus* MED4 *hli4* and *hli11*, which were also found to peak during the night (Zinser et al., 2009).

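At 21 °C CK_Syn_WH7803_02191 went from 658 ± 124 at 20:00 to 13696 ± 2217 at 12:00, and CK_Syn_WH7803_01441, CK_Syn_WH7803_00937, CK_Syn_WH7803_01842 and CK_Syn_WH7803_00823 were also highest at 12:00, with ranges of 4.10, 3.31, 3.14 and 1.77 (log2). CK_Syn_WH7803_02059 was highest at 20:00 at 21 and 27 °C, with ranges of 2.47 and 1.92 (adjusted p = 4.94e-18 and 2.82e-12).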

Photoprotective responses in cyanobacteria also involve the thermal dissipation of excess light energy captured by the light harvesting antenna by the orange carotenoprotein (OCP; Wu and Krogmann, 1997; Kirilovsky and Kerfeld, 2016). The *ocp* gene is part of an operon of three genes, also including the β-carotene ketolase (*crtW*), involved in the synthesis of the keto-carotenoid bound to the OCP protein and the fluorescence recovery protein (FRP), responsible for acceleration of the detachment of the OCP from the PBS complex and subsequent deactivation of the OCP (Thurotte et al., 2017). In *Synechocystis* sp. PCC 6803, the OCP was found to be strongly induced by various stresses that exacerbate photodamage and/or prolongate the excited state of antenna chromophores, notably HL (Hihara et al., 2001), LT (Kerfeld et al., 2017) and oxidative stresses (Shrivastava et al., 2016), but seems to be constitutively expressed and to remain at low concentration in non-stressed conditions (Gwizdala et al., 2011). Here, these genes were indeed only moderately induced during the first part of the light period but were among the most strongly induced genes in response to light stress (HL and UV) in LL-acclimated cultures, while they were in contrast more upregulated by LT in HL- than in LL-acclimated cultures. 

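*frp* (CK_Syn_WH7803_00927) was up in LLHL at 6 h (2.28) and in LLUV at 3 h, from 120.3 ± 25.1 to 1361 ± 168 (log2FC 3.50, SE 0.40, adjusted p = 5.85e-11), and *crtW* by 5.74 at 1 h of LLUV. At 24 h of HLLT *frp* and *crtW* were up by 2.29 and 3.57. The LL and HL responses at 24 h of LT differed by -1.35 for *frp* and -1.64 for *crtW*, not called (adjusted p = 0.0925 and 0.101), but without replicate D of the LL cells the differences were -1.49 and -1.85 and called (adjusted p = 0.000260 and 0.00289). Over the day at 21 °C *frp* was highest at 12:00 and *crtW* at 9:00.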

Altogether, the expression pattern of this operon is thus consistent with a potential synergic effect between HL and LT, as discussed above.

Besides the abovementioned beta-carotene ketolase, several genes involved in carotenoid biosynthesis pathways were also upregulated in response to several stresses. This included *crtPQ* (LLHL and LLUV), involved in the biosynthesis of lycopene, and *crtL*-b (LLLT and HLLT) encoding a cyclase enzyme, which turns lycopene into β-carotene (Supplementary Figure S8). 

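*crtQ* (CK_Syn_WH7803_02224) rose at 3 h of LLUV from 1591 ± 112 to 10049 ± 879 (log2FC 2.66, SE 0.34, adjusted p = 9.14e-10), and at 6 h of LLHL it was 0.98, short of the limit with the authors' normalization but over it with quantile (1.07) or total-sum scaling (1.33).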

The latter pigment, which is mainly located in the molecular neighborhood of the chl *a* molecules bound to reaction centers and acts as an antioxidant (Telfer, 2005), has previously been shown to be involved in the cold stress response (Pittera et al., 2014). Since the β-carotene to chl *a* ratio decreased in these conditions (Supplementary Figure S2D), the upregulation of *crtL*-b suggests that the rate of β-carotene breakdown by ROS exceeded its synthesis rate during the stress period. Interestingly, the *crtL-b* gene was recently shown to display the highest number of substitutions specific of the cold-adapted clades I and IV (Doré et al., under revision), and could thus play a crucial role in the adaptation to cold temperature in marine *Synechococcus*. The likely increase of β-carotene synthesis can also be linked to its role of precursor in the *Synechococcus* xanthophyll pathway. Indeed, *crtR*, coding for an hydroxylase involved in zeaxanthin biosynthesis, was upregulated in response to HL and UV stress, consistent with the increase of the ß-cryptoxanthin and zeaxanthin to chl *a* ratios in these conditions (Supplementary Figures S2B,C). 

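*crtR* (CK_Syn_WH7803_00337) rose at 3 h of LLUV from 1464 ± 118 to 6222 ± 398 (log2FC 2.09, SE 0.26, adjusted p = 4.29e-10), and at 3 h of LLHL by 1.06. In HLUV it was 0.80 at 6 h, not DE.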

Although the role of zeaxanthin has never been formerly demonstrated, it is likely that it affords photoprotection during stress periods.

At last, a gene coding for a carotenoid cleavage dioxygenase (*diox1*), catalyzing the oxidative cleavage of apo-carotenoids was strongly upregulated in all stressful conditions (Cui et al., 2012). As previously suggested for freshwater cyanobacteria (Hihara et al., 2003; Scherzinger et al., 2006), these apo-carotenoids could arise from photodestruction processes mediated by ROS, and cleavage products (retinal or retinal-like compounds) could be involved in stress signaling in WH7803.

## Conclusion

This work constitutes the first comprehensive study of the response of a ubiquitous marine picocyanobacterium to various stresses, taking into account the light history of the cells. It allowed us to identify the common and specific responses of this organism to a variety of ecologically relevant environmental conditions. Most genes were found to respond to a subset of the tested conditions (Supplementary Figure S5), with the most stressful treatments (LLHL, LLUV, LLLT, and HLLT) notably triggering a strong induction of numerous chaperone- and protease-encoding genes and of the psbA gene copies encoding the D1:2 isoform of the D1 protein, while most genes involved in the neosynthesis of PSII were in contrast downregulated. Yet, a number of genes were specifically up- or down-regulated in only one treatment or one stress type. Although LLLT and HLLT shifts globally triggered the strongest transcriptomic response (Figures 3A,B), fairly few genes with known function were specifically induced by these treatments. This includes genes coding for NADH dehydrogenase subunits involved in CO2 fixation (*cupB*) and cyclic electron transport around PSI (*ndhV*), some genes of the glycogen degradation pathway, as well as *betP* encoding a component of the glycine betaine uptake system. Concerning the specific response to the HL treatment, the most striking one was the induction of genes encoding RuBisCo as well as most carboxysome and ATPase subunits, while these genes were downregulated in other conditions, suggesting that the HL shift boosted growth of the culture rather than slowed down cell metabolism. The UV treatment induced a few specific protease-encoding genes (*clpP1-4* and *clpC*), the *dprA* gene involved in repair of single-stranded DNA, one *psbD* gene copy and several other genes involved in the neo-synthesis of PSII subunits, as well as several *hli* genes, possibly coding for proteins involved in providing chl *a* molecules to newly synthesized PSII subunits (Niedzwiedzki et al., 2016). The latter treatment appears to be the most damaging condition for PSII reaction centers when WH7803 cells were pre-acclimated to LL, while cells acclimated to HL seemed to be better prepared to withstand this stress, likely due to a faster turnover of the D1 protein. In contrast, a pre-acclimation to HL seemed to enhance the effects of LT on the WH7803 transcriptome compared to cells pre-acclimated to LL. 

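Among the genes with a different response to LT at 24 h, *ctaC* (CK_Syn_WH7803_01871) was down in HLLT (-3.05) and not DE in LLLT (0.03), a difference of 3.08 (SE 0.59, adjusted p = 1.06e-04; 2.70 to 3.65 with 1 replicate left out). *pex* (CK_Syn_WH7803_00464) was down in LLLT (-1.68) and up in HLLT (1.82), and the *clpS* gene CK_Syn_WH7803_00369 was down in LLLT (-1.67) and not DE in HLLT (0.72), with differences of -3.50 and -2.39 (adjusted p = 6.81e-06 and 2.22e-05).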

By analogy with a previous report showing a synergic effect of a prior exposure to HL on the response of WH7803 cells to oxidative stress (Blot et al., 2011), we hypothesize that the deleterious effects of ROS could also be amplified by the slowing down of the cell metabolism at LT, causing a slower turnover of the D1 protein of PSII. More generally, our results suggest that the sensitivity of the D1 protein to oxidative stress plays a central role in the response of these organisms to variations in environmental conditions affecting cell metabolism. The observed synergic effect between LT and HL might have important implications for the dynamics of natural *Synechococcus* populations in the field, where cells are often subjected to concomitant variations of temperature and irradiance, notably in upwelling areas or during seasonal mixing events. In these circumstances, this effect could negatively impact the competitiveness of *Synechococcus* cells with regard to other phytoplanktonic groups, such as picoeukaryotes or diatoms that often predominate in cold mixed waters (Uysal and Köksalan, 2006; Schmidt et al., 2020).

This study also highlights several specificities of the *Synechococcus* stress response compared to well-studied freshwater model cyanobacteria, such as *Synechocystis* sp. PCC 6803, therefore justifying the interest of studying marine models. Altogether, the availability of the unique set of 154 transcriptomes described here, notably including L/D cycles at two temperatures, should be particularly useful to better interpret the ever-increasing metatranscriptomic data generated from a variety of ecological niches in the marine ecosystem and at different times of the day.

## Data Availability Statement

Transcriptomic data supporting the conclusions of this article are available as raw and processed data in the SRA (SRP251300) and GEO (GSE146246) databases, respectively, and sample descriptions and accession numbers per biological replicate are available in Supplementary Table S3. Differential expression levels and associated statistics as well as genomic features of the *Synechococcus* sp. WH7803 strain, such as core genes and predicted cyanorons, are available in Supplementary Table S2.

## Author Contributions

CSi, MR, and LG designed the experiments. NN, HD, JP, MR, CSi, FP, and LG collected the samples and performed the physiological measurements. NN and MR extracted the RNA. NN, MR, CSt, and LG developed the protocol for RNA library preparation. UG, HD, LG, GL, and EC developed and ran the RNAseq analysis pipeline. LB-G, MH, and UG integrated the genome and transcriptome data into the JBrowse genome browser available through the Cyanorak v2.1 information system. MC, AS, FP, LG, and UG manually annotated genes and pathways. JH, UG, HD, LG, and DE performed the comparative transcriptomic analyses. UG, JH, FP, and LG made the figures. UG, HD, FP, and LG interpreted the results. All the authors contributed to the preparation of the manuscript, read and approved the final manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Synergic Effects of Temperature and Irradiance on the Physiology of the Marine Synechococcus Strain WH7803
**Source:** Front Microbiol. 2020 Jul 24;11:1707. doi: 10.3389/fmicb.2020.01707
**Supplement:** FIGURE S1 — Description of the experimental design used in the present study. Insert in panel B illustrate the light curve used for the L/D cycle and sampling points are indicated by black arrows. Ct, controls; HL, high light; UV, ultraviolet; LT, low temperature; HT, high temperature; R, recovery; L/D, light dark; μE, μEinstein m–2 s–1.

## Slide 1
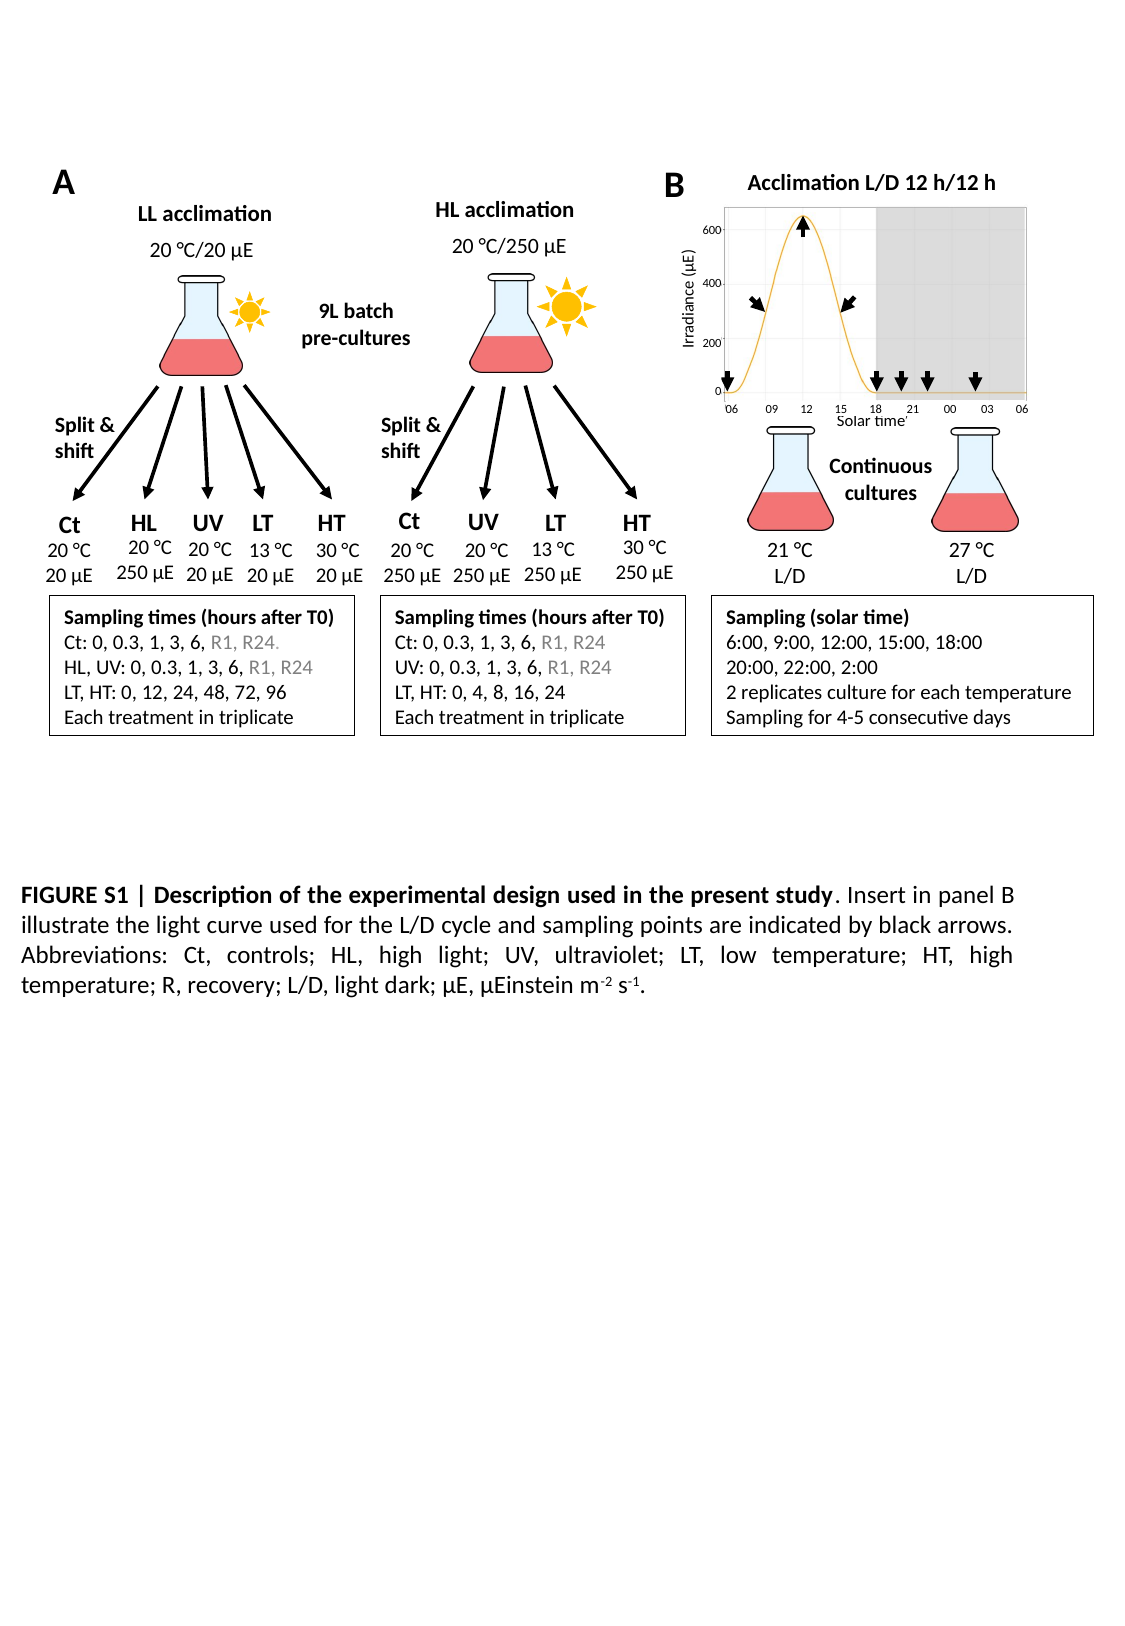

A
B
Acclimation L/D 12 h/12 h
HL acclimation
LL acclimation
600
400
200
0
20 °C/250 µE
20 °C/20 µE
Irradiance (µE)
9L batch pre-cultures
06 09 12 15 18 21 00 03 06
Split &
shift
Split &
shift
Solar time
Continuous cultures
Ct
UV
LT
HT
HL
UV
LT
HT
Ct
20 °C
250 µE
30 °C
250 µE
20 °C
20 µE
13 °C
250 µE
21 °C
L/D
27 °C
L/D
20 °C
250 µE
13 °C
20 µE
20 °C
20 µE
20 °C
250 µE
30 °C
20 µE
Sampling times (hours after T0)
Ct: 0, 0.3, 1, 3, 6, R1, R24.HL, UV: 0, 0.3, 1, 3, 6, R1, R24
LT, HT: 0, 12, 24, 48, 72, 96
Each treatment in triplicate
Sampling times (hours after T0)Ct: 0, 0.3, 1, 3, 6, R1, R24
UV: 0, 0.3, 1, 3, 6, R1, R24
LT, HT: 0, 4, 8, 16, 24
Each treatment in triplicate
Sampling (solar time)6:00, 9:00, 12:00, 15:00, 18:00
20:00, 22:00, 2:00
2 replicates culture for each temperature
Sampling for 4-5 consecutive days
FIGURE S1 | Description of the experimental design used in the present study. Insert in panel B illustrate the light curve used for the L/D cycle and sampling points are indicated by black arrows. Abbreviations: Ct, controls; HL, high light; UV, ultraviolet; LT, low temperature; HT, high temperature; R, recovery; L/D, light dark; µE, µEinstein m-2 s-1.

## Slide 2
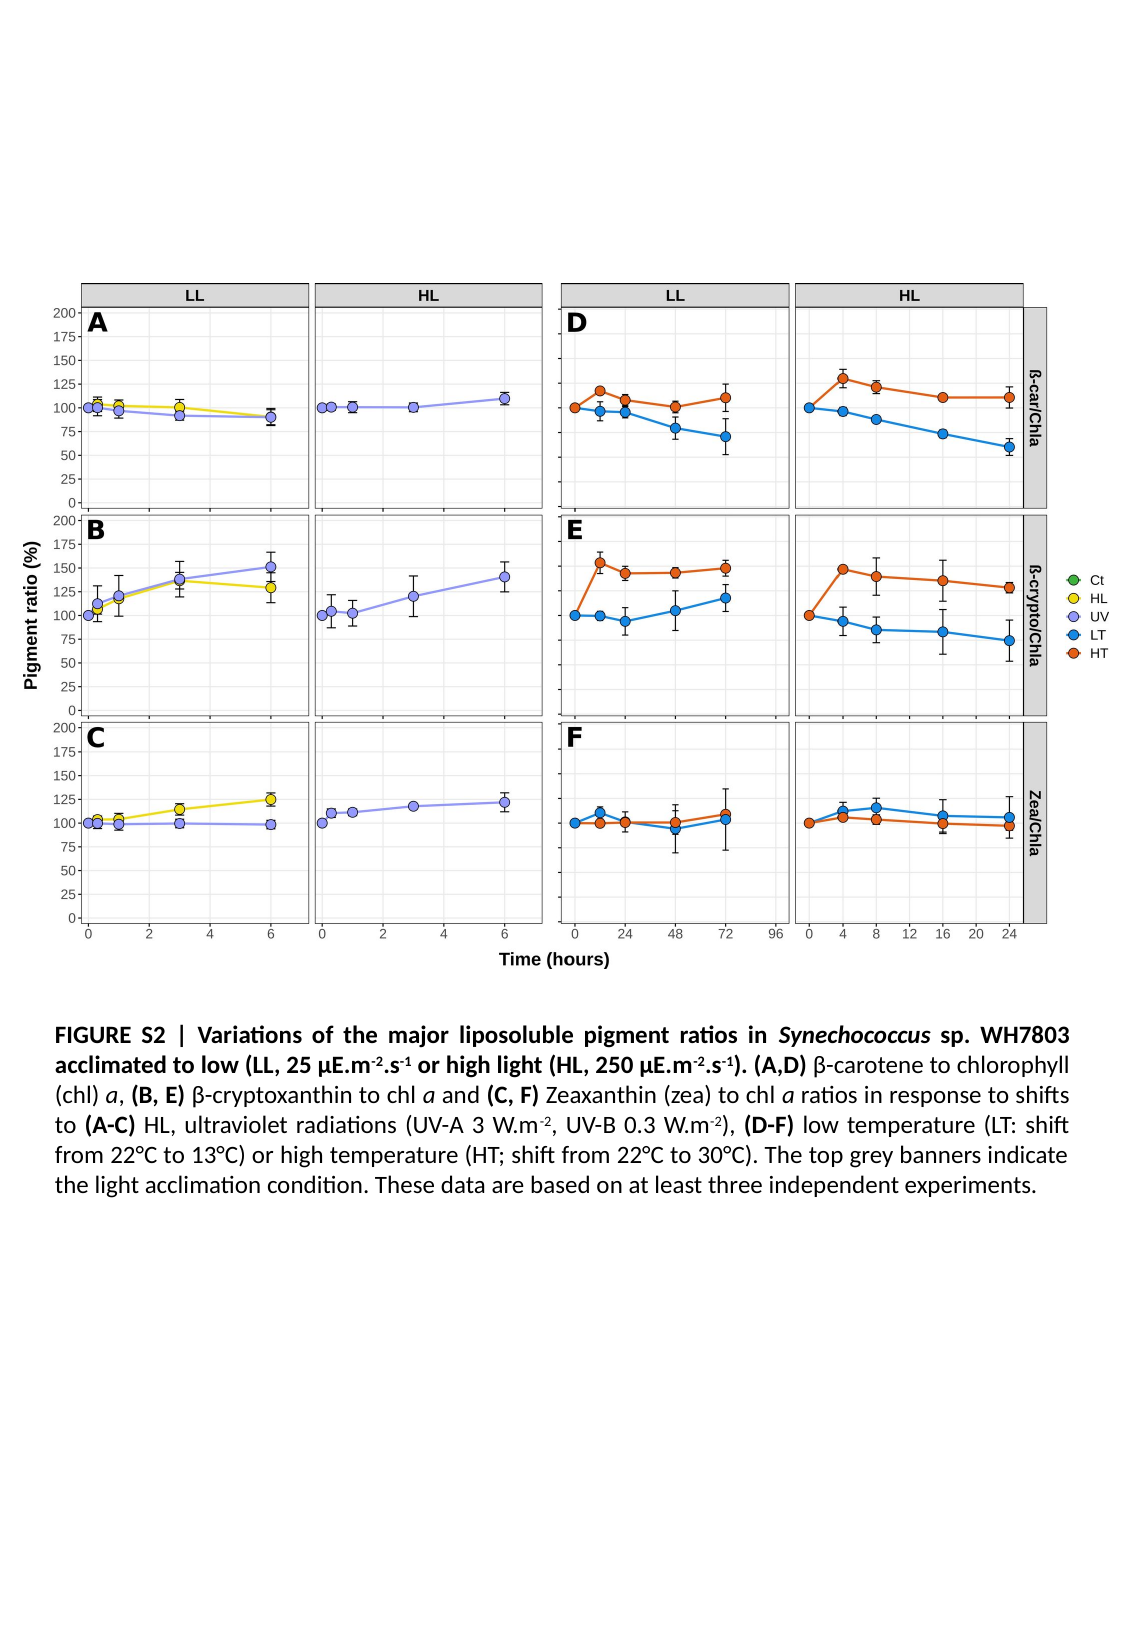

FIGURE S2 | Variations of the major liposoluble pigment ratios in Synechococcus sp. WH7803 acclimated to low (LL, 25 µE.m-2.s-1 or high light (HL, 250 µE.m-2.s-1). (A,D) β-carotene to chlorophyll (chl) a, (B, E) β-cryptoxanthin to chl a and (C, F) Zeaxanthin (zea) to chl a ratios in response to shifts to (A-C) HL, ultraviolet radiations (UV-A 3 W.m-2, UV-B 0.3 W.m-2), (D-F) low temperature (LT: shift from 22°C to 13°C) or high temperature (HT; shift from 22°C to 30°C). The top grey banners indicate the light acclimation condition. These data are based on at least three independent experiments.

## Slide 3
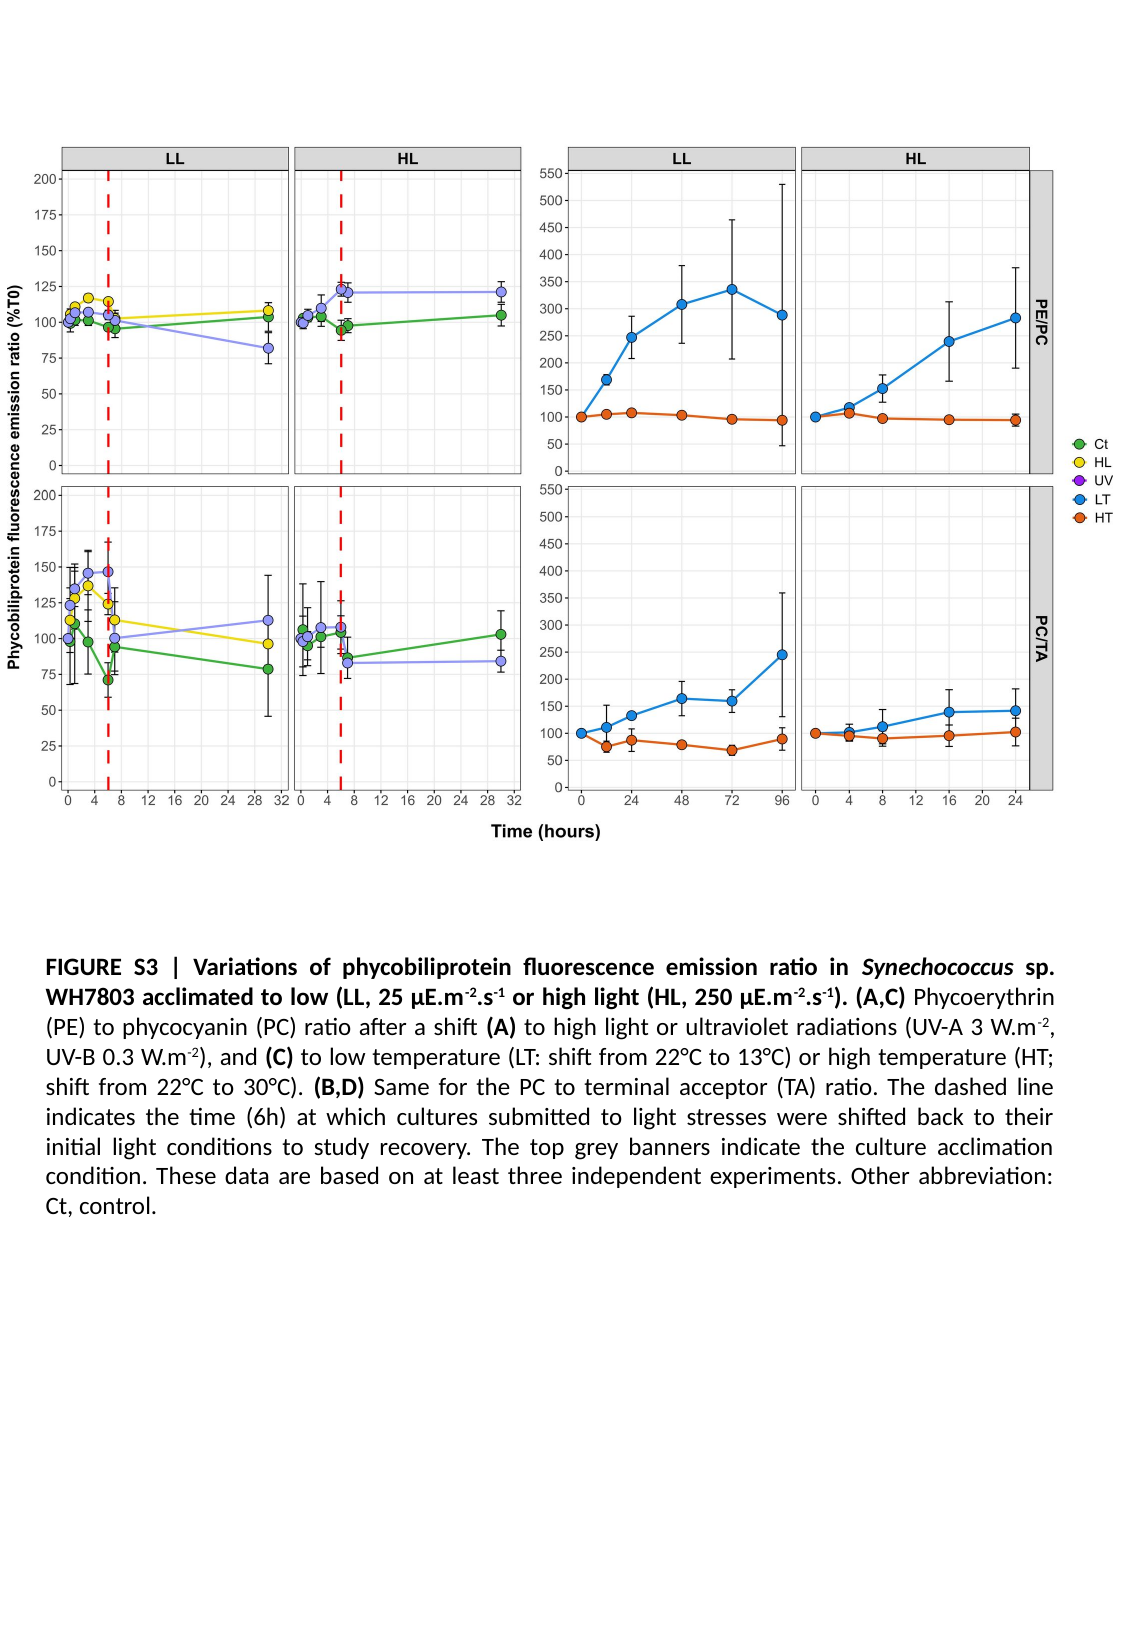

FIGURE S3 | Variations of phycobiliprotein fluorescence emission ratio in Synechococcus sp. WH7803 acclimated to low (LL, 25 µE.m-2.s-1 or high light (HL, 250 µE.m-2.s-1). (A,C) Phycoerythrin (PE) to phycocyanin (PC) ratio after a shift (A) to high light or ultraviolet radiations (UV-A 3 W.m-2, UV-B 0.3 W.m-2), and (C) to low temperature (LT: shift from 22°C to 13°C) or high temperature (HT; shift from 22°C to 30°C). (B,D) Same for the PC to terminal acceptor (TA) ratio. The dashed line indicates the time (6h) at which cultures submitted to light stresses were shifted back to their initial light conditions to study recovery. The top grey banners indicate the culture acclimation condition. These data are based on at least three independent experiments. Other abbreviation: Ct, control.

## Slide 4
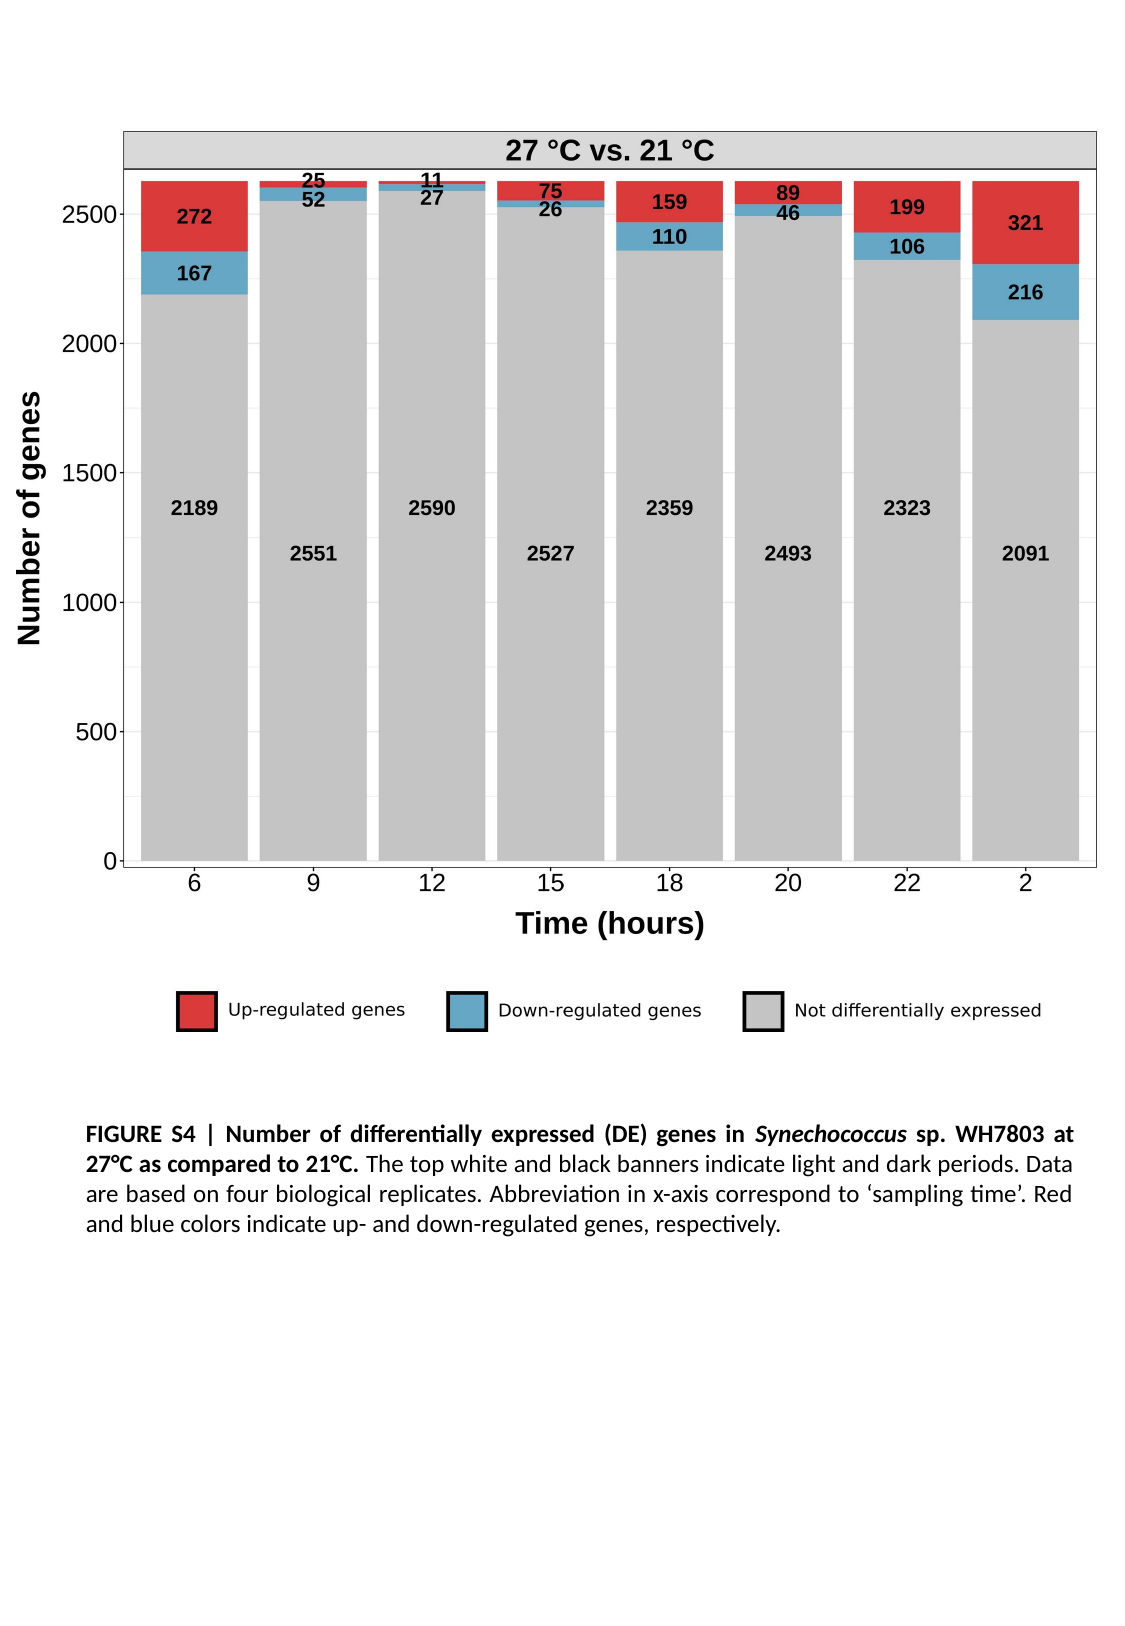

FIGURE S4 | Number of differentially expressed (DE) genes in Synechococcus sp. WH7803 at 27°C as compared to 21°C. The top white and black banners indicate light and dark periods. Data are based on four biological replicates. Abbreviation in x-axis correspond to ‘sampling time’. Red and blue colors indicate up- and down-regulated genes, respectively.

## Slide 5
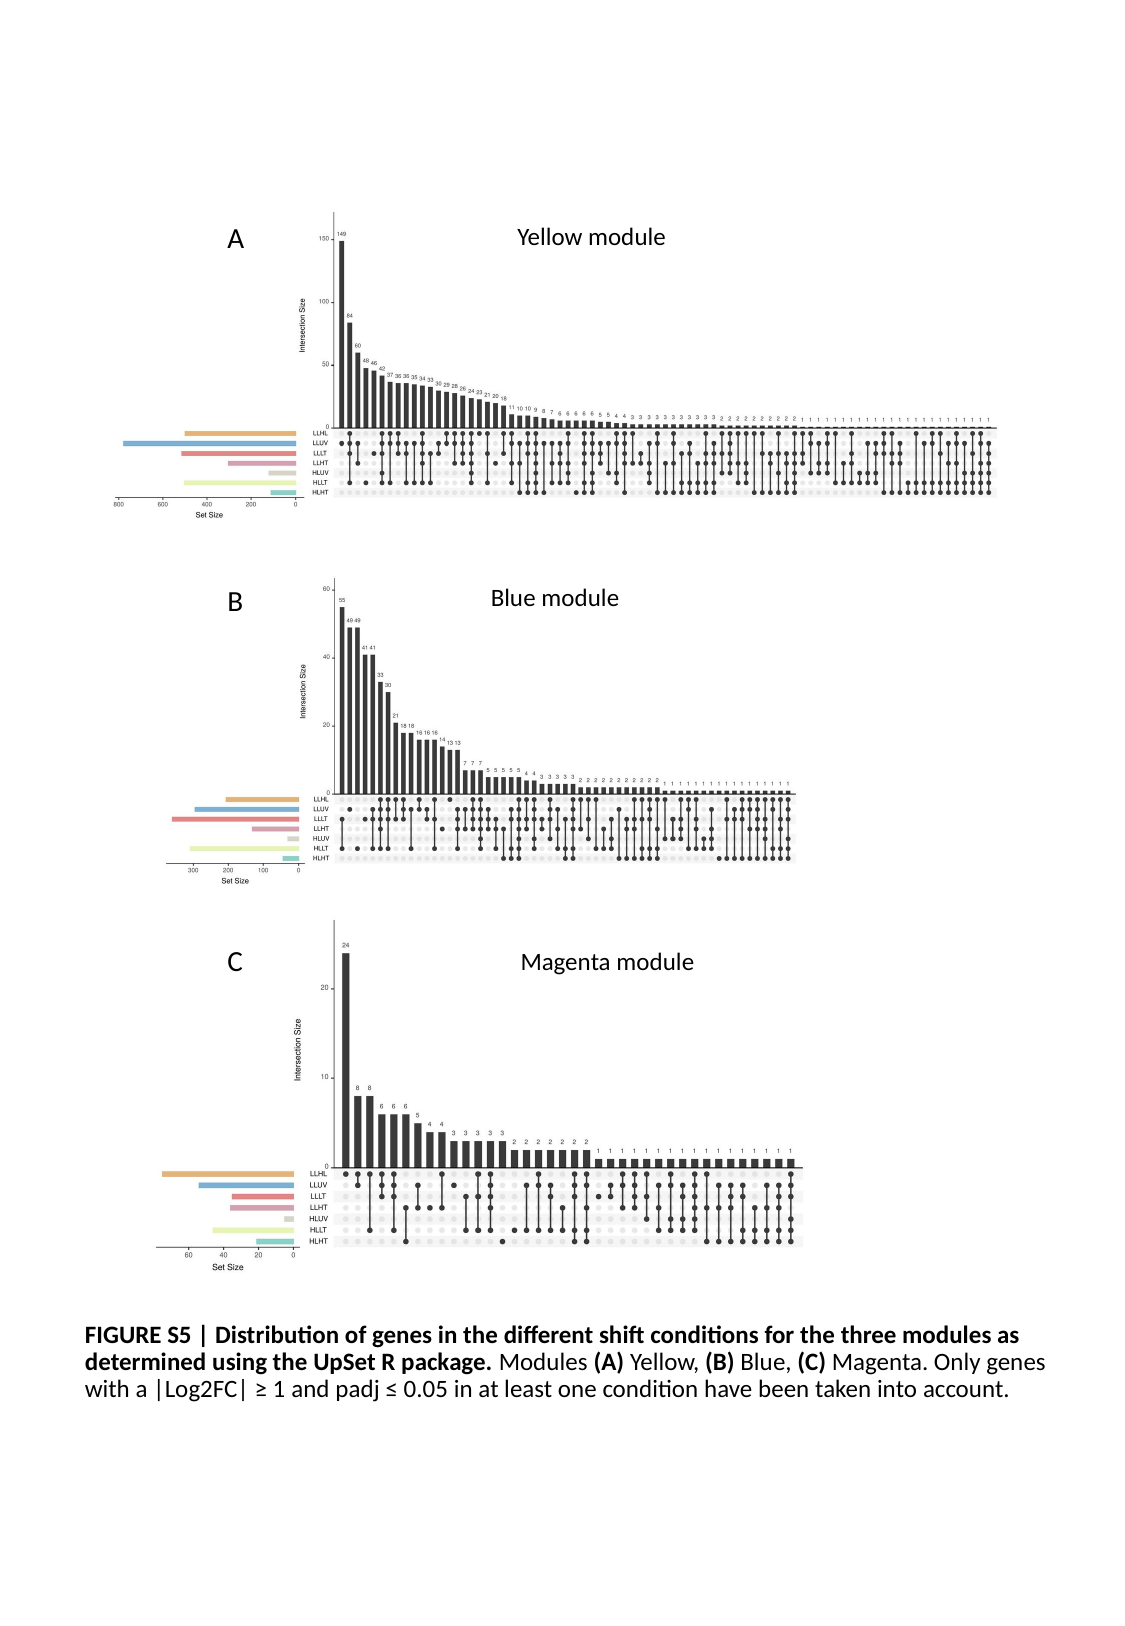

Yellow module
A
Blue module
B
C
Magenta module
FIGURE S5 | Distribution of genes in the different shift conditions for the three modules as determined using the UpSet R package. Modules (A) Yellow, (B) Blue, (C) Magenta. Only genes with a |Log2FC| ≥ 1 and padj ≤ 0.05 in at least one condition have been taken into account.

## Slide 6
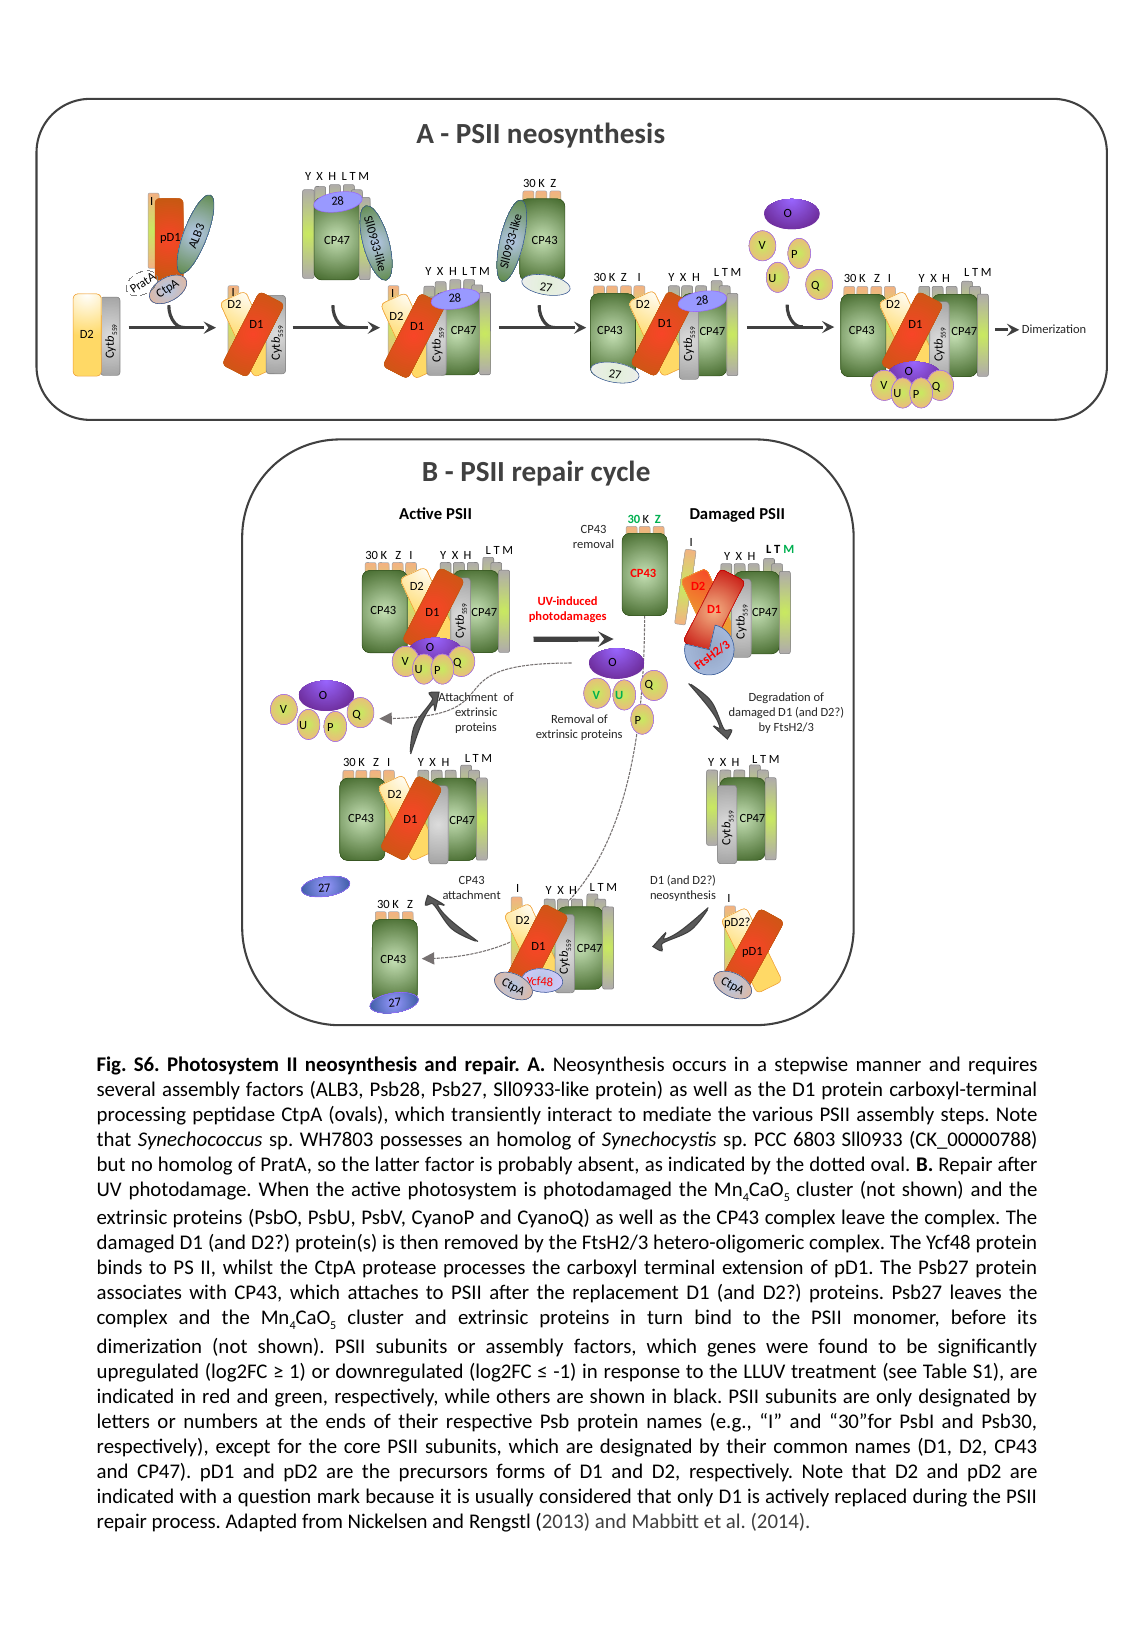

A - PSII neosynthesis
Y X H L T M
30 K Z
28
I
O
ALB3
I
pD1
CP47
CP43
Sll0933-like
Sll0933-like
V
P
Y X H L T M
L T M
L T M
30 K Z I Y X H
U
30 K Z I Y X H
PratA
Q
27
CtpA
I
I
28
28
D2
D2
D2
D2
D1
D1
D1
D1
Dimerization
CP47
CP43
CP43
CP47
CP47
D2
Cytb559
Cytb559
Cytb559
Cytb559
Cytb559
O
27
V
Q
U
P
B - PSII repair cycle
Active PSII
Damaged PSII
30 K Z
CP43 removal
I
L T M
L T M
30 K Z I Y X H
Y X H
CP43
D2
D2
UV-induced photodamages
D1
CP43
D1
CP47
CP47
Cytb559
Cytb559
O
FtsH2/3
V
Q
O
U
P
Q
V
U
O
Attachment of extrinsic proteins
Degradation of damaged D1 (and D2?)
by FtsH2/3
V
Q
Removal of extrinsic proteins
P
U
P
L T M
L T M
30 K Z I Y X H
Y X H
D2
CP43
CP47
D1
CP47
Cytb559
CP43 attachment
D1 (and D2?) neosynthesis
L T M
27
I
Y X H
I
30 K Z
D2
pD2?
D1
CP47
pD1
Cytb559
CP43
Ycf48
CtpA
CtpA
27
Fig. S6. Photosystem II neosynthesis and repair. A. Neosynthesis occurs in a stepwise manner and requires several assembly factors (ALB3, Psb28, Psb27, Sll0933-like protein) as well as the D1 protein carboxyl-terminal processing peptidase CtpA (ovals), which transiently interact to mediate the various PSII assembly steps. Note that Synechococcus sp. WH7803 possesses an homolog of Synechocystis sp. PCC 6803 Sll0933 (CK_00000788) but no homolog of PratA, so the latter factor is probably absent, as indicated by the dotted oval. B. Repair after UV photodamage. When the active photosystem is photodamaged the Mn4CaO5 cluster (not shown) and the extrinsic proteins (PsbO, PsbU, PsbV, CyanoP and CyanoQ) as well as the CP43 complex leave the complex. The damaged D1 (and D2?) protein(s) is then removed by the FtsH2/3 hetero-oligomeric complex. The Ycf48 protein binds to PS II, whilst the CtpA protease processes the carboxyl terminal extension of pD1. The Psb27 protein associates with CP43, which attaches to PSII after the replacement D1 (and D2?) proteins. Psb27 leaves the complex and the Mn4CaO5 cluster and extrinsic proteins in turn bind to the PSII monomer, before its dimerization (not shown). PSII subunits or assembly factors, which genes were found to be significantly upregulated (log2FC ≥ 1) or downregulated (log2FC ≤ -1) in response to the LLUV treatment (see Table S1), are indicated in red and green, respectively, while others are shown in black. PSII subunits are only designated by letters or numbers at the ends of their respective Psb protein names (e.g., “I” and “30”for PsbI and Psb30, respectively), except for the core PSII subunits, which are designated by their common names (D1, D2, CP43 and CP47). pD1 and pD2 are the precursors forms of D1 and D2, respectively. Note that D2 and pD2 are indicated with a question mark because it is usually considered that only D1 is actively replaced during the PSII repair process. Adapted from Nickelsen and Rengstl (2013) and Mabbitt et al. (2014).

## Slide 7
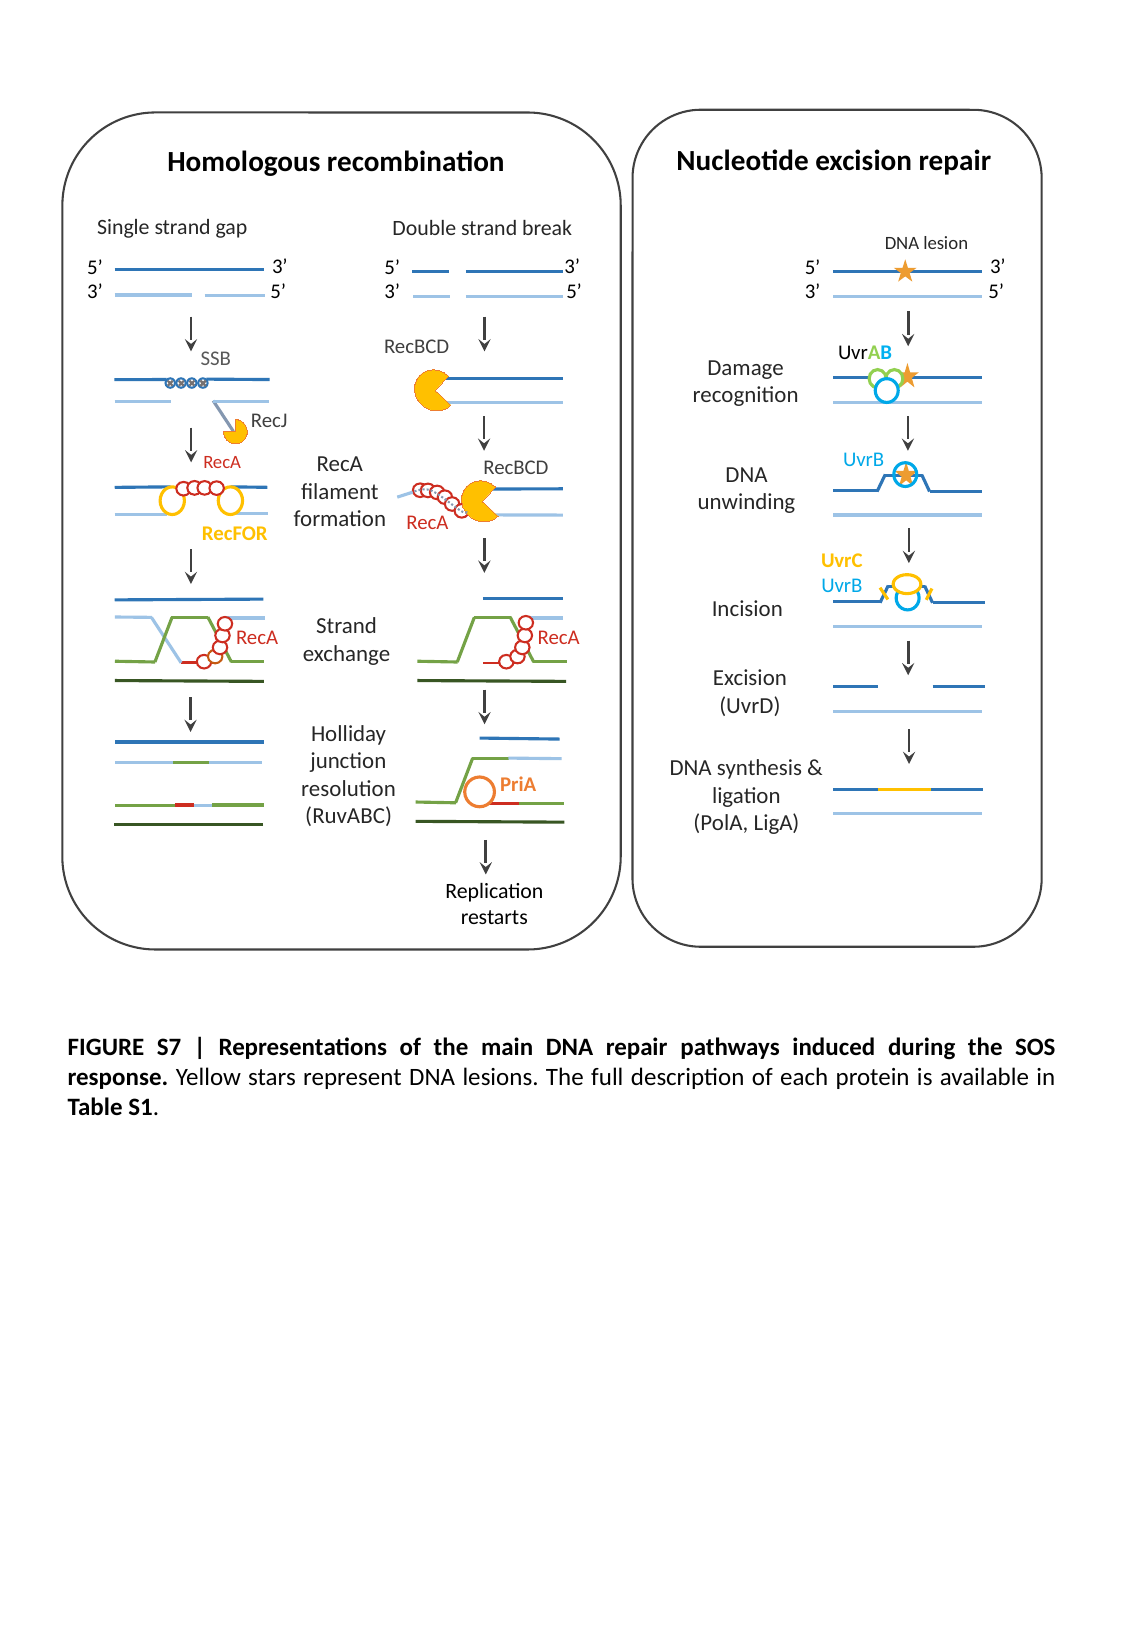

Nucleotide excision repair
Homologous recombination
Single strand gap
Double strand break
DNA lesion
3’
3’
3’
5’
5’
5’
5’
3’
3’
5’
5’
3’
RecBCD
UvrAB
SSB
Damage recognition
RecJ
UvrB
RecA filament formation
RecA
RecBCD
DNA unwinding
RecA
RecFOR
UvrC
UvrB
Incision
Strand exchange
RecA
RecA
Excision
(UvrD)
Holliday junction resolution
(RuvABC)
DNA synthesis & ligation
(PolA, LigA)
PriA
Replication restarts
FIGURE S7 | Representations of the main DNA repair pathways induced during the SOS response. Yellow stars represent DNA lesions. The full description of each protein is available in Table S1.

## Slide 8
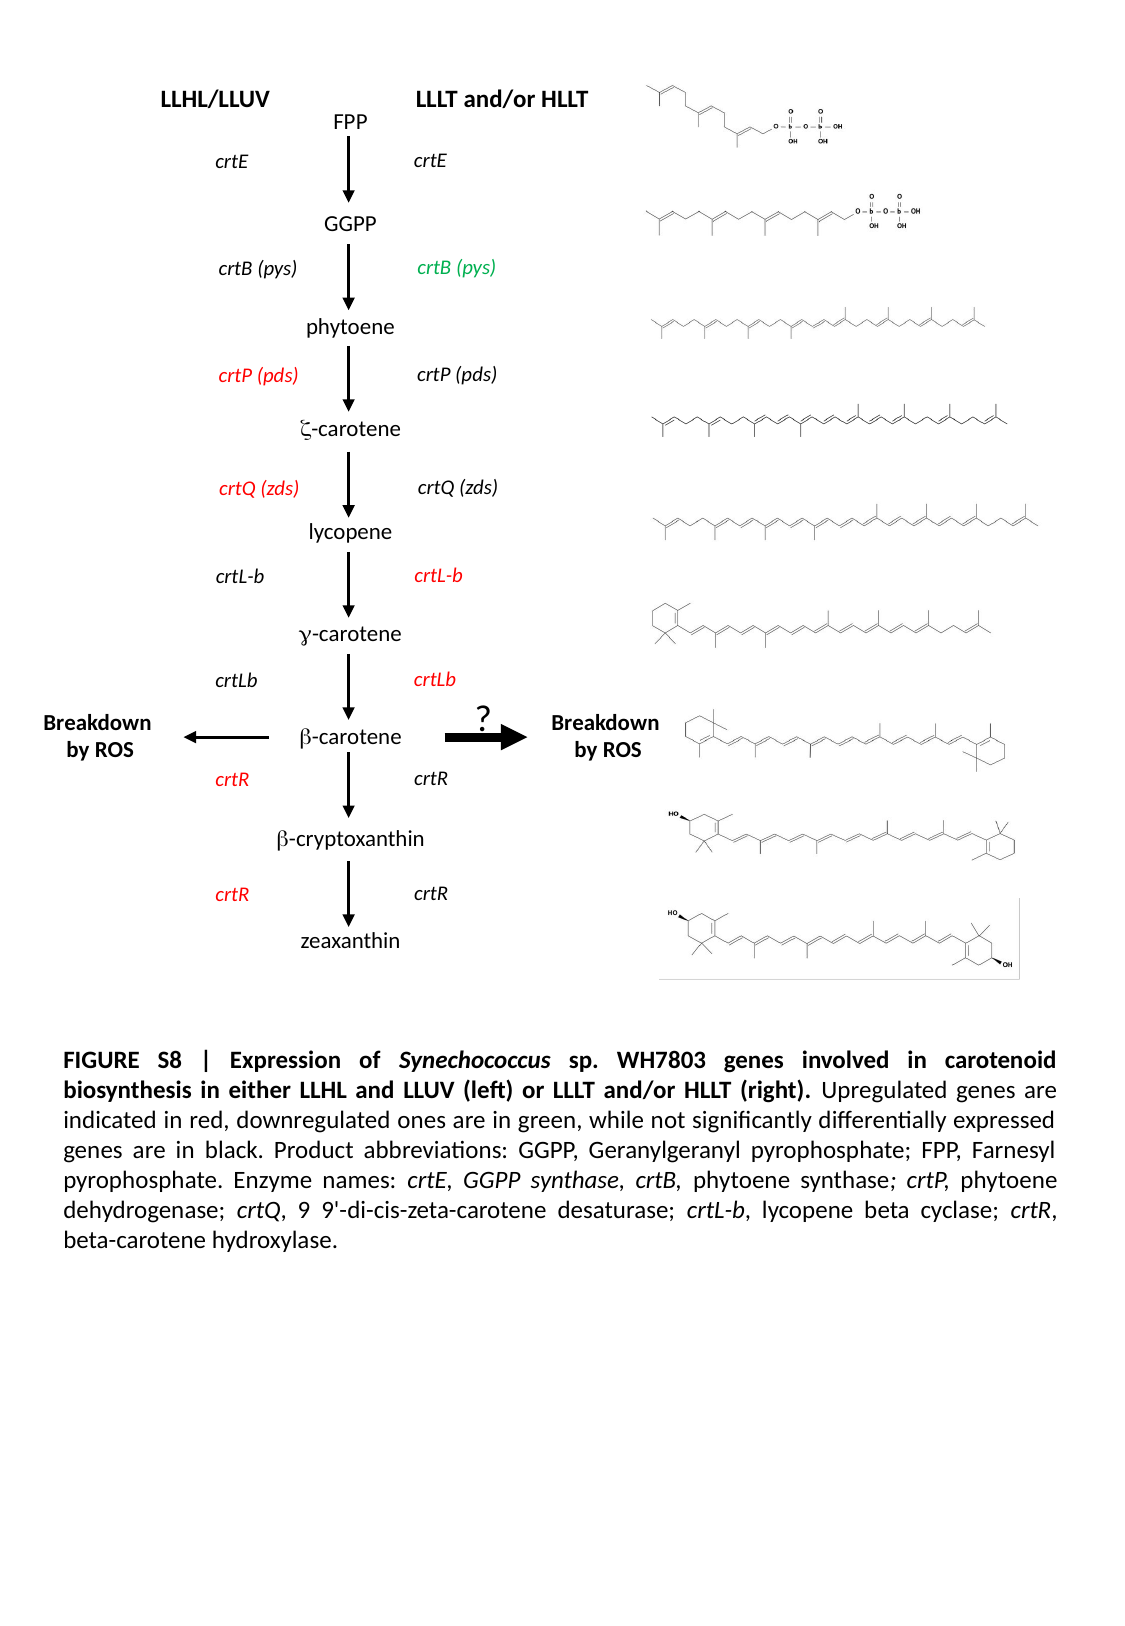

LLHL/LLUV
LLLT and/or HLLT
FPP
crtE
crtE
GGPP
crtB (pys)
crtB (pys)
phytoene
crtP (pds)
crtP (pds)
z-carotene
crtQ (zds)
crtQ (zds)
lycopene
crtL-b
crtL-b
g-carotene
crtLb
crtLb
?
Breakdown
by ROS
Breakdown
by ROS
b-carotene
crtR
crtR
b-cryptoxanthin
crtR
crtR
zeaxanthin
FIGURE S8 | Expression of Synechococcus sp. WH7803 genes involved in carotenoid biosynthesis in either LLHL and LLUV (left) or LLLT and/or HLLT (right). Upregulated genes are indicated in red, downregulated ones are in green, while not significantly differentially expressed genes are in black. Product abbreviations: GGPP, Geranylgeranyl pyrophosphate; FPP, Farnesyl pyrophosphate. Enzyme names: crtE, GGPP synthase, crtB, phytoene synthase; crtP, phytoene dehydrogenase; crtQ, 9 9'-di-cis-zeta-carotene desaturase; crtL-b, lycopene beta cyclase; crtR, beta-carotene hydroxylase.

How the deposited data were processed for this re-analysis (not part of the article)

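RNA was sequenced from 154 samples of *Synechococcus* sp. WH7803, 90 from the light, UV and temperature shifts and 64 from the L/D cycles at 21 and 27 °C, where 2 cultures per temperature, each sampled on 2 days (not the same 2 for both), gave 4 replicates at each of 8 times of day. The authors cleaned the reads with Prinseq and Cutadapt, removed ribosomal reads with SortMeRNA, mapped the rest to the WH7803 genome with Bowtie2 and counted properly paired reads per gene with HTSeq (reverse-stranded, intersection-nonempty mode, minimum quality of 10). The authors then normalized the counts with DESeq2 within SARTools, separately for the shifts and for the L/D cycles. The deposited values per sample are the authors' normalized counts rounded to whole numbers, handled here as scores and not as read counts, because whole reads could not be recovered from them. The log2 values in the deposited tables are log2FC that the authors computed with DESeq2 for each comparison, and the p-values and adjusted p-values beside them were deposited by the authors from the same tests. These authors' values were compared with those computed here and entered no other result.

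The tables hold 2628 genes. The L/D samples are in 2 tables with identical values, of which the one made for the comparison with 6:00 was used, and samples were compared only within the shift or the L/D table. Labels give the acclimation, stress, time point and replicate, and each sample was kept under its label. The sum of the normalized counts per sample was between 3428187 and 7134279 in the L/D cycles (median 4289009), where the 10 most abundant genes took a median of 24.1%, against 18.9% in the shifts. Since sums were equalized by the authors' normalization only for the typical gene, they do not give the number of reads.

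Genes with a mean normalized count of 10 or more over a table were tested. Log2(value + 1) was fitted with limma 3.58.1 in R 4.3.3 with 1 mean per condition, all samples of a table in one fit, and moderated tests with an intensity trend in the variance prior (eBayes, two-sided). Adjusted p are Benjamini-Hochberg values over all tested genes of a comparison, and the rule of the paper was kept for DE genes (adjusted p of at most 0.05 and an absolute log2FC of at least 1). Each of 4 time points of 7 stresses was compared with T0 of its own acclimation (28 comparisons, 3 replicates a group), 7 times of day with 6:00 at each temperature (14 comparisons, 4 replicates a group), and 27 with 21 °C at each of 8 times of day. Temperature in the L/D cycles cannot be separated from culture, because different cultures ran at 21 and 27 °C. The difference between LL and HL responses (LL minus HL) was tested as an interaction at 6 h of UV, 24 h of LT and 24 h of HT, and HL T0 was compared with LL T0. Changes over the day were tested with limma's F-test over the 8 times of day within each temperature, and the times of the highest and lowest means were taken from it.

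Sets of genes defined by symbol (photosystems I and II, cytochrome *b_6_f*, phycobilisome, ribosomal proteins, ATP synthase, RuBisCO with carboxysome, and chaperones with proteases) were tested at the last time point of each stress with limma's fry (two-sided, Benjamini-Hochberg adjusted over 56 tests). The number of DE genes was related to F_V_/F_M_ of the paper's Table S1 over the 7 stresses with exact permutation tests. The tests were tried on simulated data with 200 changed genes, of which 96.5% were called at 6 h of LLHL, 98.5% at 24 h of HLLT and 99.5% at 18:00 of the 21 °C cycle, with 2, 0 and 2 false calls. One simulated set that changed was called and 0 of the unchanged sets were. The changed genes were all given changes beyond the fold limit. Noise was independent between genes and no library was misplaced, so these shares do not give the recovery in the real data.

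Gene names came from the paper's Table S2, of which the copy used holds 1370 genes and names 661, and for 505 more from a reference list of WH7803 genes matched by locus number. Among 436 genes named in both, 90.6% had the same symbol or a synonym, against 2.1% with the numbers moved by 1. Genes named in the text come from 2 groups, and not all of either are given. First are the genes given by symbol or cluster number in a sentence of the results or discussion that has added data, where a name could be paired with an identifier, with all copies of a symbol tested. Second are the 2 highest and 2 lowest log2FC among DE genes that changed in the same direction in every replicate, at the last time point of each stress, at the time of day with most DE genes at 21 and 27 °C, and at 6:00 between 27 and 21 °C. The log2FC of part of Table S2 and the numbers shown in the figure with the counts of DE genes had been seen when this rule was written. Names in the paper that could not be paired with an identifier were not analysed here, nor were genomic coordinates, the genome sequence, the co-expression modules or the pigment data.

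In the L/D cycles the replicates are paired by culture and day, as the labels give them. Of the pairs of time points, 25 of 28 at 21 °C and 16 of 28 at 27 °C had deviations from the group means with a correlation over 0.1 (median 0.229 and 0.136, across genes). In the shifts a replicate letter is all that groups share. The alternatives, chosen before the data were examined, were a pseudocount of 0.5 or 5, no filter, a mean of 50 or more, total-sum scaling, quantile normalization, a fit of the 2 groups alone, no trend in the variance prior, the replicate as a block, each replicate left out in turn, the adjusted p without a fold limit, cultures averaged over days in the L/D cycles, and, for gene sets, camera with estimated correlations. Interactions at the earlier time points of UV were added after the data were seen. The preparation of the tables and the figure used Python 3.11.15.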

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

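The tests of a replicate letter for UV and HT and those with the LL and HL labels regrouped were chosen after the results were seen.

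The responses of LL- and HL-acclimated cells differed. The interaction of acclimation and stress, tested with limma, gave 309 genes for UV at 6 h, 241 for LT at 24 h and 71 for HT at 24 h. Of these, 287, 102 and 49 changed more in LL cells. That the normalization is the whole cause is argued against for all 3, since the fewest genes under total-sum scaling or quantile normalization were 274, 299 and 62. A difference in depth stays open, because the numbers of reads are not known. That a few genes taking most of the values are the whole cause is argued against for all 3. When the 10 genes of the highest mean were left out, 321, 435 and 71 genes were called.

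Several explanations stay open. Whether chance can be excluded is not decided by splits of the samples. As many genes were given by 18, 17 and 15 of 100 splits, and by 6, 7 and 14 of 100 regroupings of the LL and HL labels within T0 and within the stress, but both move the effect of the stress or of the acclimation into the difference tested. That one replicate letter carries the difference fits for LT, where HL replicate C was the only one of 6 letters whose loss lowered the count by more than 1.5 times, to 112 genes, 108 of them among the 241. The margin is small, since 161 were left without LL replicate E, and the count rose to 326 without LL replicate D. For UV and HT it cannot be told apart from the loss of a sample, because leaving out any of 5 letters for UV and any of 3 for HT lowered the count by more than 1.5 times, down to 118 and 18 (both without HL replicate D). Without LL replicate D it rose to 533 and 140. The acclimation itself, which the design names, may also be the source, and it is untested apart from these tests.

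HL cells differed from LL cells at T0, a comparison the paper does not report, in 202 genes (68 up and 134 down in HL cells). Leaving out 1 replicate gave 153 to 209 genes, quantile normalization 207 and total-sum scaling 319 (252 up and 67 down), so the balance of the 2 directions depends on the scaling. Whether chance can be excluded is not decided by splits of the samples, since 3 against 3 give too few of them. The light of acclimation stays open as an explanation, untested, as do other differences between the LL and HL cultures.

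Over the day, 4 of 48 tests (16 groups of 4 samples, 3 measures) set a sample far from the other 3 of its group, where chance does so in about 1 in 20 groups. The sum of normalized counts was 4711000 for culture C on day 2 at 6:00 and 21 °C (others 4229000 to 4253000) and 4991000 for culture A on day 3 at 20:00 and 27 °C (others 4185000 to 4308000). The correlation with the mean of the others was 0.9796 for culture A on day 1 at 12:00 and 27 °C (others 0.992 to 0.9929) and 0.9855 for the same culture and day at 9:00. No cause was tested for these, and no biological explanation was tested.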

How the results depend on the processing

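None of the alternatives below was chosen after the results were seen, except the interactions at 3 h, 1 h and 0.3 h of UV, which gave 801, 574 and 213 genes. Over all alternatives, 683 of 790 counts of DE genes stayed within 1.5 times the value reported, 643 of 728 results of gene sets stayed on their side of the threshold (63 were weaker, 20 stronger and 2 reversed), and so did 17553 of 18220 values of named genes (390 weaker, 272 stronger, 5 reversed). A change of direction was counted as reversed only where the threshold was passed before or after it. Peak hours were kept in 302 of 330 cases. With total-sum scaling 22 of them moved and 87 were the same, so the peak times given depend in part on the scaling. The relation of the number of DE genes with F_V_/F_M_ was kept in 14 of 16. With no filter, or with genes of a mean of 50 or more, each of these results that could be computed was kept. The comparison by a test on read counts, set out among the alternatives, was not run, because whole reads could not be recovered from the normalized counts.

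Without the fold limit, the adjusted p alone gave more genes in every comparison it moved, which follows from its construction. In LLHL there were 910 (0.3 h), 1180 (1 h), 1376 (3 h) and 1455 (6 h). In LLUV there were 626 (0.3 h), 1452 (1 h), 1768 (3 h) and 1534 (6 h). In LLLT there were 1556 (12 h), 1593 (24 h), 1468 (48 h) and 1451 (72 h). In LLHT there were 633 (12 h), 727 (24 h), 751 (48 h) and 878 (72 h). In HLUV there were 178 (3 h) and 495 (6 h). In HLLT there were 1204 (4 h), 1390 (8 h), 1517 (16 h) and 1571 (24 h). In HLHT there were 239 (4 h), 279 (8 h), 200 (16 h) and 594 (24 h). For the interactions there were 557 (UV at 6 h), 433 (LT at 24 h) and 134 (HT at 24 h). Between HL and LL cells at T0 there were 620. Over the day at 21 °C there were 1554 (9:00), 1691 (12:00), 1904 (15:00), 2111 (18:00), 1791 (20:00), 1386 (22:00) and 723 (2:00). Over the day at 27 °C there were 1852 (9:00), 1925 (12:00), 2000 (15:00), 1923 (18:00), 1445 (20:00), 1066 (22:00) and 44 (2:00). Between 27 and 21 °C there were 1498 (6:00), 622 (9:00), 438 (12:00), 697 (15:00), 1246 (18:00), 853 (20:00), 1341 (22:00) and 1627 (2:00).

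Total-sum scaling, which lets the sums of normalized counts set the level, moved the median log2FC of all genes where these sums differed between groups. Where it moved the share of genes up among the DE genes by more than 10 points, the genes up and down (up/down) are given with it against those reported. For LLHL they were 465/220 against 261/330 (3 h) and 555/224 against 287/359 (6 h). For LLUV they were 210/144 against 164/177 (0.3 h). For LLLT they were 576/211 against 367/370 (12 h), 743/163 against 405/398 (24 h), 867/134 against 362/354 (48 h) and 860/128 against 339/338 (72 h). For LLHT they were 22/229 against 42/89 (12 h), 25/189 against 42/110 (24 h), 20/238 against 53/112 (48 h) and 106/204 against 166/124 (72 h). For HLUV they were 63/103 against 79/70 (6 h). For HLHT they were 31/12 against 17/26 (4 h) and 44/11 against 25/26 (8 h). For the interactions they were 281/69 against 184/125 (UV at 6 h), 389/39 against 157/84 (LT at 24 h) and 8/90 against 17/54 (HT at 24 h). For HL against LL at T0 they were 252/67 against 68/134. For the day at 21 °C they were 390/142 against 298/217 (9:00), 421/231 against 327 up of 623 (12:00), 515/874 against 693/625 (18:00), 306/123 against 234/168 (22:00) and 149/21 against 47/42 (2:00). For the day at 27 °C they were 804/214 against 371/464 (9:00), 856/239 against 407/495 (12:00), 723/395 against 563/547 (15:00), 427/61 against 240/151 (20:00), 314/30 against 140/72 (22:00) and 9/6 against 0/8 (2:00). For 27 against 21 °C they were 143/407 against 262/176 (6:00), 16/18 against 10/26 (12:00), 194/87 against 151/121 (18:00), 98/36 against 87/52 (20:00), 146/181 against 186/127 (22:00) and 163/571 against 316/234 (2:00). The largest shifts of the median were 0.643 in the stresses, at 72 h of LLLT, and 0.594 over the day, at 12:00 and 27 °C. They were -0.156 at 72 h of LLHT, -0.103 at 6 h of HLUV, 0.133 at 24 h of HLLT and 0.371 at T0. The same scaling moved the whole count past 1.5 times for 12 h of LLHT (251, reported 131), 48 h of LLHT (258, reported 165), 0.3 h of HLUV (2, reported 1), LT at 24 h (428, reported 241), HL against LL at T0 (319, reported 202), 2:00 at 21 °C (170, reported 89), 22:00 at 27 °C (344, reported 212) and 2:00 at 27 °C (15, reported 8). The correlation of the number of DE genes with F_V_/F_M_ was -0.670 with it (reported -0.822). Adjusted p of gene sets, given with the median log2FC of a set at its first mention, passed the threshold with it for ATP synthase in LLHL (0.0156, reported 0.293, median 0.21), PSII in LLUV (0.0402, reported 0.135, median 0.35), photosystem I in LLHT (0.0180, reported 0.0534, median -0.96), photosystem I in HLUV (0.0242, reported 0.0527, median -1.01) and phycobilisome in HLHT (0.0331, reported 0.0542, median -0.64), and no longer did for RuBisCO and carboxysome in LLLT (0.0599, reported 0.000372, median -1.43), ribosomal protein in LLHT (0.440, reported 0.00975, median 0.28), chaperone and protease in HLUV (0.131, reported 0.0244, median 0.37), ribosomal protein in HLLT (0.231, reported 0.00643, median -0.25) and ribosomal protein in HLHT (0.0836, reported 0.0181, median 0.27). The direction was reversed for PSII in LLLT (adjusted p 0.844 with a median of 0.12, reported 0.000811) and ribosomal proteins in LLLT (3.59e-06 with a median of 0.62, reported 0.900). Without passing the threshold before or after, the median also changed sign for ATP synthase in LLLT (-0.5243 to 0.1203), PSII in LLHL (-0.3472 to 0.003) and PSII in HLUV (0.006 to -0.0972). The cause of these changes was not tested.

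With quantile normalization the sets photosystem I in LLHT (0.0326, reported 0.0534), photosystem I in HLUV (0.0313, reported 0.0527) and phycobilisome in HLHT (0.0327, reported 0.0542) passed the threshold and ribosomal protein in LLHT (0.230, reported 0.00975) and ribosomal protein in HLHT (0.113, reported 0.0181) no longer did. Medians changed sign with it, with no call before or after, for cytochrome *b_6_f* in HLHT (0.0609 to -0.0366), PSII in HLUV (0.006 to -0.0058) and ribosomal proteins in LLLT (-0.0271 to 0.116). The log2FC of *psbB* at 72 h of LLLT was 0.0367 with it (reported -1.15), and at 24 h of LLHT 46 genes were up and 67 down, against 42 and 110. At 0.3 h of HLUV the count was 2 with quantile normalization, with a pseudocount of 5 and with total-sum scaling, and limma called 0 with no trend in the variance prior, when 17 genes had an unadjusted p under 0.05 (reported 1). The causes were not tested.

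In fits of the 2 groups alone, limma called 0 genes at 72 h of LLHT (reported 290) and 0 at 24 h of HLHT (reported 133), where 313 and 569 genes had an unadjusted p under 0.05. The count was 6 at 0.3 h of HLUV (reported 1), 106 at 3 h of HLUV (reported 62), 3 at 2:00 and 27 °C (reported 8), and 8 for the interaction at 24 h of HT (reported 71). These fits hold 6 or 8 samples and estimate the spread from them alone. The sets PSII in LLHL (0.00471, reported 0.185, median -0.35), ATP synthase in LLLT (0.0175, reported 0.0533, median -0.52), photosystem I in HLUV (0.0181, reported 0.0527), PSII in HLUV (0.0425, reported 0.373, median 0.01) and ATP synthase in HLUV (0.00273, reported 0.257, median -0.35) passed the threshold in them, and phycobilisome in LLHT (0.410, reported 0.0322, median -0.74), RuBisCO and carboxysome in LLHT (0.232, reported 0.000811, median -1.28), chaperone and protease in LLHT (0.344, reported 0.000241, median 0.80), PSII in HLLT (0.141, reported 0.00109, median -0.71) and ATP synthase in HLHT (0.107, reported 4.10e-07, median -1.41) no longer did. With the cultures averaged over the days, 3 genes were called at 2:00 and 27 °C.

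Deviations of samples of the shifts with the same replicate letter had a correlation over 0.1 in 31 of 48 cases in LL (median 0.206) and 32 of 36 in HL (median 0.331). Samples of a letter thus tend to deviate together, but not in every case, and what the letters stand for is not stated, so the samples were not taken as pairs. With the replicate as a block, no count of DE genes moved by 1.5 times, and the gene sets that crossed the threshold were ATP synthase in LLLT (0.0329, reported 0.0533), photosystem I in LLHT (0.0297, reported 0.0534), photosystem I in HLUV (0.0249, reported 0.0527) and phycobilisome in HLHT (0.0232, reported 0.0542). It also called 4 values of named genes that were not called without it, CK_Syn_WH7803_00267 at 72 h of LLHT (1.15) and 24 h of HLLT (1.06), and *ubiH* (CK_Syn_WH7803_01442) at 72 h of LLHT (1.41) and 6 h of HLUV (1.54).

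With camera and estimated correlations, none of the 36 sets called with fry was called (0 at an unadjusted p under 0.05). For the photosystem I set the adjusted p were 0.544 (LLHL), 0.566 (LLUV), 0.544 (LLLT) and 0.488 (HLLT). For the cytochrome *b_6_f* set the adjusted p were 0.544 (LLHL), 0.672 (LLUV), 0.503 (LLLT) and 0.544 (HLLT). For the phycobilisome set the adjusted p were 0.488 (LLHL), 0.544 (LLUV), 0.488 (LLLT), 0.545 (LLHT), 0.503 (HLUV) and 0.488 (HLLT). For the ribosomal protein set the adjusted p were 0.312 (LLHL), 0.503 (LLUV), 0.544 (LLHT), 0.153 (HLUV), 0.683 (HLLT) and 0.544 (HLHT). For the RuBisCO and carboxysome set the adjusted p were 0.566 (LLHL), 0.544 (LLUV), 0.544 (LLLT), 0.503 (LLHT) and 0.544 (HLLT). For the chaperone and protease set the adjusted p were 0.544 (LLHL), 0.488 (LLUV), 0.566 (LLLT), 0.488 (LLHT), 0.544 (HLUV) and 0.503 (HLLT). For the PSII set the adjusted p were 0.545 (LLLT) and 0.566 (HLLT). For the ATP synthase set the adjusted p were 0.488 (LLHT), 0.566 (HLLT) and 0.250 (HLHT). Camera asks whether a set changed more than the other genes, and fry whether it changed, so the lost calls do not contradict a change of a set. The estimate of a correlation within a set rests on the residuals of the same 90 samples. How far it or the other question removed these calls was not tested.

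Leaving out 1 replicate at a time moved a count of DE genes past 1.5 times in the HL shifts, in LLHT and in the interactions. With the replicate left out in brackets, the count at 16 h of HLHT (reported 60) was 5 (HL C) to 25 (HL D), that at 24 h of HLHT (reported 133) was 37 (HL D) to 196 (HL C), that at 4 h of HLHT (reported 43) was 13 (HL C) to 27 (HL F). The count at 8 h of HLHT (reported 51) was 16 (HL C) to 30 (HL F), that at 1 h of HLUV (reported 15) was 6 (HL F) to 12 (HL D), that at 3 h of HLUV (reported 62) was 25 (HL C) to 30 (HL D), that at 6 h of HLUV (reported 149) was 74 (HL D) to 79 (HL F). The count at 12 h of LLHT (reported 131) was 115 (LL E) to 221 (LL D) and that at 72 h of LLHT (reported 290) was 124 (LL D) to 555 (LL E). For the interactions HT at 24 h (reported 71) was 18 (HL D) to 140 (LL D), LT at 24 h (reported 241) was 112 (HL C) to 326 (LL D), UV at 6 h (reported 309) was 118 (HL D) to 533 (LL D). At 0.3 h of HLUV limma called 0 genes without C, D or F (reported 1), and at 2:00 and 27 °C 4 (culture C on day 1) to 12 (culture A on day 1; reported 8). The adjusted p of gene sets that crossed the threshold were as follows: RuBisCO and carboxysome in LLHT, 0.000986 (LL C) to 0.0781 (LL D); chaperone and protease in HLUV, 0.0943 (HL D) to 0.111 (HL F); chaperone and protease in LLLT, 5.04e-12 (LL D) to 0.0528 (LL C); cytochrome *b_6_f* in LLUV, 0.0491 (LL C) to 0.159 (LL D); phycobilisome in HLHT, 0.0217 (HL F) to 0.652 (HL D); phycobilisome in LLHT, 0.00825 (LL E) to 0.875 (LL D); photosystem I in LLHT, 0.00955 (LL E) to 0.882 (LL D); PSII in HLLT, 0.000324 (HL F) to 0.0618 (HL D); PSII in LLUV, 1.72e-06 (LL D) to 0.793 (LL C); ribosomal protein in HLHT, 0.0565 (HL D) to 0.120 (HL F); ribosomal protein in HLLT, 0.00423 (HL F) to 0.153 (HL D). The correlation with F_V_/F_M_ was -0.850 (HL F) to -0.651 (LL E). At 72 h of LLHT 4 of the named genes changed sign without LL D, and without LL E they were farthest from 0. They were *mpeE* (0.403 and -3.83, reported -2.28), *psbA* CK_Syn_WH7803_00784 (0.0193 and -2.45, reported -1.53), *gnd* (0.0401 and -1.80, reported -1.06) and *hli* CK_Syn_WH7803_02191 (-0.0451 and 3.08, reported 1.88). All the comparisons of LLHL, LLUV, LLLT and HLLT, and those of the day except 2:00 at 27 °C, stayed within 1.5 times. Fewer samples widen the standard errors, which lowers counts, whereas leaving out LL D raised the counts of the interactions.

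Depth limits these results in 2 ways. The numbers of reads behind the normalized counts are not known, so the precision of a single sample could not be set against its counting error, and genes with a mean under 10 were left untested in either table. For genes with low counts at T0 the pseudocount weighs on the log2FC, as for *psbA* CK_Syn_WH7803_02084 at 6 h of LLHL (4.00 with a pseudocount of 0.5 and 3.35 with 5, reported 3.91).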

Differences from the paper's values

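Of 100 numbers of DE genes shown in Fig. 3 and Supplementary Figure S4, 5 were more than 1.5 times from the number found here. At 72 h of LLHT the paper has about 270 genes up and about 50 down in Fig. 3, read by eye, and 166 and 124 were found here. Of the alternatives set before the data were examined, the number up was within 1.5 times of the paper's without LL replicate C and without LL replicate E, the number down without LL replicate D, and neither under the others. At 0.3 h of HLUV the paper has about 2 genes up in Fig. 3, read by eye, and 1 was found here, but 2 with a pseudocount of 5, total-sum scaling or quantile normalization and not under the others. At 24 h of HLHT it has about 56 genes down in Fig. 3, read by eye, against 87 found here, within 1.5 times with genes of a mean of 50 or more and not under the others. At 2:00 and 27 °C it has about 1 gene up in Fig. 3, read by eye, and limma called 0 here (412 genes of either sign at unadjusted p < 0.05), and no alternative came within 1.5 times of the paper's (0 to 10 genes up). The 7 values of this kind in the text of the paper did not differ. The paper gives the genome 6 more genes than the 2628 of the tables used here.

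Of the log2FC given in the paper's Table S2 for genes named here, 451 were compared at the last time point of the stresses, and 22 differed by more than the SD of the replicates, none of them in sign. They are given as the value found here against the paper's, with the alternatives, among those set before the data were examined, under which the difference was within that limit, and it stayed outside under the others. LLHL at 6 h gave 4.52 against the paper's 3.956 for *crtW* CK_Syn_WH7803_00928 (under no alternative), 2.60 against the paper's 2.351 for *ybaZ* CK_Syn_WH7803_01780 (with a pseudocount of 5, without LL C and without LL D), 3.91 against the paper's 2.911 for *psbA* CK_Syn_WH7803_02084 (with a pseudocount of 5), 2.78 against the paper's 2.449 for *psbD* CK_Syn_WH7803_02239 (without LL C), 3.18 against the paper's 2.655 for *desC4* CK_Syn_WH7803_02417 (under no alternative) and 2.81 against the paper's 2.662 for *srxA* CK_Syn_WH7803_02510 (under no alternative). LLUV at 6 h gave 5.06 against the paper's 4.025 for *psbA* CK_Syn_WH7803_02084 (with a pseudocount of 5 and without LL C), -2.07 against the paper's -1.831 for *nirA* CK_Syn_WH7803_02492 (with total-sum scaling, with quantile normalization, without LL D and without LL E) and 2.73 against the paper's 2.583 for *srxA* CK_Syn_WH7803_02510 (with a pseudocount of 5 and without LL D). LLLT at 72 h gave 2.40 against the paper's 2.068 for *psbA* CK_Syn_WH7803_00366 (with a pseudocount of 5, with quantile normalization and without LL D), 3.79 against the paper's 2.813 for *psbA* CK_Syn_WH7803_02084 (with a pseudocount of 5) and 3.52 against the paper's 2.941 for *desC4* CK_Syn_WH7803_02417 (under no alternative). HLUV at 6 h gave 1.71 against the paper's 1.473 for *clpB1* CK_Syn_WH7803_00748 (with a pseudocount of 5, with total-sum scaling, with quantile normalization, without HL C and without HL F), 2.44 against the paper's 2.011 for *psbA* CK_Syn_WH7803_02084 (with a pseudocount of 5, with total-sum scaling and without HL C) and 1.33 against the paper's 1.186 for *psbD* CK_Syn_WH7803_02239 (with total-sum scaling, with quantile normalization and without HL F). HLLT at 24 h gave -2.43 against the paper's -2.26 for *rbcL* CK_Syn_WH7803_00678 (with total-sum scaling), 4.42 against the paper's 3.875 for *clpB1* CK_Syn_WH7803_00748 (under no alternative), 3.88 against the paper's 3.415 for *clpB1* CK_Syn_WH7803_00749 (under no alternative), 2.29 against the paper's 2.116 for *frp* CK_Syn_WH7803_00927 (under no alternative), 3.57 against the paper's 3.187 for *crtW* CK_Syn_WH7803_00928 (under no alternative), 2.66 against the paper's 2.568 for *trxB* CK_Syn_WH7803_01634 (without HL C) and 3.37 against the paper's 2.853 for *desC4* CK_Syn_WH7803_02417 (without HL F).

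Other results differ from a direction or a ranking in the paper. For more DE genes at the end than at the start of a stress, 6 of 7 stresses go with it, LLHT among them (131 at 12 h and 290 at 72 h) only with LL replicate D (221 and 124 without it), and LLLT had 737 at 12 h and 677 at 72 h (787 and 988 with total-sum scaling, 708 and 744 without LL replicate D). The paper has all subunits of the ATP synthase induced by HL, whereas of the 10 genes 1 was up at 0.3 h of LLHL (median 0.775) and limma called 0 at 6 h (median 0.214, 8 above 0), or 1 with total-sum scaling (median 0.565). The paper's results describe the submodule of the RuBisCO and carboxysome genes as mostly down or not DE in shifts other than LLHL. Its discussion has these genes down in all stresses but LLHL. Their medians were below -1 in 4 of the 6 others (LLUV -1.44, LLLT -1.43, LLHT -1.28, HLLT -1.96), though LLHT had -0.39 without LL replicate D and LLLT -0.79 with total-sum scaling. In HLUV the median of the 9 genes was -0.037, and in HLHT, where HT is counted as a stress, 0.654, with 0 genes down with limma and, in HLHT, 1 up.

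The paper counts *ftsH2* among genes induced by stress in general, and elsewhere has it induced in LLUV specifically, which is the stress found here. It was up in 1 of 7 stresses, LLUV (2.25 at 3 h), and down in LLLT (-1.83 at 72 h). In LLHT it was 0.88 at 72 h, past the adjusted p but not the fold limit, and called without LL replicate C (1.34) or E (1.15). The paper has both *gst* genes up in LLUV. CK_Syn_WH7803_02216 was (1.10 at 3 h), but CK_Syn_WH7803_01528 was -0.16 at 3 h and 0.48 at 6 h, the latter called without the fold limit. Which genes the paper means by its *gst* copies, and by *prxQ1* and *prxQ2*, is not certain, so these may not be the same genes. Of the *prxQ* genes, which it has up in most stresses, CK_Syn_WH7803_01236 was up in 1 of the 5 with HL, UV or LT (1.19 at 6 h of LLHL, but 0.91 and not called without LL replicate D), with 0.65 at 72 h of LLLT, called there with total-sum scaling (1.30), without LL replicate E (1.05) or without the fold limit, and at 24 h also with quantile normalization (1.06), as at 48 h. CK_Syn_WH7803_02172 was up in none and down at 24 h of HLLT (-1.10, or -0.89 and not called without HL replicate C).

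The paper has *ggtB* down in all stresses. Of the 5 with HL, UV or LT this was so in 3, and the gene was -0.69 and -0.49 at the last times of HLUV and HLLT. At the last times of LLHL, LLUV and LLLT it was called (-1.14, -1.11 and -1.20), but not without LL replicate E (-0.87, -0.72 and -0.87), while at 3 h of LLUV it was -1.94.

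*betP*, which the paper has up in LLLT and HLLT, was up in the former (1.21 at 12 h) and at most 0.59 in the latter, at 8 h, called without the fold limit. Of *gpgP* and *gpgS*, which it has up in HL, *gpgS* was (1.63 at 6 h), and *gpgP* was at most 0.71, at 0.3 h, called without the fold limit. *cupB*, which it has more changed at LT, was -0.61 at 72 h of LLLT and -0.57 at 24 h of HLLT, called in neither except without the fold limit, and -0.57 also at 6 h of HLUV.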

Other observations

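Leaving out each replicate in turn was chosen before the data were examined. All other tests of replicate D were chosen after its values were seen. The tests of genes differing before a stress were not.

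The log2 values were centred per gene on the mean of all samples, separately for the shifts and the L/D cycles. Each sample was then correlated with the mean of each group, its own group taken without it. Of the samples of the shifts, 86 of 90 were closest to a group of their own stress, as were 63 of 64 over the day. The group could be another time point of that stress. Replicate D of LLLT at 12, 24 and 48 h was closest to the next time point (0.936, 0.952 and 0.906). The correlations with its own group were 0.854, 0.848 and 0.813. Replicate D of LLHT at 12 h was closest to 24 h (0.948, own group 0.855), but at 24 and 48 h to its own group. Some samples of replicates C and E were also closest to another time point. In 2 samples the correlation with their own group was below 0. Replicate D of LLHT at 72 h had -0.297 with its own group. Against a direct exchange with replicate D of LLUV at 6 h stands that the latter correlated at most at -0.16 with an LLHT group. A shift of the D labels over several groups was not tested and stays open. The LLHT sample had a correlation of 0.9 with LLUV at 6 h. Against a mixture of LLHT and LLUV RNA stands a median of -1.66% of the LLHT level above the LLUV level, over 32 genes 8 times higher in LLHT. Against a damaged culture stands its F_V_/F_M_ of 0.555 in the paper's Table S1 (0.54 and 0.542 in C and E). A wrong label, or an exchange with a sample outside both groups, stays open and fits, with a correlation of 0.959 with LLUV at 3 h, where the lowest of that group's own samples was 0.868. The sample was kept under its label. No biological explanation other than the state of the culture was tested.

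Replicate D of LLUV at 6 h had -0.254 with its own group. That its culture had not responded to UV is argued against by its F_V_/F_M_ of 0.203 in the paper's Table S1 (0.281 and 0.244 in C and E, and 0.593 to 0.614 at T0). A wrong label or an exchange with a sample outside both groups stays open and fits, with 0.913 with LLLT at 12 h, where the lowest of that group's own samples was 0.854. Replicate D of HLHT at 24 h lay apart from C and F. No group of another stress matched it closely, with a highest correlation of 0.218. That with its own group, 0.257, was hardly higher, so whether its label is wrong is not decided. For this sample no biological explanation was tested.

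Results for LLHT at 72 h depend on replicate D. Of its 290 DE genes, 256 changed the same way at 3 h of LLUV, but 41 did when both were taken without LL replicate D. At 48 h of LLHT the number was 50. Without LL replicate D, 124 genes were DE at 72 h (50 up and 74 down).

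One hypothesis was that HL cells respond less to UV because the genes already differ the same way at T0. The correlation across genes of the LLUV change at 6 h with the difference of HL from LL cells, with separate T0 samples for each, was on average 0.578 (0.485 to 0.654 over the 6 divisions of the LL T0 samples, at most 0.0802 in 100 simulations). The 6 h value includes replicate D of LLUV, and at 3 h it was 0.49 (0.413 to 0.556). This is consistent with the hypothesis but not specific to UV, since it was 0.679 for LLHL at 6 h and 0.647 for LLLT at 72 h, and -0.0877 for LLHT at 48 h. A mirrored hypothesis was that genes changed by LT in HL cells already differ the same way in LL cells at T0. It is argued against by a correlation of -0.369 (-0.401 to -0.341) of the HLLT change with the difference of LL from HL cells at T0. This correlation was -0.38 for HLUV and -0.0198 for HLHT. It does not test whether HL cells were already shifted towards the LT response, for which the LLLT value of 0.647 is the matching one. Whether acclimation to light itself sets these genes remains untested.

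Splits of the samples into groups of the same sizes were compared with the counts of DE genes. For each of the 28 comparisons with T0 in the shifts, and for HL against LL cells at T0, 1 of 10 splits, the actual one, gave as many genes. With so few splits this test cannot exclude chance whatever the counts, and it says nothing against these results. Over the day and between 27 and 21 °C this was 1 of 35 in all comparisons but one, at 2:00 and 27 °C, where 7 of 35 splits gave 8 genes or more and chance cannot be excluded. The 8 splits that part each pair of culture and day are too few to exclude chance, whatever the counts.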
